# Yeast cell fate control by temporal redundancy modulation of transcription factor paralogs

**DOI:** 10.1038/s41467-021-23425-0

**Published:** 2021-05-25

**Authors:** Yan Wu, Jiaqi Wu, Minghua Deng, Yihan Lin

**Keywords:** Transcription factors, Stress signalling, Microbiology, Systems biology

## Abstract

Recent single-cell studies have revealed that yeast stress response involves transcription factors that are activated in pulses. However, it remains unclear whether and how these dynamic transcription factors temporally interact to regulate stress survival. Here we show that budding yeast cells can exploit the temporal relationship between paralogous general stress regulators, Msn2 and Msn4, during stress response. We find that individual pulses of Msn2 and Msn4 are largely redundant, and cells can enhance the expression of their shared targets by increasing their temporal divergence. Thus, functional redundancy between these two paralogs is modulated in a dynamic manner to confer fitness advantages for yeast cells, which might feed back to promote the preservation of their redundancy. This evolutionary implication is supported by evidence from Msn2/Msn4 orthologs and analyses of other transcription factor paralogs. Together, we show a cell fate control mechanism through temporal redundancy modulation in yeast, which may represent an evolutionarily important strategy for maintaining functional redundancy between gene duplicates.

## Abstract (web summary)

How dynamic transcription factors temporally interact to regulate stress survival in yeast is currently unclear. Here the authors integrate single-cell imaging, RNA-seq, and modeling to identify a new cell fate control mechanism mediated by temporal redundancy modulation during yeast stress response.

## Introduction

Cells need to make decisions in responding to changing environment^1^. Cellular decision-making involves two successive steps: the encoding of environmental inputs into intracellular signals, followed by the decoding of intracellular signals into corresponding downstream decisions^2^. Recent single-cell studies have found that kinases and transcription factors (TFs) in signal encoding circuits are often activated in a highly dynamic fashion^2–5^. These dynamics can be stochastic (i.e., affected by noise), repetitive, and often appear as stereotyped pulses^5,6^. At the level of individual cells, the characteristics of such dynamics are often modulated by environmental inputs, which are then decoded to affect downstream physiology^4,7^. At the population level, such dynamics could result in heterogeneous cell states, enabling bet-hedging strategies for coping with fluctuating environments^8^.

Pulsatile regulators have been shown to play key roles in regulating various physiological processes, ranging from microbial stress responses^6,9–17^ to animal cell signaling^7,13,18–24^. Because some of these processes are simultaneously regulated by multiple pulsatile regulators^14,16,21,25–27^, establishing the regulatory principles for these processes requires understanding how different dynamic regulators work together to encode upstream inputs and to control downstream cell fates^5^. To do so, one would need to characterize the temporal interactions between different regulators in individual cells, and decipher whether and how such temporal interactions lead to downstream physiological effects in the same cell. However, this is technically challenging and remains to be explored in microbial systems.

*Saccharomyces cerevisiae* (i.e., budding yeast) has been utilized as a model organism for studying the mechanism and function of pulsatile TFs^6,9,12,16,25,26,28–31^. A key reason is that several stress-responsive yeast TFs exhibit sustained pulsatile dynamics after the initial response to a step input^6,14,29^. More specifically, the immediate response to a step input is typically synchronized across the cell population (which we term the transient phase of the response), while the second phase of the response is typically stochastic and unsynchronized among cells, constituting a steady-state response at the population level (i.e., the averaged response across cells is steady and largely unchanged). While the transient response dynamics can encode information about the inputs^26^, the sustained dynamics after the transient phase enable complex signal processing mechanisms^14,16^ and likely play a key role in determining stress response outcome.

Msn2 and Msn4 are general stress response regulators in budding yeast. They both exhibit nuclear-cytoplasmic shuttling dynamics (i.e., dynamic pulses) at the timescale of minutes during stress responses^28^, and bind to stress response elements to co-regulate >200 genes^32^. More importantly, Msn2 and Msn4 are paralogous TFs that have been maintained for ~100 million years after the whole-genome duplication (WGD) event^33,34^. Recent studies have investigated their redundant and divergent roles in target activation^31,35^, and an intriguing mechanism based on *cis*-regulatory divergence was proposed to account for the maintenance of functional redundancy between this pair of paralogs^35^. Yet, it remains largely unclear whether cells could exploit the temporal interactions between these two paralogs to gain fitness advantages, and whether such advantages might be evolutionarily relevant.

In this work, by integrating single-cell imaging, transcriptome analysis, and mathematical modeling, we show that budding yeast cells can modulate temporal redundancy between Msn2 and Msn4 to enhance stress survival. Mechanistically, the temporal relationship between redundant Msn2 and Msn4 pulses is modulated by altering upstream phospho-regulation to increase the dynamic range of stress response genes. Furthermore, the fitness advantage conferred by temporal redundancy modulation could help to retain functional redundancy between the paralogs, implicating a potential role of temporal redundancy modulation for the maintenance of redundant paralogs at the evolutionary timescale. Additional experimental characterizations of Msn2/Msn4 orthologs in a related yeast species *Candida glabrata*, as well as analyses on large-scale yeast and human datasets, provide support for this potential role. Together, our work identifies temporal redundancy modulation as a mechanism for yeast cell fate control, and suggests an intriguing role of this mechanism in evolution.

## Results

### Input modulates the temporal relationship between Msn2 and Msn4 pulses

While the dynamics of Msn2 and Msn4 display relatively high temporal correlations in individual cells^31^, previous data indicated the presence of divergent dynamics between these two TFs^25,35^. Yet, it is unclear whether such divergence arises from stochasticity in the dynamics or from regulation by the environmental signals. We thus set out to systematically analyze the divergent dynamics between Msn2 and Msn4, and address how such divergence is regulated by different inputs. More specifically, while both Msn2/Msn4 are activated in pulses in response to diverse stresses, we needed to decipher whether their dynamics are differentially modulated in different cells and under different stress conditions.

To do so, we used a yeast strain carrying endogenously tagged Msn2-CFP and Msn4-YFP, and monitored the dynamic responses of Msn2/Msn4 to various stresses at the single-cell level using a microfluidic device^36^ (Fig. 1a, b, Supplementary Fig. 1, and Supplementary Movie 1; see strain list in Supplementary Table 1). In addition to computing cross-correlation functions between their dynamics, we analyzed the temporal relationship between Msn2 and Msn4 dynamics at the level of individual pulses and calculated the fraction of pulses that coincide (i.e., pulse coincidence rate) during steady-state responses. We found that pulses of Msn2/Msn4 are stochastic (Supplementary Fig. 2), and display a relatively high degree of coincidence under low stress levels (Fig. 1c and Supplementary Fig. 3a, b). As the stress level increases, the rate of pulse coincidence decreases, leading to largely divergent pulsatile dynamics for the paralogs. Similarly, cross-correlation between Msn2 and Msn4 traces at time lag zero also decreases as stress level increases, consistent with the trend in pulse coincidence rate (Supplementary Fig. 2c, d). By examining single-cell data, we found that pulse coincidence rate is bimodally distributed under the same stress condition (Fig. 1d and Supplementary Fig. 3a), and the distribution is stress level-dependent (Supplementary Fig. 3c).

**Fig. 1:**
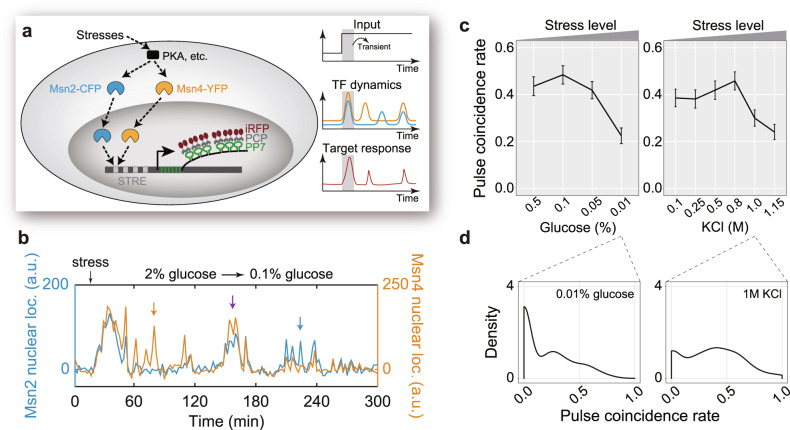
Input modulates the temporal relationship between Msn2 and Msn4 pulses. **a** Schematics of the single-cell assay for monitoring Msn2/Msn4 dynamics (with fluorescent protein fusions) and target responses (with the PP7-PCP system) in the same cell. Using microfluidics, both transient (shaded) and steady-state responses were recorded. **b** Example single-cell traces of Msn2 (blue) and Msn4 (orange) nuclear localization dynamics in response to a step change in glucose concentration. Coincident pulse (purple arrow) and noncoincident pulses (orange or blue arrow) are indicated. a.u., arbitrary unit. See also Supplementary Movie 1. **c** Pulse coincidence rates between Msn2 and Msn4 under different stress conditions. Cell numbers are 139, 176, 333, and 282 for glucose limitation stresses and 148, 182, 207, 181, 195, and 201 for osmotic stresses. Error bars indicate 95% confidence intervals (CIs) and centers indicate means. **d** Distributions of pulse coincidence rates in individual cells.

We performed further analysis to ensure that the bimodality, as well as the stress-dependent modulation, is not due to differences in pulse frequency (Supplementary Figs. 1b, c and 3d). More specifically, we first withdrew a subpopulation of cells from each of the different conditions to ensure that these subpopulations have comparable pulse frequencies, and then used these subpopulations to compute pulse coincidence rate. Together, these results demonstrated that yeast cells modulate the temporal relationship between Msn2 and Msn4 in response to different stresses, and such temporal relationship displays cell-to-cell variability, resembling the bet-hedging strategy commonly implemented by microbial cell populations to combat stresses^37^.

### Individual pulses of Msn2 and Msn4 display functional redundancy

To investigate how cells might exploit the temporal relationship between Msn2/Msn4 dynamics, we needed to first determine whether pulses of Msn2 and Msn4 are functionally redundant with respect to target gene activation. It is noted that the redundancy of these two TFs has not been explicitly analyzed at the single pulse level, especially during steady-state responses^31,32,35,38^. To do so, we implemented a single-cell assay to simultaneously monitor TF dynamics and real-time transcriptional output of target genes, which was developed in our earlier work^14^ (Figs. 1a and 2a).

**Fig. 2:**
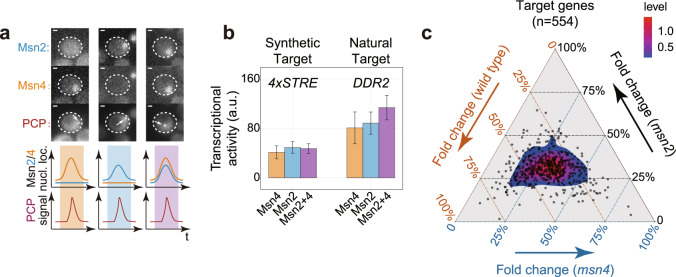
Individual pulses of Msn2 and Msn4 display functional redundancy. **a** Example snapshots (top, out of 148, 227, and 262 events, respectively) and schematics (bottom) illustrating three types of TF nuclear localization dynamics (left to right: Msn4-only, Msn2-only, and coincident pulse) and target gene responses (i.e., nascent transcription sites indicated by white arrows). Scale bars indicate 1 μm. **b** Pulse-triggered averaging analysis^14^ of the transcriptional activities of PP7-based synthetic reporter gene (*4xSTRE*) and endogenous target gene (*DDR2*) in response to three types of TF dynamics under glucose limitation stress (0.1% glucose). Event numbers are 148, 227, 262, 122, 247, and 260. Error bars indicate 95% CIs and centers indicate means. See also Supplementary Fig. 14a. **c** Genome-wide characterization of functional redundancy between Msn2 and Msn4 pulses by RNA-seq. Synchronized Msn4-only pulse, Msn2-only pulse, and Msn2/Msn4 co-pulse across cell population as in (**a**) were achieved by inducing cells of three different genotypes (*msn2*, *msn4*, and wild type) by 0.5 M KCl. For each target gene, expression fold change between stress versus non-stress conditions was calculated for each genotype and shown in the ternary plot after normalization. Colormap represents gene density.

More specifically, cells were stimulated with two different types of stresses (i.e., low glucose and high salt) to induce pulses of Msn2/Msn4, and multi-color time-series images were analyzed to quantify target responses to Msn2/Msn4 pulses during steady-state responses. It is noted that target responses were analyzed at the level of nascent transcriptional activities with the PP7-based transcriptional reporter system, allowing us to capture target responses at a fast timescale. This strategy has been successfully implemented for understanding combinatorial gene regulation by pulsatile TFs^14^.

Using pulse-triggered averaging analysis^14^, we analyzed the responses of a synthetic Msn2/Msn4 target gene and an endogenous target *DDR2* to three possible scenarios of Msn2/Msn4 pulses, namely Msn2-only pulse, Msn4-only pulse, and Msn2/Msn4 co-pulse (Fig. 2a). The results showed that target responses to Msn2- and Msn4-only pulses are comparable to the responses to Msn2/Msn4 co-pulse, suggesting a large degree of functional redundancy at the level of individual Msn2/Msn4 pulses for both target genes under two stress conditions (Fig. 2b and Supplementary Fig. 4a). Note that under glucose limitation stress, *DDR2* exhibits a slightly stronger (but statistically insignificant) response under Msn2/4 co-pulse compared to that under Msn4- or Msn2-only pulses.

To analyze the redundancy at the single pulse level across the genome, we used RNA-sequencing (RNA-seq) to compare genome-wide target responses across three different strains, namely wild type, *msn2*, and *msn4*. More specifically, yeast cultures of wild type, *msn2*, and *msn4* were subjected to sudden salt stress (i.e., 0.5 M KCl) to trigger synchronized Msn2/Msn4 co-pulse (Supplementary Fig. 4b), Msn4- and Msn2-only pulse across cell population, respectively, and cells were collected at ~15 min post-stress addition (time around the end of the pulses) for RNA extraction and subsequent sequencing (Fig. 2c and Supplementary Fig. 4c). It is important to note that the population synchrony during transient responses allows us to quantify how cells respond to different types of pulses using bulk RNA-seq. 

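RNA was sequenced from 12 S. cerevisiae libraries, with 2 replicates each of wild type, msn2 and msn4, with 0.5 M KCl for 15 min and without it. The authors trimmed the paired-end reads with Trimmomatic, aligned them to sacCer3 with Tophat and quantified loci with Cufflinks as FPKM, and they deposited 1 table per replicate, with 6010 and 6096 loci. Genes that overlap or adjoin are merged into 1 locus in these tables, and not the same genes in both, so that 4500 genes had a locus of their own, listed once, in both replicates. The tables carry no read totals, so the depth of each library is unknown. The 95% bounds that Cufflinks gave around each FPKM had a median half-width of 80.7 to 94.6% of the value across the 12 libraries. Differential expression was tested with limma on log2(FPKM + 1), a scale that understates the change of genes with low values, with the replicate as a block. The test covered the 4364 genes with at least 1 FPKM in at least 2 libraries, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2. The deleted genes were read first, as a check of the sample labels. MSN2 (YMR037C, chromosome XIII from 344403 to 346517 of the R64 assembly) was at 15.4 and 64.8 FPKM in the wild-type controls of replicates 1 and 2, and at 207 and 240.2 FPKM in wild type with KCl. It reached at most 0.225 FPKM in the 4 msn2 libraries. MSN4 (YKL062W, chromosome XI from 323228 to 325120) was at 9.51 and 23.4 FPKM in the wild-type controls and at 31.6 and 29.1 FPKM with KCl, and it was listed at 0 in all 4 msn4 libraries. The table of replicate 2 has a second entry named MSN4, at 2.61 to 10.0 FPKM, which is highest in the msn4 control. MET17, the marker of both deletion alleles, stayed at or below 0.370 FPKM in wild type and lay between 96.7 and 747 FPKM in the deletion strains. By the paper's strain list, the strains differ in other markers too. Wild type carries spHIS5 and CaURA3, of which msn2 lacks spHIS5 and msn4 lacks CaURA3. Differences between genotypes thus cannot be assigned to the loss of MSN2 or MSN4 alone.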

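The fold changes in the source data of the ternary plots were matched to the deposited FPKM to find which genes the study used, with a largest error of 5.0e-07. Fig. 2c matched 554 loci of replicate 1 and Supplementary Fig. 4c matched 463 loci of replicate 2. These loci carry 531 and 439 distinct names, so some names count more than once among the targets. The lists share 341 gene names and hold 629 together. Fold change was the plain ratio of FPKM, 0.5 M KCl over control, without a pseudocount. In replicate 1 its median over the targets was 2.17 in wild type, 1.84 in msn2 and 1.75 in msn4. A target was counted as redundant when its fold changes in msn2 and msn4 summed to more than its fold change in wild type. In replicate 1, 470 of 554 targets met this rule, a share of 84.8% (Wilson 95% interval 81.6 to 87.6%), and in replicate 2, 451 of 463 did, a share of 97.4% (95.5 to 98.5%). These intervals run over genes, which are not replicates, and the SD between the 2 replicates was 8.89 points. The geometric mean of the fold changes of both replicates was taken for the 385 listed genes with a locus of their own in both tables and a mean wild-type fold change over 1.2, and 373 of them met the rule (96.9%, 94.6 to 98.2%). The definition of redundancy moved the share most: when each deletion had to keep at least 0.5 of the wild-type log2 fold change, the share was 55.8% in replicate 1 and 67.4% in replicate 2. A gene whose expression does not change in either deletion sums to 2 and so meets the rule whenever its wild-type fold change is under 2. That was the range of 248 targets (44.8%) in replicate 1, of which 230 (92.7%) met the rule. Genes outside the study's lists gave the level of the rule in induced genes in general. In replicate 1, 1603 such genes had a wild-type fold change over 1.2, and 82.5% of them met the rule. Among 10000 random lists of these genes, matched to the targets on deciles of wild-type fold change, the median share was 78.9% and the middle 95% ran from 75.6 to 81.9%. The share of the targets was above that of the lists in a one-sided test over lists (n = 554 loci, p = 2.0e-04, Benjamini-Hochberg adjusted p = 4.0e-04 over 4 such tests), in which genes are not replicates.

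**Figure D1:**
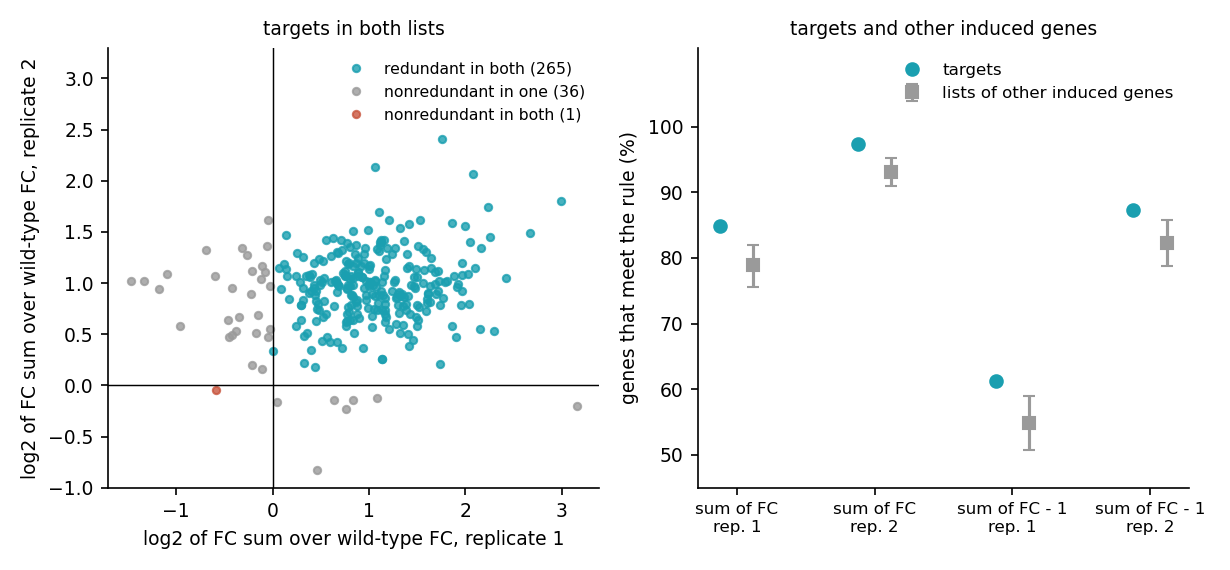
Left, log2 of the summed msn2 and msn4 fold changes over the wild-type fold change in replicate 1 (x axis) and replicate 2 (y axis) for 302 targets in both lists, of which 265 lie above 0 in both and 1 lies at or below 0 in both. Right, percent of targets (circles) that meet the sum rule, or the sum rule on fold change minus 1, beside the median and middle 95% of 10000 matched lists of other induced genes (squares and bars), with 84.8% against 78.9% for the first pair.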

The results showed that pulses of Msn2/Msn4 can redundantly activate a large fraction of their shared targets (~85%, which we term redundant target genes), as most of the target genes reside around the center of the ternary plots. Mechanistically, this could result from the scenario where each Msn2 or Msn4 pulse alone approaches or exceeds the saturation point of the dose–response curves for most of their target promoters, enabling an OR gate-like dynamic logic control of shared targets by Msn2/4 pulses. To test this hypothesis, we binned Msn2- or Msn4-only pulses based on the area of each pulse (defined in Supplementary Fig. 1b), and used the pulse-triggered averaging approach to compute the corresponding transcriptional activities of either the natural or the synthetic target gene (Fig. 2b). By doing so, we found that both target genes’ transcriptional activities are relatively comparable across different bins of Msn2 or Msn4 pulses (Supplementary Fig. 4d), indicating that these two target genes’ responses to both Msn2 and Msn4 are saturated at the single pulse level.

We further addressed whether redundant and nonredundant genes are enriched for different biological functions. By performing gene ontology analysis, we found that the top three enriched functions of redundant genes are “response to abiotic stimulus” (*p* = 5.1e − 7), “cellular response to chemical stimulus” (*p* = 1.1e − 4), and “response to osmotic stress” (*p* = 2.7e − 4). In contrast, the top three enriched functions of nonredundant genes are “regulation of transcription by RNA polymerase II” (*p* = 1.1e − 5), “negative regulation of transcription by RNA polymerase II” (*p* = 1.5e − 4), and “positive regulation of transcription by RNA polymerase II” (*p* = 1.5e − 3). Thus, it appears that these two types of genes are functionally different. Moreover, it would be intriguing to further investigate the activation kinetics of these genes and compare with the kinetics-based classification of Msn2/4 target genes^29–31^.

### Temporal redundancy modulation leads to increased dynamic ranges of target expression

Thus far, we have established that at the individual pulse level, Msn2/Msn4 have a high degree of functional redundancy with respect to target activation. In other words, pulses of Msn2 and Msn4 could activate most of the shared target genes in a redundant manner, yet for the rest of the target genes, pulses of Msn2 and Msn4 are not functionally redundant.

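Both lists hold 302 targets with a locus of their own in both tables, and the class of each could be compared between replicates. Of these, 272 (90.1%) were redundant in replicate 1 and 294 (97.4%) in replicate 2 (two-sided exact McNemar test over genes, p = 3.1e-04). The 30 genes nonredundant in replicate 1 and the 8 nonredundant in replicate 2 had 1 gene in common. By chance 0.795 would be shared. Genes that were nonredundant in replicate 1 were nonredundant in replicate 2 in 3.33% of cases, and redundant ones in 2.57% (one-sided Fisher's exact test over genes, p = 0.571). Across these genes, which are not independent replicates, the log2 ratio of the summed fold changes to the wild-type one had a Pearson's r of 0.167 and a Spearman's rho of 0.124 between replicates, whereas the wild-type fold change itself had a rho of 0.749. The gene nonredundant in both was ARG3 (YJL088W, chromosome X from 268799 to 269815), which rose from 38.2 to 67.5 FPKM and from 33.8 to 67.7 FPKM in wild type. In msn4 it fell from 309.6 to 97.2 FPKM and from 239.5 to 80.6 FPKM, from control cultures that stood above those of wild type. DDR2 (YOL052C-A, chromosome XV from 231570 to 231755) went from 22.7 to 1559.9 FPKM in wild type in replicate 1, with fold changes of 68.8 in wild type, 10.8 in msn2 and 29.8 in msn4, which made it nonredundant there. In replicate 2 its wild-type control and msn2 control are listed at 0, and no fold change can be given for these strains, while in msn4 it was 13.8. MSN2 is itself on the list of replicate 1, with its wild-type fold change of 13.5 against 3.72 in msn4, and in replicate 2 the order is the opposite, with 3.70 in wild type and 5.59 in msn4. Limma called 1109 genes with KCl in wild type (528 higher, 581 lower), 892 in msn2 (455 higher, 437 lower) and 1275 in msn4 (521 higher, 754 lower). Of the 464 targets tested, 169 were called higher in wild type, 150 in msn2 and 157 in msn4, and 0, 1 and 4 were called lower (318, 297 and 294 targets had an unadjusted p-value under 0.05). Adjusted over the list alone, 302 targets passed 0.05 in wild type, 275 in msn2 and 278 in msn4, but the list was chosen for its wild-type fold change in these libraries and is not independent evidence. The difference in response was tested as an interaction of KCl and genotype, called on the adjusted p-value alone. Among the targets, 0 differed between msn2 and wild type and 0 between msn4 and wild type (23 and 76 at an unadjusted p-value under 0.05), and adjusted over the list alone the counts were 0 and 8. Among all genes tested, 7 differed between msn4 and wild type, all with the lower response in msn4, and this count fell to 0 without the replicate block. A block for each culture, which pairs stress with control, left 1 call, with the higher response in msn4. From the plots in which most targets lie near the centre, the paper concludes that single pulses of Msn2 and Msn4 activate most shared targets redundantly, and it states that for the rest they do not.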

We next speculated how different types of target genes could be regulated by the modulation of Msn2 and Msn4 pulses in response to changes in stress level. We postulated that, by decreasing Msn2/Msn4 pulse coincidence rate, cells effectively “separate” the coincident (and redundant) Msn2/Msn4 pulses to enhance gene activation capacity for redundant targets (Fig. 3a). In contrast, nonredundant targets would be affected by changes in pulse frequency but not by the change in pulse coincidence rate. And, because in all stresses we tested (Fig. 1c and Supplementary Fig. 3a), we found that stress level affects the pulse coincidence rate in addition to the pulse frequencies. We thus hypothesized that cells could achieve a larger dynamic range of activation for the redundant targets of Msn2/Msn4 when compared to the nonredundant targets in response to changes in stress level.

**Fig. 3:**
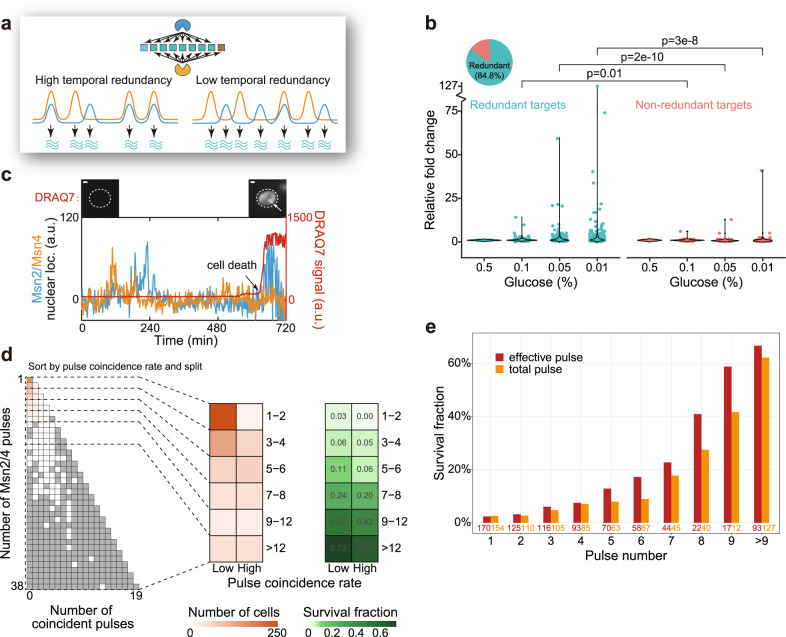
Temporal redundancy modulation leads to increased dynamic ranges of target expression and can enhance stress survival capacity. **a** Schematics showing that cells could modulate temporal redundancy to control the expression of redundant target genes (cyan squares on the top). (Bottom) While pulse frequencies remain unchanged, the two TFs display a lower degree of temporal redundancy on the right, leading to more mRNA expression for the redundant targets (cyan squiggly lines). **b** Temporal redundancy modulation contributes to increased dynamic ranges of target genes. Steady-state gene expression levels under four different glucose limitation stresses are shown for both redundant and nonredundant targets of Msn2/Msn4. Redundant targets show elevated activation fold changes compared to nonredundant targets at high stress conditions, presumably due to the decrease in temporal redundancy at high stress levels (Fig. 1c). Gene number is 436 and *p* values indicate one-sided Kolmogorov–Smirnov (K–S) test. **c** Single-cell assay to quantify the physiological effect of temporal redundancy modulation on yeast stress survival. In this example cell (out of 1676 cells), Msn2 (blue) and Msn4 (orange) nuclear localization dynamics, together with the signal from a live-dead reporter DRAQ7 (red), were recorded under glucose limitation stress (0.05% glucose). Scale bars indicate 1 μm. See also Supplementary Movie 2. **d** Quantifying the effect of temporal redundancy modulation on stress survival. Cells were grouped based on similar total Msn2/4 pulse numbers during the first 7-h movie under glucose limitation stress (0.05% glucose) and within each group, cells were divided into two subgroups based on the pulse coincidence rate in each cell (see “Methods” for details). Note that cells were binned to increase the cell number for the calculation of survival fraction. Survival fraction after 6 more hours for each subgroup was then calculated. Eight hundred and eight cells that survived >7 h (out of 1676 cells) were analyzed in this figure. **e** Survival fractions for cells with varying numbers of effective or total Msn2/4 pulses. Cells in (**d**) were grouped based on the number of effective pulses or total Msn2/4 pulses, and the survival fraction of each group was calculated. Cell numbers are indicated in the graph.

To test this hypothesis, we carried out steady-state transcriptomic analysis of yeast cells under a gradient of glucose limitation stresses (the same stress conditions as Fig. 1c). 

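The steady-state experiment has 8 libraries of wild-type S. cerevisiae, 2 replicates at each of 0.5, 0.1, 0.05 and 0.01% glucose, collected after 4 h. The authors processed the reads as for the KCl libraries and deposited FPKM in 1 table per replicate, with 6308 and 6186 loci, of which 4698 genes had a locus of their own in both. Read totals are not in these tables either, and the bounds that Cufflinks gave had a median half-width of 46.6 to 61.0% of the value. Limma, as above and with the replicate as a block, compared each lower level with 0.5% glucose over 4499 genes. It called 8 genes at 0.1% glucose, 84 at 0.05% and 785 at 0.01% (388 higher, 397 lower). Without the filter on low values, 0 of 4698 genes were called at 0.05% glucose (1104 at an unadjusted p-value under 0.05), and without the replicate block 649 of 4499 were called at 0.01%. For the comparison of target classes, the level of each target was its FPKM relative to 0.5% glucose in the same replicate. The genes and their classes are those of the source data, which hold 436 genes for Fig. 3b, matched to the deposited replicate 2, and 435 for Supplementary Fig. 4e, matched to replicate 1.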

Under these conditions, the temporal relationship between Msn2 and Msn4 dynamics at steady state is modulated by stress level, i.e., their pulse coincidence rate decreases as stress level increases (Fig. 1c). By taking a “snapshot” of the steady-state populational transcriptomic profile using RNA-seq, we would be able to capture the averaged transcriptional responses of Msn2/4 target genes in cells whose Msn2/4 dynamics are regulated as in Fig. 1c. The rationale is that messenger RNA (mRNA) half-lives are short compared to the steady-state measurement (~4 h) and an analogous approach was used previously to quantify target responses to pulsatile TFs in yeast^14^. By doing so, we could test the aforementioned hypothesis regarding how the temporal relationship between Msn2 and Msn4 might be controlled to regulate target genes. 

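At 0.1% glucose the median FPKM relative to 0.5% glucose was 1.03 over the redundant targets and 1.00 over the nonredundant targets in replicate 1, with 369 and 66 genes. At 0.05% the medians were 1.10 and 1.05, and at 0.01% they were 1.31 and 1.14. A one-sided two-sample Kolmogorov-Smirnov test with exact p-values compared the distributions over genes, which are not replicates. In replicate 1 it gave exact p = 0.274 at 0.1% glucose, p = 0.0116 at 0.05% and p = 0.0150 at 0.01%. Replicate 2, with 373 redundant and 63 nonredundant targets, had medians of 1.08 and 1.01 at 0.1% glucose, 1.21 and 0.840 at 0.05%, and 1.33 and 0.930 at 0.01%. The same exact test gave p = 0.0120, p = 5.8e-11 and p = 1.4e-08 there. On the geometric mean of both replicates, over 333 redundant and 60 nonredundant targets, it gave exact p = 0.0318, p = 6.5e-07 and p = 1.5e-04. Adjusted over these 9 tests by Benjamini-Hochberg, the p-values at 0.1, 0.05 and 0.01% glucose were 0.274, 0.0180 and 0.0193 in replicate 1 and 0.0180, 5.2e-10 and 6.5e-08 in replicate 2. At 0.01% glucose, 108 redundant targets (29.0%) and 6 nonredundant targets (9.52%) stood over 2-fold above 0.5% glucose in replicate 2. The source of the classes moved the result most. They follow replicate 1 of the KCl experiment. With classes recomputed from KCl replicate 2, which leaves 7 or 8 nonredundant targets, the medians at 0.01% glucose were 1.34 for redundant and 2.01 for nonredundant targets in replicate 1 and 1.40 and 1.75 in replicate 2, the opposite order (exact p = 0.322 and p = 0.794). Classes from the geometric mean of the KCl replicates, with 11 or 10 nonredundant targets, kept the order at 0.01% glucose. The medians were 1.30 and 1.01 in replicate 1 (exact p = 0.0278) and 1.31 and 0.712 in replicate 2 (p = 0.0081). At 0.05% glucose these classes gave the opposite order in replicate 1 (exact p = 0.239).

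**Figure D2:**
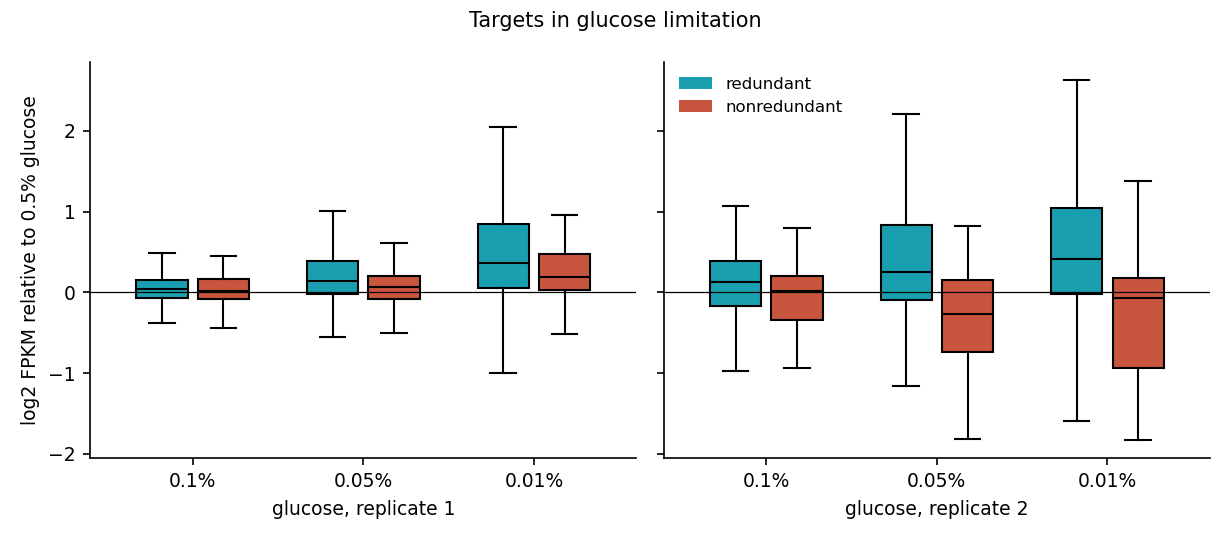
Log2 FPKM relative to 0.5% glucose (y axis) of redundant and nonredundant targets at 3 glucose levels (x axis) in replicates 1 (left) and 2 (right), for the 393 targets listed in both replicates. Boxes give the quartiles and median over genes and whiskers 1.5 times the interquartile range, without single points beyond them, and the boxes lie farthest apart at 0.05 and 0.01% in replicate 2.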

As expected, the dynamic range of the redundant targets significantly exceeds that of the nonredundant targets, supporting the idea that the temporal relationship between Msn2 and Msn4 pulses is modulated to enhance the dynamic range of redundant target genes under a gradient of stresses (Fig. 3b and Supplementary Fig. 4e). This result is consistent with the picture that the activation of redundant target genes is saturated at the level of individual Msn2/4 pulses (Supplementary Fig. 4d). Furthermore, it is noted that because expression fold change was used to quantify dynamic range, the observed difference in dynamic range would not result from the difference in transcript half-lives.

Therefore, it appears that stress could regulate the redundant targets by modulating the degree of redundancy between these two paralogs in a temporal manner. In this model, by altering the temporal relationship between functionally redundant Msn2 and Msn4 pulses, cells could dynamically modulate the degree of redundancy between Msn2 and Msn4, resulting in an effective modulation of redundancy in a temporal manner. 

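Classes were also permuted 100000 times within 5 bins of expression at 0.5% glucose, so that both classes kept their expression levels. The one-sided permutation p-values at 0.1, 0.05 and 0.01% glucose were 0.341, 0.0267 and 0.0466 in replicate 1. In replicate 2 they were 0.0202, 1e-05 and 1e-05, of which the last 2 are the smallest that these permutations can give. The same comparison was made among genes outside the study's target lists that were induced by KCl in wild type, split by the same rule in KCl replicate 1. At 0.01% glucose, the 1065 genes that met the rule had a median of 1.16 in replicate 1 and the 228 that did not had 1.02 (exact one-sided p = 4.0e-07), and in replicate 2 the medians were 1.22 over 1066 genes and 0.779 over 223 (p = 7.2e-30). Of 468 targets tested by limma at 0.01% glucose, 88 were called higher and 8 lower, and of 4031 other genes 689 were called, 300 of them higher. The 5 redundant targets with the highest level at 0.01% relative to 0.5% glucose were TMA10, RGI1, JEN1, GPH1 and NCE103. TMA10 rose 54.5-fold in replicate 1 and 127-fold in replicate 2 (log2 fold change 6.37, standard error 0.48, limma adjusted p = 0.0017 by Benjamini-Hochberg), and NCE103 rose 18.2-fold and 21.9-fold (4.31, standard error 0.18, adjusted p = 0.0013). The 3 highest nonredundant targets were DDR2, GTO3 and FAR3. DDR2 rose 18.4-fold and 40.9-fold (4.74, standard error 0.46, adjusted p = 0.0022), and FAR3 rose 1.85-fold and 2.60-fold (1.11, standard error 0.16, adjusted p = 0.0056). MSN4 rose with a log2 fold change of 0.67 (standard error 0.11, adjusted p = 0.0081) and MSN2 had a change of -0.41 (standard error 0.40, adjusted p = 0.477). From the larger range of the redundant targets, the paper proposes that stress regulates them by modulating the redundancy of the paralogs in time. It draws also on its imaging, in which pulse coincidence fell with stress and 2 target genes responded similarly to single and joint pulses.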

We thus termed this mode of gene regulation as temporal redundancy modulation.

### Temporal redundancy modulation provides fitness advantages for cells under stress

While temporal redundancy could be modulated to upregulate stress response genes (that are redundantly regulated), it is unclear whether cells could gain fitness advantages. To test this, we developed an assay to measure the temporal relationship between Msn2/4 dynamics and the stress survival ability simultaneously at the single-cell level, allowing us to decipher the potential role of temporal redundancy modulation during stress response.

In this assay, cells with fluorescent protein-tagged Msn2/Msn4 are subjected to the low glucose stress, and the DRAQ7 dye is added to the medium so that the nuclei of dying cells are stained and emit infrared fluorescence (Fig. 3c and Supplementary Movie 2). In doing so, we continuously monitored Msn2/Msn4 dynamics and cell fate changes in the same single cells, allowing us to quantify the relationship between pulse coincidence rate and stress survival capability on a cell-by-cell basis. It is noted hereby that cell fate refers to whether cells would survive the stress. We then carried out multiple analyses to investigate the potential role of temporal redundancy modulation in stress survival.

In the first analysis, we aimed to compare the survival capability between cells with comparable total pulse numbers of Msn2 and Msn4, but with different pulse coincidence rates. We thus binned cells having similar total pulse numbers, and obtained two subgroups of cells for each binned group based on the pulse coincidence rate in each cell (see “Methods” for details). By doing so, we found that for the six different groups of cells (containing varying total pulse numbers), the subgroups with lower pulse coincidence rates all have higher stress survival rates compared to their counterparts (Fig. 3d). This result is consistent with our hypothesis that cells with more noncoincident pulses can achieve higher expression levels of redundant target genes that are important for stress survival (see Fig. 3a for a schematic).

In the second analysis, we tested whether the cell survival capacity negatively correlates with the number of coincident pulses in a statistically significant manner. We thus constructed a linear regression model with two independent variables, including the total pulse number and the number of coincident pulses between Msn2 and Msn4 pulses. We found that indeed the cell survival rate negatively correlates with the number of coincident pulses (Supplementary Fig. 5b). We further compared this model with a second linear regression model that contains only the total pulse number as the variable. We found that the first model can explain the variation in cell survival better than the second model (Supplementary Fig. 5b), consistent with a picture that the temporal relationship between Msn2 and Msn4 pulses is a key parameter regulating stress survival.

We next carried out additional analyses by comparing the stress survival roles of effective pulse numbers with total pulse numbers. Because Msn2 and Msn4 are largely redundant at the single pulse level, each Msn2/Msn4 coincident pulse is as effective as an Msn2/Msn4-only pulse. Thus, based on the above results, we hypothesized that cells with a specific number of effective pulses would have a higher survival capability compared to cells with the same number of total pulses, because there are coincident pulses in the latter group, which would reduce the effective pulse number. To test this, we calculated the survival rates for groups of cells with different effective pulse numbers and with corresponding total pulse numbers. We found that with the same number of effective pulse or total pulse, the former group of cells has a higher stress survival capacity for almost all the pulse numbers analyzed (Fig. 3e). In addition, stress survival rate increases monotonically with either effective or total pulse number as expected. Furthermore, we predicted that adding an extra effective pulse would likely yield a larger increase in cell survival capability compared to adding an extra total pulse. This is because that an extra effective pulse (by definition) would lead to additional expression of redundant target genes, while an extra total pulse might not. To test this, we computed the fold change between the cell survival contributions by a single effective pulse and by a single total pulse. We found that under most scenarios, adding an extra effective pulse indeed results in a larger contribution to cell survival compared to adding an extra total pulse (Supplementary Fig. 5c).

Critically, the consistently higher stress survival capacity in cells with lower pulse coincidence rates, the negative correlation between coincident pulse number and survival capacity, as well as the contrast in survival capacity between cells with the same number of effective versus total pulses, all depended on the transcriptional activity of Msn2/Msn4 pulses, as these relationships were abolished in cells containing Msn2/Msn4 mutants (i.e., without DNA-binding domains; Supplementary Fig. 5d, e). It is noted that in this mutant strain, the stress survival rate appears to be higher compared to the strain with wild-type Msn2/Msn4 under our experimental condition. While this phenomenon cannot be accounted for by our model and warrants further investigations, it does not contradict with our model.

To ensure that the enhanced cell survival ability resulted from the upregulation of the redundant targets of Msn2/Msn4 (Fig. 3a), we performed analogous experiments with two mutant strains lacking either Msn2 or Msn4. We observed that increasing the frequency of either Msn2 or Msn4 pulse led to enhanced stress survival (Supplementary Fig. 6a, b), suggesting that the redundant targets likely accounted for the apparent gain in stress survival ability for wild-type cells with lower pulse coincidence rates (Fig. 3d). Note that increasing the area, duration, or amplitude of either Msn2 or Msn4 pulse did not lead to enhanced cell survival, and increasing the accumulation of nuclear Msn2 or Msn4 did not lead to enhanced cell survival as significantly as increasing pulse frequency alone (Supplementary Fig. 6c), which is consistent with the picture that redundant target genes are largely saturated by individual Msn2 or Msn4 pulses.

Intriguingly, we found that the pulse coincidence rate between Msn2 and Msn4 decreases along the long time course under glucose limitation stress (Supplementary Fig. 6d), indicating that cells appeared to actively modulate the pulse coincidence rate. This observation is consistent with a scenario that the stress level increased with time, which might result from both the decrease in glucose concentration and the photo-toxicity, and thus cells would reduce the pulse coincidence rate as our model suggests. To further investigate this observation, we implemented a different assay with much larger cell numbers under either low (0.05%) or high (2%) glucose concentrations. In these experiments, instead of tracing individual cells by taking frequent snapshots, we took one frame per hour and quantified the pulse coincidence rate of surviving cells at each time point. Results showed that cells lowered their pulse coincidence rates at later time points only when they are under low glucose condition (Supplementary Fig. 6e), consistent with the picture that the stress level might increase over time.

Taken together, our results demonstrated that budding yeast cells could modulate the temporal relationship between redundant Msn2/Msn4 pulses to upregulate the expression of redundant stress response genes, which contributes to increased fitness levels under stress. In other words, temporal redundancy modulation of Msn2 and Msn4 could enhance yeast stress survival.

### Molecular circuitry for temporal redundancy modulation

Protein kinase A (PKA) is a key regulator of Msn2/Msn4 activity^9,39^. To understand the pulsing of Msn2/Msn4, a model was recently proposed where TF pulses are driven by stochastic downward pulses of PKA activity^40^. To account for the divergent control of Msn2/Msn4 dynamics, we hypothesized that the paralogs might have evolved differential affinities to PKA. To test this hypothesis, we constructed two mutant strains carrying Msn2 or Msn4 only, which are driven by the same promoter (Supplementary Fig. 7a), and carried out multiple assays to compare their regulations by PKA.

In the first assay, we tested the prediction that if Msn2 and Msn4 possess differential affinities to PKA, then their nuclear localization responses to PKA activity inhibition would be different. More specifically, the TF with a lower affinity to PKA would be dephosphorylated faster, resulting in a more rapid shuttling into the nucleus if the TF initially is phosphorylated by PKA and thus localizes in the cytoplasm. Using the two mutant strains, we measured the nuclear localization responses of cytoplasmic localized Msn2-CFP and Msn4-CFP upon the addition of H-89, a validated PKA inhibitor for budding yeast^41^. The result showed that the PKA inhibitor H-89 induced a much more rapid cytoplasm-to-nucleus shuttling of Msn2-CFP compared to Msn4-CFP (Supplementary Fig. 7b), suggesting that under the same inhibited PKA activity, Msn2 has a lower affinity to PKA and is much more easily dephosphorylated compared to Msn4. Importantly, the observed difference in the affinities to PKA cannot be explained by the difference in the protein levels (Supplementary Fig. 7c, d). Based on this result, we predicted that cells would induce a weaker Msn4 pulse compared to Msn2 during the transient responses to diverse stresses. This is because that Msn4 would be more easily phosphorylated by PKA, and thus more easily exported out of the nucleus compared to Msn2. Using the above two mutant strains, the results indeed showed that under all three stresses tested, the transient pulse of Msn4-CFP had either a lower amplitude or a shorter duration compared to that of Msn2-CFP (Supplementary Fig. 7e–g). Together, these results provide multiple lines of evidence supporting that Msn2 and Msn4 have differential affinities to PKA, which likely contributes to their divergent pulsatile dynamics.

Furthermore, since Msn4, but not Msn2, exhibits pulsatile dynamics in the absence of PKA^28^, we hypothesized the presence of a second kinase (kinase X) regulating the activity of Msn4, thus constituting an incoherent feedforward regulation^42^ (Fig. 4a) that could explain the biphasic dependence of Msn4 frequency on stress level (Supplementary Fig. 8a). To identify kinase X, we first searched for potential post-translational regulators of Msn2 or Msn4 (see Supplementary Fig. 8b for the list). We then constructed copper-inducible strains for tuning the expression levels of these potential regulators and conducted time-lapse measurements of these strains under different copper levels to quantify the impact of increasing regulator concentration on Msn2/4 pulse frequencies. We found that when elevating Yak1 level, Msn4 frequency decreased, while Msn2 frequency did not change (Supplementary Fig. 8c, d). We further carried out a different assay with much larger cell numbers to show that the percentage of cells with nuclear localization of Msn4 decreased, while that of Msn2 did not change when increasing Yak1 level (Supplementary Fig. 8e). These results indicated that Yak1 may be a candidate for kinase X, supporting our proposed circuit mechanism (Supplementary Fig. 9a).

**Fig. 4:**
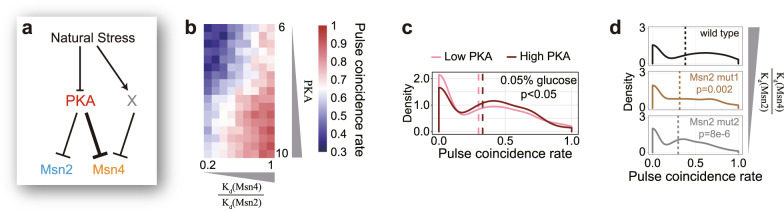
Dissecting the mechanism for temporal redundancy modulation. **a** A proposed circuitry mechanism for achieving divergent control of Msn2 and Msn4 dynamics (see also Supplementary Fig. 9a). **b** Stochastic simulations of the model revealed intrinsic control (e.g., differential affinities to PKA) and extrinsic control (e.g., PKA activity, which is stress-dependent) of the temporal relationship between Msn2 and Msn4 dynamics. **c** Experimental validation for the extrinsic control of temporal redundancy through artificially altering PKA level (Supplementary Fig. 10a). Elevating PKA increases pulse coincidence rate, as the model predicted (Supplementary Fig. 9d, f). Dashed lines indicate means and the *p* value indicates one-sided K–S test. Cell numbers are 513 and 333 for low (0.25 μM Cu^2+^) and high (1 μM Cu^2+^) PKA. **d** Experimental validation for the intrinsic control of temporal redundancy. Two mutants of Msn2 were generated to tune the relative affinity to PKA between Msn2 and Msn4 (Supplementary Fig. 10b, c) and their pulse coincidence rates were compared with wild type under glucose limitation stress (0.01% glucose, see also Supplementary Fig. 10d). Dashed lines indicate means and *p* values indicate one-sided K–S tests. Cell numbers are 363, 487, and 503 (top to bottom).

To provide mechanistic insights into temporal redundancy modulation, we constructed a mathematical model that incorporates the differential phospho-regulation on Msn2 and Msn4, and performed stochastic simulations of the model (Supplementary Fig. 9b, c). Results from simulations qualitatively recapitulated key features of the experimental single-cell data, including the divergent pulsatile dynamics of Msn2 and Msn4 (Supplementary Fig. 9c), as well as the bimodality in the pulse coincidence rate (Supplementary Fig. 9d, e). Using this model, we revealed both extrinsic and intrinsic modulations of temporal redundancy (Fig. 4b). First, model simulations predicted that an increase in PKA level would lead to an increase in the pulse coincidence rate (i.e., extrinsic modulation, Fig. 4b and Supplementary Fig. 9d, see Supplementary Fig. 9f for additional analysis of the parameters). By artificially expressing different levels of PKA catalytic subunits (Supplementary Fig. 10a), we showed that elevating PKA resulted in a change in pulse coincidence rate, as well as a corresponding shift in its distribution (Fig. 4c), qualitatively matching the model predictions. Second, the model also predicted that an increased difference in the affinities to PKA between Msn2 and Msn4 would lead to a decrease in their pulse coincidence rate (i.e., intrinsic modulation, Fig. 4b and Supplementary Fig. 9e, see Supplementary Fig. 9g for additional analysis of the parameters). To test this, we constructed two Msn2 mutants that displayed lower affinities to PKA than wild-type Msn2 (Supplementary Fig. 10b, c), which effectively increases the difference in the affinities to PKA between Msn2 and Msn4. We found that the pulse coincidence rates between these two Msn2 mutants and wild-type Msn4 are modulated in a manner that agrees with the model prediction (Fig. 4d and Supplementary Fig. 10d). Note that the decrease of pulse coincidence rate in mutants was not due to inactivation of Msn2 (Supplementary Fig. 10c).

Thus, we conclude that the differential affinities to PKA for Msn2 and Msn4, together with the additional regulation of Msn4 by a separate kinase, could enable the modulation of temporal redundancy between Msn2 and Msn4. However, due to the limited screen we performed, we might have missed additional regulatory mechanisms that are important for the modulation of Msn2/4 pulses. That said, while our model may not be the only model for explaining the divergent Msn2/4 dynamics, it captures the main experimental results and thus sheds a light on how the divergent temporal dynamics of paralogous TFs could be achieved via post-translational mechanisms (see Supplementary Fig. 9a for discussions about alternative models).

### A potential evolutionary role of temporal redundancy modulation

Unexpectedly, after ~100 million years of post-WGD evolution, functional redundancy between many paralog pairs, including Msn2 and Msn4, has been preserved in budding yeast^43–45^. Similar observations were made in *Caenorhabditis elegans* and other organisms^46,47^, and models have been proposed to account for such evolutionary stability of paralog redundancy. In these models, redundancy was thought to be maintained by mechanisms such as co-selection on nonoverlapping divergent functions^46^, dosage compensation^48^, or *cis*-regulatory divergences^35,49–53^ that confer selective advantages. These mechanisms imply a general constraint—the preservation of a certain degree of functional redundancy requires the paralogs to diverge at the level of either protein function or *cis*-regulation (to yield selective advantages).

We next discussed the potential role of temporal redundancy modulation for the evolution of paralogs. Because temporal redundancy modulation could confer fitness advantages for yeast cells under stress, i.e., cells could exploit temporal interactions between functionally redundant paralogs to increase their fitness levels, we postulated that such a mechanism might, in turn, help the preservation of redundant paralogs. In other words, functionally redundant paralogs could be fixed in evolution if (1) they both exhibit activity dynamics, and (2) their dynamic relationship can be exploited together with their functional redundancy to increase organismal fitness. Importantly, compared to the aforementioned models, our hypothesis focuses on the temporal activity dynamics of the paralogs, instead of their biochemical function or *cis*-regulation.

To test the hypothesis, we first determined whether the ancestral Msn2/Msn4 acquired pulsatile dynamics prior to WGD. To do so, we examined the orthologs of Msn2/4 in two related yeast species. *Kluyveromyces lactis* is a frequently used pre-WGD reference species^34,54^. By endogenous fluorescent protein tagging and time-lapse microscopy, we found that Msn2/4 ortholog in *K. lactis* exhibits nuclear-cytoplasmic shuttling dynamics under low glucose stresses (Supplementary Fig. 11a–c and Supplementary Movie 3). In contrast, the Msn2/4 ortholog in *Schizosaccharomyces pombe* (a species that is much more distant to budding yeast and did not undergo WGD) is a specific regulator of oxidative stress response^55^ and displays no apparent activity dynamics under oxidative stresses (Supplementary Fig. 11d, e and Supplementary Movie 4).

Together, these results suggest that the ancestral Msn2/Msn4 acquired pulsing before WGD. Thus, after duplication, the two paralogs needed to evolve certain mechanisms in order to maintain their functional redundancy over a long timescale. In our hypothesis, a mechanism for modulating their temporal relationship would help to preserve their functional redundancy.

### Evidence for the potential evolutionary role of temporal redundancy modulation

To further test the hypothesis, we next analyzed a related yeast species *C. glabrata* that diverged from *S. cerevisia*e soon after WGD^56^ (Fig. 5a). Because Msn2/Msn4 orthologs in *C. glabrata* had also evolved for a long time, we wondered whether this species also preserved their pulsatile dynamics and functional redundancy in target activation, and at the meantime, evolved a mechanism to modulate the temporal relationship between their dynamics.

**Fig. 5:**
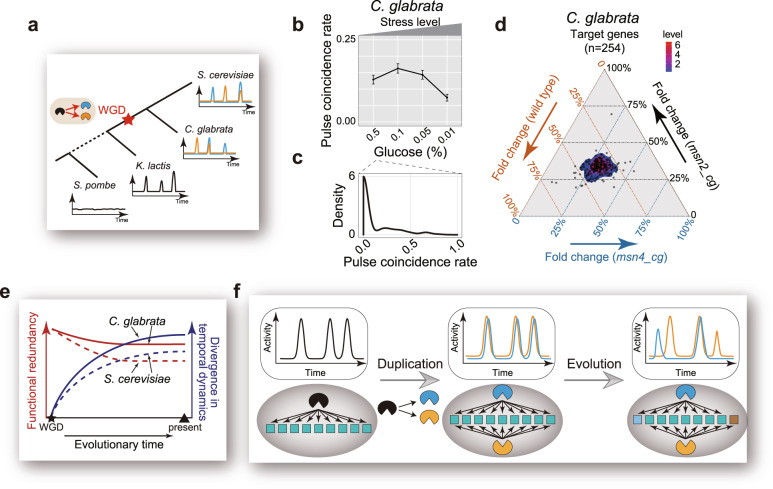
Evidence supporting the evolutionary role of temporal redundancy modulation. **a** Evolution of pulsatile dynamics of Msn2/4 orthologs in different yeast species. See also Supplementary Fig. 11. **b** Pulse coincidence rate between Msn2_cg and Msn4_cg in *C. glabrata* decreases as the glucose limitation stress increases. Cell numbers are 525, 652, 761, and 752. Error bars indicate 95% CIs and centers indicate means. **c** Pulse coincidence rate is bimodally distributed among single cells under the same stress level for *C. glabrata*. **d** Quantification of functional redundancy between Msn2_cg and Msn4_cg in *C. glabrata* through analogous experiments and analysis as in Fig. 2c. Msn2/4_cg target genes were identified by differential gene expression analysis (Supplementary Fig. 12d). **e** Proposed evolutionary trajectories of functional redundancy and temporal relationship between paralog dynamics for the Msn2/4 system in yeast. **f** Schematics illustrating the potential role of temporal redundancy modulation for the evolutionary preservation of paralogous redundancy. Prior to duplication (leftmost panel), the TF of interest exhibits pulsatile dynamics (top) and regulates a set of target genes (bottom). Immediately after duplication, paralogous TFs have high functional redundancy and highly correlated dynamics (middle panel). The subsequent acquisition of mechanisms for temporal redundancy modulation helps the maintenance of functional redundancy (rightmost panel). For each panel, the top half illustrates the temporal activity dynamics of the TF(s), while the bottom half illustrates the regulatory connections between TF(s) and targets. Colored squares represent shared or unshared targets of the TFs.

Through fluorescent protein tagging and single-cell imaging, we found that the Msn2/Msn4 orthologs in *C. glabrata* display a highly tunable temporal relationship (Supplementary Fig. 12a, b), and their pulse coincidence rate is modulated by stress levels in a manner that is similar to budding yeast (Fig. 5b). At the single-cell level, the pulse coincidence rate also displays bimodality (Fig. 5c) and the bimodal distribution is also stress level-dependent (Supplementary Fig. 12c). 

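RNA was sequenced from 16 C. glabrata libraries, 2 replicates each of wild type, msn2_cg, msn4_cg and the double deletion msn2_cg msn4_cg, with 0.5 M KCl for 15 min and without it. The authors aligned the reads to the CBS138 genome with Tophat and deposited raw featureCounts counts of 5293 genes, without normalization. The median total over the 16 libraries was 20344982 counts. In the controls, the totals of the 2 libraries were 20144575 and 22687039 counts in wild type, 19854882 and 20545388 in msn2_cg, 20000219 and 23796274 in msn4_cg, and 17244767 and 22575534 in the double deletion. With KCl they were 17610617 and 20596677 in wild type, 18409426 and 22341004 in msn2_cg, 17887198 and 20738649 in msn4_cg, and 19367558 and 20813809 in the double deletion. Library sizes were normalized by edgeR's TMM method. The deleted genes were read first. MSN2_cg (CAGL0F05995g) had 1126 to 1680 counts in the 4 wild-type libraries and at most 2 counts in the 8 libraries that lack it. MSN4_cg (CAGL0M13189g) had 2256 and 7144 counts in the wild-type controls, 26131 and 24861 counts in wild type with KCl, and at most 17 counts in the 8 libraries that lack it. Its log2 fold change with KCl in wild type was 2.45 (standard error 0.82, adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Targets were the genes with a fold change over 2 and an adjusted p-value under 0.05, wild type over the double deletion, in edgeR's quasi-likelihood test on the 4 libraries with KCl, in which 5175 genes passed edgeR's filterByExpr. Besides the 2 deleted genes, 205 genes were higher in wild type and 25 were higher in the double deletion. With the replicate number as a block, the alternative that moved these counts most, they were 279 and 100, and all 205 targets were called there too.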

To quantify the degree of functional redundancy genome-wide between the paralogs, we first identified shared target genes of Msn2_cg/Msn4_cg through differential gene expression analysis (Supplementary Fig. 12d). We then used a similar assay as above to synchronously induce three types of pulses, namely Msn2_cg-only, Msn4_cg-only, and Msn2_cg Msn4_cg co-pulse, and compared the induction levels of the shared targets. 

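Within each genotype, 0.5 M KCl was compared with the control in an edgeR quasi-likelihood fit of all 16 libraries over 5191 genes. It called 1875 genes in wild type (900 higher, 975 lower), 1634 in msn2_cg (770 higher, 864 lower), 1701 in msn4_cg (830 higher, 871 lower) and 1612 in the double deletion (751 higher, 861 lower). Scaling moved the direction most: on library size alone, without TMM, an alternative chosen after seeing the data, 1009 genes were higher and 688 lower in msn2_cg. Fold changes of the 205 targets were then taken as plain ratios of length-normalized expression (TPM), computed from the counts and the gene lengths in the same tables. Their median in replicate 1 was 4.69 in wild type, 3.06 in msn2_cg, 3.44 in msn4_cg and 2.22 in the double deletion. In replicate 2 it was 3.89 in wild type, 3.57 in msn2_cg, 3.02 in msn4_cg and 2.25 in the double deletion. Over the targets, 158 were called higher with KCl in wild type and 83 in the double deletion. The interaction of KCl and genotype, double deletion against wild type, was below 0 in 199 of 205 targets, with a median of -0.96 on the log2 scale, and 115 targets had an unadjusted p-value under 0.05. The wild-type libraries with KCl also served to choose the targets, which pulls these values below 0. In 50 simulations in which the double deletion kept the wild-type response, a median of 66.3% of the targets chosen (54.3 to 75%) had a lower response, and the median interaction was -0.20 (-0.32 to -0.06). Interactions were called on the adjusted p-value alone. No gene passed an adjusted p-value of 0.05 in the interaction of the double deletion (521 genes at an unadjusted p-value under 0.05), whereas 93 were called with the replicate number as a block and 118 with DESeq2. Only 1 gene was called with a block for each culture, which pairs stress with control, and 1 without TMM.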

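A C. glabrata target was counted as redundant when its fold changes in msn2_cg and msn4_cg summed to more than that in wild type. In replicate 1 this held for 169 of 205 targets, a share of 82.4% (Wilson 95% interval over genes, which are not replicates, 76.6 to 87.0%), and in replicate 2 for 195, a share of 95.1% (91.3 to 97.3%). The SD between the replicates was 8.97 points. On the geometric mean of the fold changes of both replicates, 190 targets (92.7%, 88.3 to 95.5%) met the rule. The largest move came from taking 1 off each fold change before summing, which gave 66.3% in replicate 1 and 81.0% in replicate 2. With the study's own 254 genes, the shares were 84.3% and 95.7%. Expression with KCl was also compared directly between wild type and each single deletion, by edgeR's quasi-likelihood test on all 16 libraries. Of the 205 targets, 1 was called lower in msn2_cg and 0 in msn4_cg (133 and 120 at an unadjusted p-value under 0.05). With the replicate number as a block, 22 and 13 were called, and with DESeq2, 20 and 22. The median log2 difference, wild type over deletion, was 0.75 for msn2_cg and 0.72 for msn4_cg, and all 205 targets were higher in wild type in both comparisons, against a median of 1.49 for the double deletion. Because the targets were chosen on the same wild-type libraries, an unchanged deletion would not give 0. In 50 simulations of such a deletion, a median of 62.4% of the targets chosen (54.3 to 68.8%) were higher in wild type, with a median log2 difference of 0.10 (0.02 to 0.14).

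**Figure D3:**
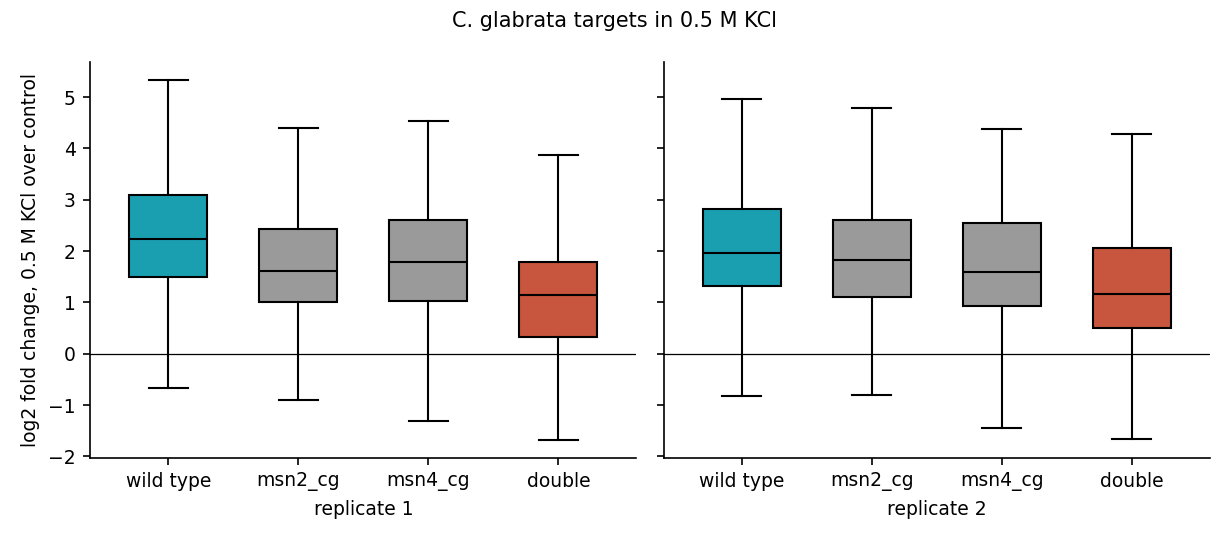
Log2 fold change of TPM, 0.5 M KCl over control (y axis), of the 205 C. glabrata targets in each genotype (x axis) in replicates 1 (left) and 2 (right), where double is msn2_cg msn4_cg. Boxes give the quartiles and median over genes and whiskers 1.5 times the interquartile range, without single points beyond them, and the double deletion has the lowest median in both replicates.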

Intriguingly, most target genes are redundantly activated by the two paralogs at the single pulse level, indicating a significant functional redundancy between Msn2_cg and Msn4_cg (Fig. 5d and Supplementary Fig. 12e), as in budding yeast.

Thus, both *S. cerevisiae* and *C. glabrata* preserved the temporal dynamics of Msn2 and Msn4 as well as their functional redundancy, and appear to have evolved mechanisms for tuning their temporal relationship, which is consistent with the picture that temporal redundancy modulation might have contributed to the preservation of functional redundancy during the post-WGD evolution of these two species (Fig. 5e). 

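The double deletion gives the level that the rule reaches in C. glabrata without either paralog. When its fold change was counted for both single deletions, 84 of the 205 targets (41.0%) exceeded the wild-type fold change in replicate 1 and 140 (68.3%) in replicate 2. The targets were chosen as lower in the double deletion than in wild type in the same KCl libraries, which pulls these levels down. No simulation gave the size of this effect. In replicate 1, 113 targets rose over 2-fold with KCl in the double deletion, and in replicate 2, 120 did. The class of each target was compared between replicates. Of the 36 targets nonredundant in replicate 1, 6 (16.7%) were nonredundant in replicate 2 as well, against 2.37% of the other targets (one-sided Fisher's exact test over genes, which are not replicates, p = 0.0025). Across genes, the log2 ratio of the summed fold changes to the wild-type one had a Spearman's rho of 0.275 between replicates. From its plots, in which it describes most C. glabrata targets as activated redundantly at the level of single pulses, as in S. cerevisiae, the paper concludes that both species kept the functional redundancy of the paralogs, and it proposes that modulation of their redundancy in time may have helped to preserve it.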

Intriguingly, in *C. glabrata* the two paralogs display a larger degree of divergence between their temporal dynamics while maintaining more functional redundancy (based on the fraction of redundant target genes) compared to *S. cerevisiae*. Such relationships further support our hypothesis that the divergence in temporal dynamics could help to maintain functional redundancy between paralogs. It is important to note that the mechanism for temporal redundancy modulation could have been evolved before the two species diverged, which would also be consistent with our hypothesis.

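Shares of redundant targets were compared between the species by a two-sided Fisher's exact test over genes, which are not replicates. The targets were chosen by induction in wild type in S. cerevisiae and against the double deletion in C. glabrata, so the shares are not on a like basis. In replicate 1 the wild-type fold change was under 2, where the rule is more easily met, for 248 of 554 S. cerevisiae targets. In C. glabrata it was under 2 for 34 of 205. Between the libraries deposited as replicate 1, the share of C. glabrata minus that of S. cerevisiae was -2.40 points (Fisher p = 0.434). For replicate 2 the difference was -2.29 points (Fisher p = 0.157), and for the geometric mean of both replicates it was -4.20 points (p = 0.0237). The comparison depended on which replicates were set beside each other. The libraries drawn in Fig. 2c and Fig. 5d are S. cerevisiae replicate 1 and C. glabrata replicate 2, and their difference was 10.3 points (Fisher p = 5.9e-05). Those drawn in Supplementary Figs. 4c and 12e are the other replicate of each, with a difference of -15.0 points (Fisher p = 6.2e-11). Adjusted over these 5 comparisons by Benjamini-Hochberg, the p-values were 0.434, 0.197, 0.0395, 1.5e-04 and 3.1e-10. The pairings of different replicate numbers were set up after seeing the data. For scale, the SD between the replicates of 1 species was 8.89 points in S. cerevisiae and 8.97 points in C. glabrata. With 1 taken off each fold change, the difference was 5.15 points in replicate 1 (Fisher p = 0.206) and -6.28 points in replicate 2 (p = 0.0434).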

We next investigated the potential evolutionary role of temporal redundancy modulation more broadly. We reasoned that if temporal redundancy modulation is a common mechanism for retaining functional redundancy for TF paralogs, then the TFs with redundant paralogs would be more likely to display temporal activity dynamics compared to the ones without paralogs, because temporal activity dynamics of the paralogs are the prerequisite for temporal redundancy modulation. To test this, we needed to analyze single-cell datasets that characterize the temporal activity dynamics of many TFs.

Using imaging-based proteome-wide screen, it was previously found that TFs in *S. cerevisiae* appear to be enriched for paralogs that display pulsatile dynamics^25^. Statistical analysis confirmed that TFs with redundant paralogs are more likely to exhibit pulsatile dynamics than the ones without paralogs (Supplementary Fig. 13a), consistent with our model prediction. We further examined this association in human cells. Since paralogous TFs in human cells tend to exhibit functional redundancy (Supplementary Fig. 13b), we asked whether these TFs also display more activity dynamics compared to the singleton TFs. Using public single-cell ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) data^57^ (Supplementary Fig. 13c), we found that paralogous human TFs are indeed more dynamic than the singletons across six different cell lines (Supplementary Fig. 13d, e).

Thus, data from both yeast and human cells showed that TFs with redundant paralogs are more likely to exhibit temporal activity dynamics, consistent with our hypothesis that temporal redundancy modulation appears to play a role in the evolution of TF paralogs (Fig. 5f).

## Discussion

In summary, by combining both experiments and mathematical modeling, we have shown that temporal redundancy modulation of the general stress response regulators, Msn2 and Msn4, represents a dynamics-based mechanism for cell fate control in budding yeast. To offer a systematic view of temporal redundancy modulation, we quantified how cells encode environmental inputs into the temporal relationship between the paralogs, how downstream targets decode the dynamics of the paralogs, and how such dynamics-based signal encoding and decoding affects cell physiology during stress response. Furthermore, we provided several lines of evidence supporting the potential role of temporal redundancy modulation in the evolutionary preservation of functionally redundant TF paralogs. We note that while our temporal dynamics-based hypothesis for explaining the preservation of redundant paralogs is distinct from existing hypotheses based on divergence in *cis*-regulation or protein function, it might likely complement rather than contradict with these models. Yet, the universality of our proposed mechanism requires further investigations using single-cell approaches.

More generally, after the duplication of a dynamic TF into two paralogs, cells could evolve a mechanism to modulate their temporal relationship by acquiring differential post-translational regulation, as we demonstrated for the Msn2/Msn4 system in budding yeast. Through extrinsic control mechanisms, cells could exploit the temporal relationship between paralogs, in conjunction with their functional redundancy, to increase fitness levels by upregulating redundant target genes, which could, in turn, help the maintenance of functionally redundant paralogs. While the exact circuit-level mechanism for achieving temporal redundancy modulation in our system requires further investigations, our proposed post-transcriptional circuit sheds a light on how the temporal dynamics of two paralogs could be divergently controlled to yield potential physiological functions. It should be noted that the modulation of paralog dynamics could also be achieved by transcriptional circuits, and might confer other types of physiological advantages for the cell, such as enhancing the signal processing capacity in the mammalian NFAT1/NFAT4 system^21^.

Besides offering some insights into the evolution of paralogs and biological robustness, our results also suggest an evolutionary force driving the potentially widespread prevalence of signaling pathways with dynamic paralogs, underscoring the essential roles of temporal dynamics in cellular regulation^4,5^. Given the importance of signaling dynamics in both healthy and diseased cells^22,58^, it is tempting to speculate that temporal dynamics such as pulsing may be exploited in the evolution of diseases such as cancer. More generally, since temporal dynamics are often induced by biological noise or fluctuations^40^, our work also highlights the critical role of noise in the evolution of genetic circuits, and the continuing growth of large-scale single-cell datasets will allow further dissecting the functional roles of noise-induced temporal dynamics in microbes and other organisms^5^.

## Methods

### Strain construction

Molecular cloning was performed according to the manufacturer’s protocols. Plasmids were replicated in DH5α *Escherichia coli*. All *S. cerevisiae* strains were constructed based on BY4741, all *Schizosaccharomyces pombe* strains were constructed based on 972h- (a gift from Chao Tang lab), all *K. lactis* strains were constructed based on CBS 141 (acquired from China General Microbiological Culture Collection Center, collection number: CGMCC 2.1494), all *C. glabrata* strains were constructed based on BG2 (a gift from Ping Wei). All transformations were performed with Frozen-EZ Yeast Transformation II Kit (Zymo Research). Results of transformations were confirmed by PCR and/or sequencing. All strains are listed in Supplementary Table 1. All unique materials used are readily available from the authors.

For endogenous gene deletion or fusion with fluorescent proteins, PCR fragments containing upstream homology arm (~400 bp, before start codon for gene deletion or before stop codon for gene fusion), fluorescent protein gene (only for gene fusion), selective marker cassette, and downstream homology arm (~400 bp, after stop codon) were constructed by fusion PCR and then transformed into target strains. For *TEF1* promoter-driven RNA-binding protein fusion PCP-iRFP, the fragment was inserted to the *LYS2* locus. For endogenous gene fusion with *24xPP7* cassette, fragments containing upstream homology arm (~400 bp, before stop codon with stop codon preserved), *24xPP7* cassette, selective marker, and downstream homology arm (~400 bp, after stop codon) were obtained through plasmid cloning followed by enzyme digestion. For synthetic promoter-driven (*4xSTRE*, sequence: 4× gatctacagcccctggaaaat) *24xPP7*, the fragments were inserted to the *TRP1* locus. The sources for all the cassettes used are: *CFP* (*mTurquoise2*^59^), *YFP* (*yECitrine* from pKT0139 or *yEVenus* from pKT0090), *iRFP* (*iRFP713*^60^), *LEU2* (from pRS315 plasmid), *spHIS5* (from pKT355 plasmid), *CaURA3* (from pKT174 plasmid), *MET17* (from pHLUM plasmid), *KanMX* (from pKT0103 plasmid), *hphMX6* (from pAG32 plasmid), *natMX6* (from pAG25 plasmid), *PCP* (from pDZ276 plasmid), *24xPP7* (from pCR4-24xPP7SL plasmid). For copper-inducible strains, the endogenous promoters were replaced by *CUP1-1* promoter (−291 to −1 of the *CUP1-1* gene).

For mutations of Msn2 and Msn4, fragments with upstream and downstream homology arms, Msn2 (or Msn4) coding sequence with desired mutations, fluorescent protein, and selective marker were transformed to replace the endogenous targets. For the deletion of DNA-binding domain of Msn2, amino acids (a.a.) 642–704 were deleted. For the deletion of DNA-binding domain of Msn4, a.a. 568–630 were deleted. For mutations of PKA consensus sites in Msn2, (R/K)(R/K)XS was defined as PKA consensus motif and the PKA consensus sites a.a. 617–620 and a.a. 622–625 were mutated to RRXA (Msn2 mut1: *Δaa617–620::RRPA*, *Δaa622–625::RRKA*) or deleted (Msn2 mut2: *Δaa619–629::PVQPRK*).

To explore the evolutionary role of temporal redundancy modulation, orthologs of Msn2 and Msn4 in related yeast species (*S. pombe*, *K. lactis*, and *C. glabrata*) were identified through phylogenetic analysis, namely, HSR1 in *S. pombe*^61^, KLLA0F26961g in *K. lactis*^62^, CAGL0F05995g (orthologous to Msn2 or Msn2_cg) and CAGL0M13189g (orthologous to Msn4, or Msn4_cg) in *C. glabrata*^62^. Molecular cloning for fluorescent protein labeling or gene deletion in these strains was carried out similarly as in *S. cerevisiae*. Primers used in this study are listed in Supplementary Table 2.

### Media and growth conditions

For the transformation of all strains except *S. pombe*, 2xYPD medium was used, which is composed of 2% (w/v) yeast extract (OXOID), 4% (w/v) Bacto peptone (BD), and 4% (w/v) glucose (Sigma). For the transformation of *S. pombe*, YE medium was used, which is composed of 0.5% (w/v) yeast extract and 3% (w/v) glucose. For microscopy and other experiments of all strains except *S. pombe*, a synthetic media with low autofluorescence was used. More specifically, yeast nitrogen base w/o amino acids (BD), amino acid drop-out mix (Clontech or MP), and Milli-Q water were mixed accordingly, and glucose was then added to 2% (w/v) for normal culture. For microscopy of *S. pombe*, EMM2 media (Elite Media) were used. Detailed information of reagents used in this study is listed in Supplementary Table 3.

For microscopy, single colonies were picked from agar plates the day before and the overnight culture was diluted to OD_600_ = 0.1 with a total of 2 mL in glass tubes 4 h prior to imaging. For quantitative polymerase chain reaction (qPCR) and RNA-seq experiments, overnight culture was diluted to OD_600_ = 0.25 (for steady-state experiments) or OD_600_ = 0.5 (for transient stress experiments) with a total of 10 mL in 50 mL centrifuge tubes (NEST). All strains were cultured at 30 °C under shaking (220 rpm).

### Time-lapse microscopy

All time-lapse microscopy was performed on a Nikon Ti-E microscope with a 100× Plan Apo Lambda objective and Perfect Focus System (PFS, Nikon). Fluorescence was excited by an LED light source (Solar, Lumencor) and collected to an sCMOS camera (Hamamatsu, C13440-20CU) with 2-by-2 bin. For imaging PCP-iRFP, a three-slice z-stack with 1 μm spacing was acquired. For imaging DRAQ7 dye (Abcam) in survival experiments, the filter was the same as that of iRFP. The excitation and emission filters for CFP, YFP, and iRFP are: Ex 436/20 and Em 480/40, Ex 500/20 and Em 535/30, and Ex 650/45 and Em 720/60, respectively. The frame rate was one frame per 2  min, unless otherwise specified. Automated microscopy was conducted with Micro-Manager^63^ and the temperature was maintained at 30 °C with a customized heating chamber.

During imaging, cells were cultured either in 96-well plates (Cellvis), agarose pads, or microfluidic devices. When conducting microscopy with 96-well plates, 2 mg/mL concanavalin A (Sigma) solution was incubated for ~8 min prior to cell incubation. Microscopy with agarose pads was conducted according to the protocol of Young et al.^64^. The microfluidic device was modified from the design of Zhang et al.^36^ (Supplementary Fig. 1a). The microfluidic device was fabricated with polydimethylsiloxane and bonded with a 24 mm × 50 mm glass coverslip after air-plasma cleaning (Harrick Plasma). Cells were briefly centrifuged to concentrate before loading into microfluidic channels. Media flow was controlled by syringe pumps (LONGER, LSP04-1A) with 10 mL syringes (BD) and the flow rate was 100 μL/h. The starting condition was 2% (w/v) glucose and then microscopy began for ~40 min before cells were subjected to the stress conditions. The switch from normal to stress-containing media was performed manually and the stress arrival time was identified through manual visualization of synchronous nuclear localization of Msn2 (and Msn4) in most cells.

### Image analysis and single-cell quantifications

All image analysis was performed with custom Matlab (Mathworks) codes. First, bright-field images were segmented by circular Hough transformation (*CircularHough_GrdEx* function from Mathworks File Exchange) frame by frame to obtain single-cell masks. The masks were then tracked with custom codes based on u-track^65^. Finally, the tracked masks were applied to fluorescent images to acquire single-cell fluorescence signals. The results of segmentation and tracking were manually examined through custom GUI showing single-cell fluorescence traces and single-cell images of all channels in all frames. Cells with tracking errors were discarded. Cells at the corners of the imaging field were also discarded.

For the quantification of nuclear localization of TFs fused with fluorescent proteins, the difference between mean intensity of the five brightest pixels and median intensity of all pixels within a cell was used. To reduce the influence by background fluctuations, we first identified the frames that have positive nuclear localization signals if the mean distance between the top 10 brightest pixels was less than a given threshold. Next, the single-cell trace excluding these frames was fitted with cubic polynomial, and the fitting result was regarded as the background. For the quantification of maximum nuclear localization in response to stress (Supplementary Fig. 7e–g), the increment between maximum nuclear localization within 20 min after stress and median nuclear localization within 20 min before stress was calculated.

For the quantification of nascent transcriptional activity from PCP fluorescence, maximum z-projection was performed and the difference between mean intensity of the five brightest pixels and median intensity of all pixels within a cell was calculated.

For the quantification of nuclear signals of DRAQ7, the difference between mean intensity of the five brightest pixels and the median intensity of all pixels within a cell was calculated. The time of death for single cells was manually identified with a customized GUI (i.e., when the signal starts to increase sharply; as in Fig. 3c and Supplementary Movie 2).

For microscopy experiments without cell tracking (Supplementary Figs. 6e and  8e), nuclear localizations of Msn2 and Msn4 were determined based on the difference between the mean intensity of the five brightest pixels and median intensity of all pixels within a cell, as well as the mean distance between the top 10 brightest pixels. Cell death was identified if the nuclear signal of DRAQ7 raised above a given threshold.

### Pulse quantifications and pulse-triggered averaging analysis

Pulses were identified by finding a local maximum whose amplitude exceeded an empirically defined threshold. In addition, the mean distance between the top 10 brightest pixels in the corresponding image should be smaller than an empirical threshold. During this process, shoulder-like peaks were also identified and were combined with neighboring peaks with higher amplitudes. The local maximum that satisfied the criteria was defined as the peak of a pulse. The data points on the two sides of the peak were fitted with splines separately and edges of half pulse were defined as the half-maxima of the fitted splines. The distance between the two edges was defined as pulse width and the integral of the fitted splines between the two edges was defined as pulse area (see Supplementary Fig. 1b for schematic).

For pulse classification, if the absolute time lag between Msn2 (or Msn2_cg) pulse and Msn4 (or Msn4_cg) pulse was not >2 min, these two pulses were classified as coincident; otherwise, the event was classified as noncoincident. For transcriptional response analysis (i.e., using PP7), Msn2- or Msn4-only pulse was classified based on whether there are pulses of the other TF within a 16-min window of one pulse.

For pulse-triggered averaging analysis of transcriptional responses, the maximum fluorescence intensity of the PCP foci within 8 min after an Msn2/Msn4 pulse minus the mean intensity within 8 min before the pulse was used as the transcriptional activity induced by the pulse.

### Autocorrelation and cross-correlation analysis

Autocorrelation and cross-correlation were computed only for steady-state dynamics. To identify the steady-state response, the pulse within 8-min window of the transient response (i.e., when there are synchronous nuclear localization responses of Msn2 and Msn4) was identified as transient pulse and the median end time (i.e., the right edge of the pulse) of transient pulses was calculated. To reduce the influence of the transient response, twice the median end time was used as the start of the steady-state response. Autocorrelation of steady-state Msn2 (Msn4) dynamics and cross-correlation between steady-state Msn2 and Msn4 dynamics were computed with a maximum lag of 30 min using R function *acf* and *ccf*, respectively, for each cell. Then, autocorrelation and cross-correlation of all cells were averaged and 95% confidence interval was computed by bootstrap (see below).

### Calculation of pulse coincidence rate

To calculate pulse coincidence rate, only pulses during steady state were considered. To avoid the influence of pulse frequency on pulse coincidence rate, a method similar to bootstrap was adopted. Specifically, the same number of Msn2 (or Msn2_cg) pulses and Msn4 (or Msn4_cg) pulses were sampled with replacement under each stress level and the sample size was the same across all stress levels. The fraction of coincident pulses in the sampled pulses was calculated (the definition of coincident pulses was mentioned before). Sampling was repeated 1000 times and the average was computed as pulse coincidence rate, and 95% confidence interval was calculated as error bar.

We also computed the pulse coincidence rate without removing the effect of pulse frequency. Specifically, under each stress level, cell population was sampled to the same size with replacement and the fraction of Msn2 (or Msn2_cg) pulses that overlap with Msn4 (or Msn4_cg) pulses was calculated as the original pulse coincidence rate. Expected-by-chance fraction of coincidence was also computed as

$$\frac{{\mathrm{Number}}\; {\mathrm{of}}\; {\mathrm{Msn}}4\;\left({\mathrm{or}}\; {\mathrm{Msn}}4{\_{\mathrm{cg}}}\right)\;{\mathrm{pulses}}\times {\mathrm{time}}\; {\mathrm{window}}\; {\mathrm{for}}\; {\mathrm{overlapping}}\; {\mathrm{identification}}}{{\mathrm{total}}\; {\mathrm{time}}},$$

and was subtracted from the original pulse coincidence rate. Sampling was repeated 1000 times and the average was computed as pulse coincidence rate, and 95% confidence interval was calculated as error bar.

For the calculation of pulse coincidence rate at the single-cell level, the fraction of steady-state Msn2 (or Msn2_cg) and Msn4 (or Msn4_cg) pulses that are coincident pulses was calculated as single-cell pulse coincidence rate. For the classification of single cells as having high or low pulse coincidence rate between Msn2 and Msn4 (Supplementary Fig. 3d), cells were classified by comparing to the rate at the trough of density plot of pulse coincidence rate among single cells.

For dividing cells with similar total Msn2/4 pulse numbers into two subgroups based on the pulse coincidence rate in each cell (Fig. 3d and Supplementary Fig. 5d), we aimed to ensure that the two subgroups have similar cell numbers, and that cells with the same value of pulse coincidence rate should be included in the same subgroup. For most scenarios, we were able to obtain two similarly sized subgroups. However, because of the discrete nature of the single-cell pulse coincidence rate, two subgroups could have very different cell numbers (e.g., for pulse numbers 1–2).

For the calculation of nuclear colocalization percentage of Msn2 and Msn4 with snapshot data (Supplementary Fig. 6e), we needed to avoid the influence of nuclear localization fraction of individual TFs, as we have done so to avoid the influence of individual pulse frequency for the calculation of pulse coincidence rate. To do so, the same number of cells with nuclear-localized Msn2 and Msn4 were sampled with replacement for each time point and the sample size was the same across all time points. The fraction of cells with nuclear localization of both Msn2 and Msn4 in the sampled cells was calculated. Sampling was repeated 1000 times and the average was computed as nuclear colocalization percentage, and 95% confidence interval was calculated as error bar.

### Quantitative PCR and RNA-seq

For steady-state experiments, overnight single-colony culture was diluted to OD_600_ = 0.25 with 10 mL media in a 50 mL centrifuge tube. After 4-h culture, cells from two 10 mL cultures were combined and briefly centrifuged. The supernatant was quickly discarded and cells were flash-frozen in liquid nitrogen before RNA extraction. For transient stress experiments, overnight single-colony culture was diluted to OD_600_ = 0.5 with 10 mL media without stress in a 50 mL centrifuge tube. After 4-h culture, 5 mL cell culture was mixed with 5 mL media containing double the designated stress concentration (1 M potassium chloride). The rest of the culture was mixed with 5 mL media without stress, which was used as the control group. Cells were then cultured by shaking under 30 °C for around 15 min and were harvested by brief centrifugation and flash-freezing.

RNA extraction was performed with HiPure HP Plant RNA Mini Kit (Magen) and RT-PCR was performed with iScript (Bio-Rad) or FastKing RT Kit (Tiangen). Typically, 1 μg RNA was used for RT-PCR per sample. Quantitative PCR was performed according to the standard protocol of GoTaq qPCR Master Mix (Promega) with 7500 FAST Real-Time PCR System (Applied Biosystems) and the results were analyzed with 7500 software v2.3 (Applied Biosystems). RQ value, which represented fold change using the delta-delta Ct method, was calculated and error bars represent 95% confidence intervals. *ACT1* was chosen as a reference gene.

For RNA-seq experiments, libraries were prepared according to standard Illumina protocols. Sequencing was performed on Illumina HiSeq X Ten. For transcriptional output measurements, all the libraries were sequenced in PE150 mode. Both library construction and sequencing were performed at GeneWiz. Sequencing reads were trimmed and filtered by Trimmomatic. The resulting sequences were aligned to yeast genome reference sacCer3 for *S. cerevisiae* (or CBS138 for *C. glabrata*) with Tophat. Alignments to gene loci were quantified with Cufflinks or featureCounts. For each gene, the fold change of fragments per kilobase per million mapped reads (or transcripts per million) between the stress group and the non-stress group was calculated. Differential gene expression analysis was performed with R package *DESeq2*^66^. Msn2/4 target genes (Fig. 2c and Supplementary Fig. 4c) were extracted from YEASTRACT^67^, whose expression fold change between the stress group (0.5 M KCl) and the control group (no KCl) in wild type (*S. cerevisiae*) should also be >1.2. Msn2/4_cg target genes (Fig. 5d and Supplementary Fig. 12e) were identified through differential gene expression analysis between wild type (*C. glabrata*) and *msn2_cg msn4_cg* under osmotic stress (0.5 M KCl, see Supplementary Fig. 12d).

For classification of redundant versus nonredundant targets of Msn2 and Msn4 (Fig. 3b and Supplementary Fig. 4e), Msn2/4 target gene was classified as redundant if the sum of its fold changes in *msn2* and *msn4* was higher than that in wild type and as nonredundant otherwise. Gene ontology analysis was performed with R package *clusterProfiler*^68^.

### Flow cytometry

For flow cytometry experiments, overnight single-colony culture was diluted to OD_600_ = 0.005. After 4-h culture with normal media, the fluorescent intensity of CFP was measured with a BD LSRFortessa flow cytometer in the Pacific Blue channel. BY4741 strain (wild type) was used as a negative control. Singlets were gated with EasyFlow (https://antebilab.github.io/easyflow).

### Mathematical model description

A phenomenological model was constructed to understand the mechanism of temporal redundancy modulation. Specifically, PKA regulates both Msn2 and Msn4, while X mainly regulates Msn4. X was assumed to regulate Msn4 by phosphorylation as by PKA. In this model, stochastic and strong downregulation of PKA can induce Msn2/4 co-pulse, while weak downregulation can induce Msn2-only pulse. This is because PKA has a lower affinity for Msn2 (Supplementary Fig. 7). Downregulation of kinase X can induce Msn4-only pulse. This model was described based on Hill function by the following ordinary differential equations after parameter reduction through variable replacements:

1 $$\frac{\text{d}{\text{Msn}2}_{\text{n}}}{\text{d}t}={a}_{2}\times \left({\text{Msn}2}_{\text{t}}-{\text{Msn}2}_{\text{n}}\right)\times \frac{1}{1+{\left(\text{PKA}\times \frac{{K}_{\text{d}}\left(\text{Msn}4\right)}{{K}_{\text{d}}\left(\text{Msn}2\right)}\right)}^{{n}_{2}}}-{b}_{2}\times {\text{Msn}2}_{\text{n}}$$

2 $$\frac{\text{d}{\text{Msn}4}_{\text{n}}}{\text{d}t}={a}_{4}\times \left({\text{Msn}4}_{\text{t}}-{\text{Msn}4}_{\text{n}}\right)\times \frac{1}{1+{\text{PKA}}^{{n}_{4}}}\times \frac{1}{1+{X}^{{n}_{\mathrm{X}}}}-{b}_{4}\times {\text{Msn}4}_{\text{n}}$$

where $$\text{PKA}$$ denoted concentration of PKA, $$X$$ denoted the concentration of X, $${\text{Msn}2}_{\text{t}}$$ ($${\text{Msn}4}_{\text{t}}$$) denoted the total concentration of Msn2 (Msn4), $${\text{Msn}2}_{\text{n}}$$ ($${\text{Msn}4}_{\text{n}}$$) denoted the nuclear concentration of Msn2 (Msn4), $${a}_{2}$$ ($${a}_{4}$$) denoted the basal rate of nuclear importing of Msn2 (Msn4) without regulation by PKA (and X), $${b}_{2}$$ ($${b}_{4}$$) denoted the rate of nuclear exporting of Msn2 (Msn4), $${{K}}_{\text{d}}\left(\text{Msn}2\right)$$ ($${K}_{\text{d}}\left(\text{Msn}4\right)$$) denoted the dissociation constant for PKA regulating Msn2 (Msn4), $${n}_{2}$$ ($${n}_{4}$$) denoted the Hill coefficient for PKA regulating Msn2 (Msn4) and $${n}_{X}$$ denoted the Hill coefficient for X regulating Msn4.

For stochastic simulations of Msn2 and Msn4 dynamics, a customized pipeline based on “τ-leap” method^69^ was adopted. First, dynamics of PKA and X were assumed to exhibit periodic fluctuations that contain three different scenarios as illustrated in Supplementary Fig. 9c, i.e., upregulation, strong downregulation, or weak downregulation. Note that it has been widely accepted that dynamic PKA activity is a key mechanism driving Msn2/4 pulsatility, and we simply assumed that kinase X could exhibit activity dynamics similar to PKA. In addition, the choice of periodicity is just for the sake of simplicity and does not influence the results since the conclusion is unaffected if shuffling the pulses of PKA and X. The amplitudes for upregulation, strong downregulation, and weak downregulation were randomly chosen from predefined ranges, i.e., from 0 to 10% of the basal activity level, from 0 to 100% of the basal activity level, and from 0 to a predefined value (parameter $${\text{amp}}_{\text{weak}}$$), respectively. Next, using the generated dynamics of PKA and X as inputs, the dynamics of Msn2 and Msn4 were simulated by “τ-leap” method according to the above equations (i.e., Eqs. (1) and (2)). Finally, the identification and quantification of Msn2 and Msn4 pulses and the calculation of pulse coincidence rate were performed as previously described. More specifically, the following parameter values were used for simulations: $${a}_{2}=1$$, $${a}_{4}=1200$$, $${n}_{2}={n}_{4}={n}_{X}=4$$, $${b}_{2}={b}_{4}=2$$, $${\text{Msn}2}_{\text{t}}={\text{Msn}4}_{\text{t}}=200$$, $$X=6$$, $${\text{amp}}_{\text{weak}}=4$$, and the duration of simulation was 300 and the step size was 0.001. Parameter values for $$\text{PKA}$$ and $${K}_{\text{d}}\left(\text{Msn}4\right)/{K}_{\text{d}}\left(\text{Msn}2\right)$$ are shown in the figure legends.

### Proteome-wide analysis of pulsatile dynamics of TFs in *S. cerevisiae*

Pulsatile dynamics were identified in a proteome-wide movie-based screen in *S. cerevisiae*^25^. Only TFs screened in that work were included in our analysis. Identification of TFs was based on YeTFaSCo^70^ and genes with DNA-binding domains or binding motifs were recognized as TFs. Dubious TFs in YeTFaSCo were excluded. Classifications of genes as with or without paralogs were based on Yeast Gene Order Browser^62^.

### Dynamic index and functional redundancy of human TFs

Classification of human genes as with or without paralogs was based on results of Dandage and Landry^71^ and genes identified to have heteromeric paralogs in their work were excluded from our analysis. Gene (mainly TF) dynamic index was calculated as cell-to-cell variability in chromatin accessibility of its binding motifs and the analysis was performed by Buenrostro et al.^57^ (see also Supplementary Fig. 13c for schematic). Data of six human cell lines were analyzed, namely, H1ESC: H1 human embryonic stem cells; K562: K562 chronic myelogenous leukemia cells; GM12878: GM12878 lymphoblastoid cells; TF1: TF-1 cells (human erythroblast); HL60: HL-60 cells (human promyeloblasts); and BJ: BJ fibroblasts (human foreskin fibroblasts).

Functional redundancy of human genes with or without paralogs was obtained from CERES-estimated gene-knockout effect data from CRISPR-Cas9 essentiality screens in 342 cancer cell lines^72^. Score of 0 represents the median effect of nonessential genes (which indicates high functional redundancy) and −1 represents that of common core essential genes (which indicates low functional redundancy).

### Bootstrap and statistical analysis

Bootstrap analyses were performed with the aforementioned sampling methods. One thousand resamplings were conducted and the mean and the 95% confidence interval of these 1000 results were used as the population average and error bar. If sampling methods were not mentioned, then a typical sampling method with replacement to the same size as the original was performed 1000 times.

For statistical analysis, Student’s *t* test was conducted with R function *t.test*, Kolmogorov–Smirnov test was performed with R function *ks.test*, Wilcoxon signed-rank test was performed with R function *wilcox.test*, and Fisher’s exact test was performed with R function *fisher.test*. For linear regression analysis (Supplementary Fig. 5b), cells were binned by two dimensions (namely, total pulse number and coincident pulse number) and bins with ≥20 cells were used for analysis. Two linear regression models were constructed to explain the survival fraction based on total pulse number and coincident pulse number, or just total pulse number, respectively. Adjusted *R*-squared, sign of coefficients, and *p* values of coefficients (two-sided *t* test) were calculated with R function *lm*.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Description of additional supplementary files

Reporting Summary

## Data Availability

All sequencing data generated in this study have been deposited in publicly accessible databases. The processed and raw RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) database under the accession code GSE161373. The data that support the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Yeast cell fate control by temporal redundancy modulation of transcription factor paralogs
**Source:** Nat Commun. 2021 May 25;12:3145. doi: 10.1038/s41467-021-23425-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Fig. 1

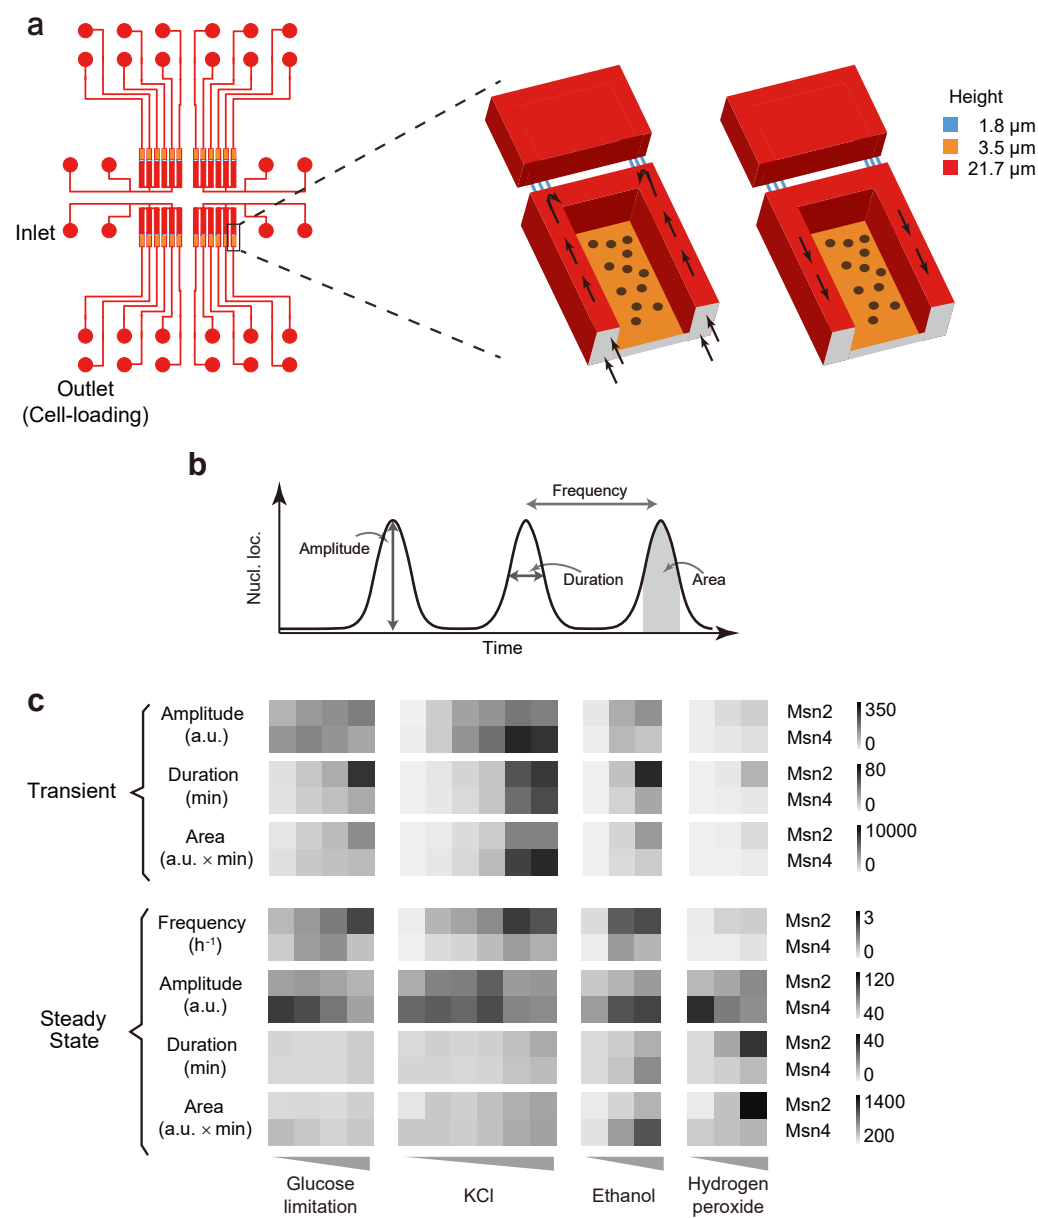

**Supplementary Fig. 1: Systematic characterizations of Msn2 and Msn4 dynamics under various natural stresses in *S. cerevisiae* with microfluidics.** (a) Design of the microfluidic chip<sup>1</sup>. A single chip can be simultaneously used for 4 separate stress conditions, each of which has 2 inlets for media switch and 6 outlets that are also used for cell loading. The right panels show a zoomed-in view of the imaging chamber. Cells were loaded from the outlets through the red channels and were pushed into the orange observation chamber due to the blockage of the blue fence for single-layer microscopy. Cells outside the observation chambers were later washed out by media from the inlets (right panel). (b) During stress responses, different characteristics of the pulsatile dynamics (e.g., amplitude, frequency, duration) could be modulated by the cell (schematic). (c) Modulation of different pulse characteristics for Msn2 and Msn4 during both transient and steady-state responses under various stresses, including glucose limitation stress (glucose concentration: 0.5%, 0.1%, 0.05%, and 0.01%, concentration for normal culture is 2%), osmotic stress (KCl concentration: 0.1 M, 0.25 M, 0.5 M, 0.8 M, 1 M, and 1.15 M), ethanol stress (ethanol concentration: 2%, 4%, and 6%), and oxidative stress (hydrogen peroxide concentration: 0.1 mM, 0.25 mM, and 0.5 mM).

Supplementary Fig. 2

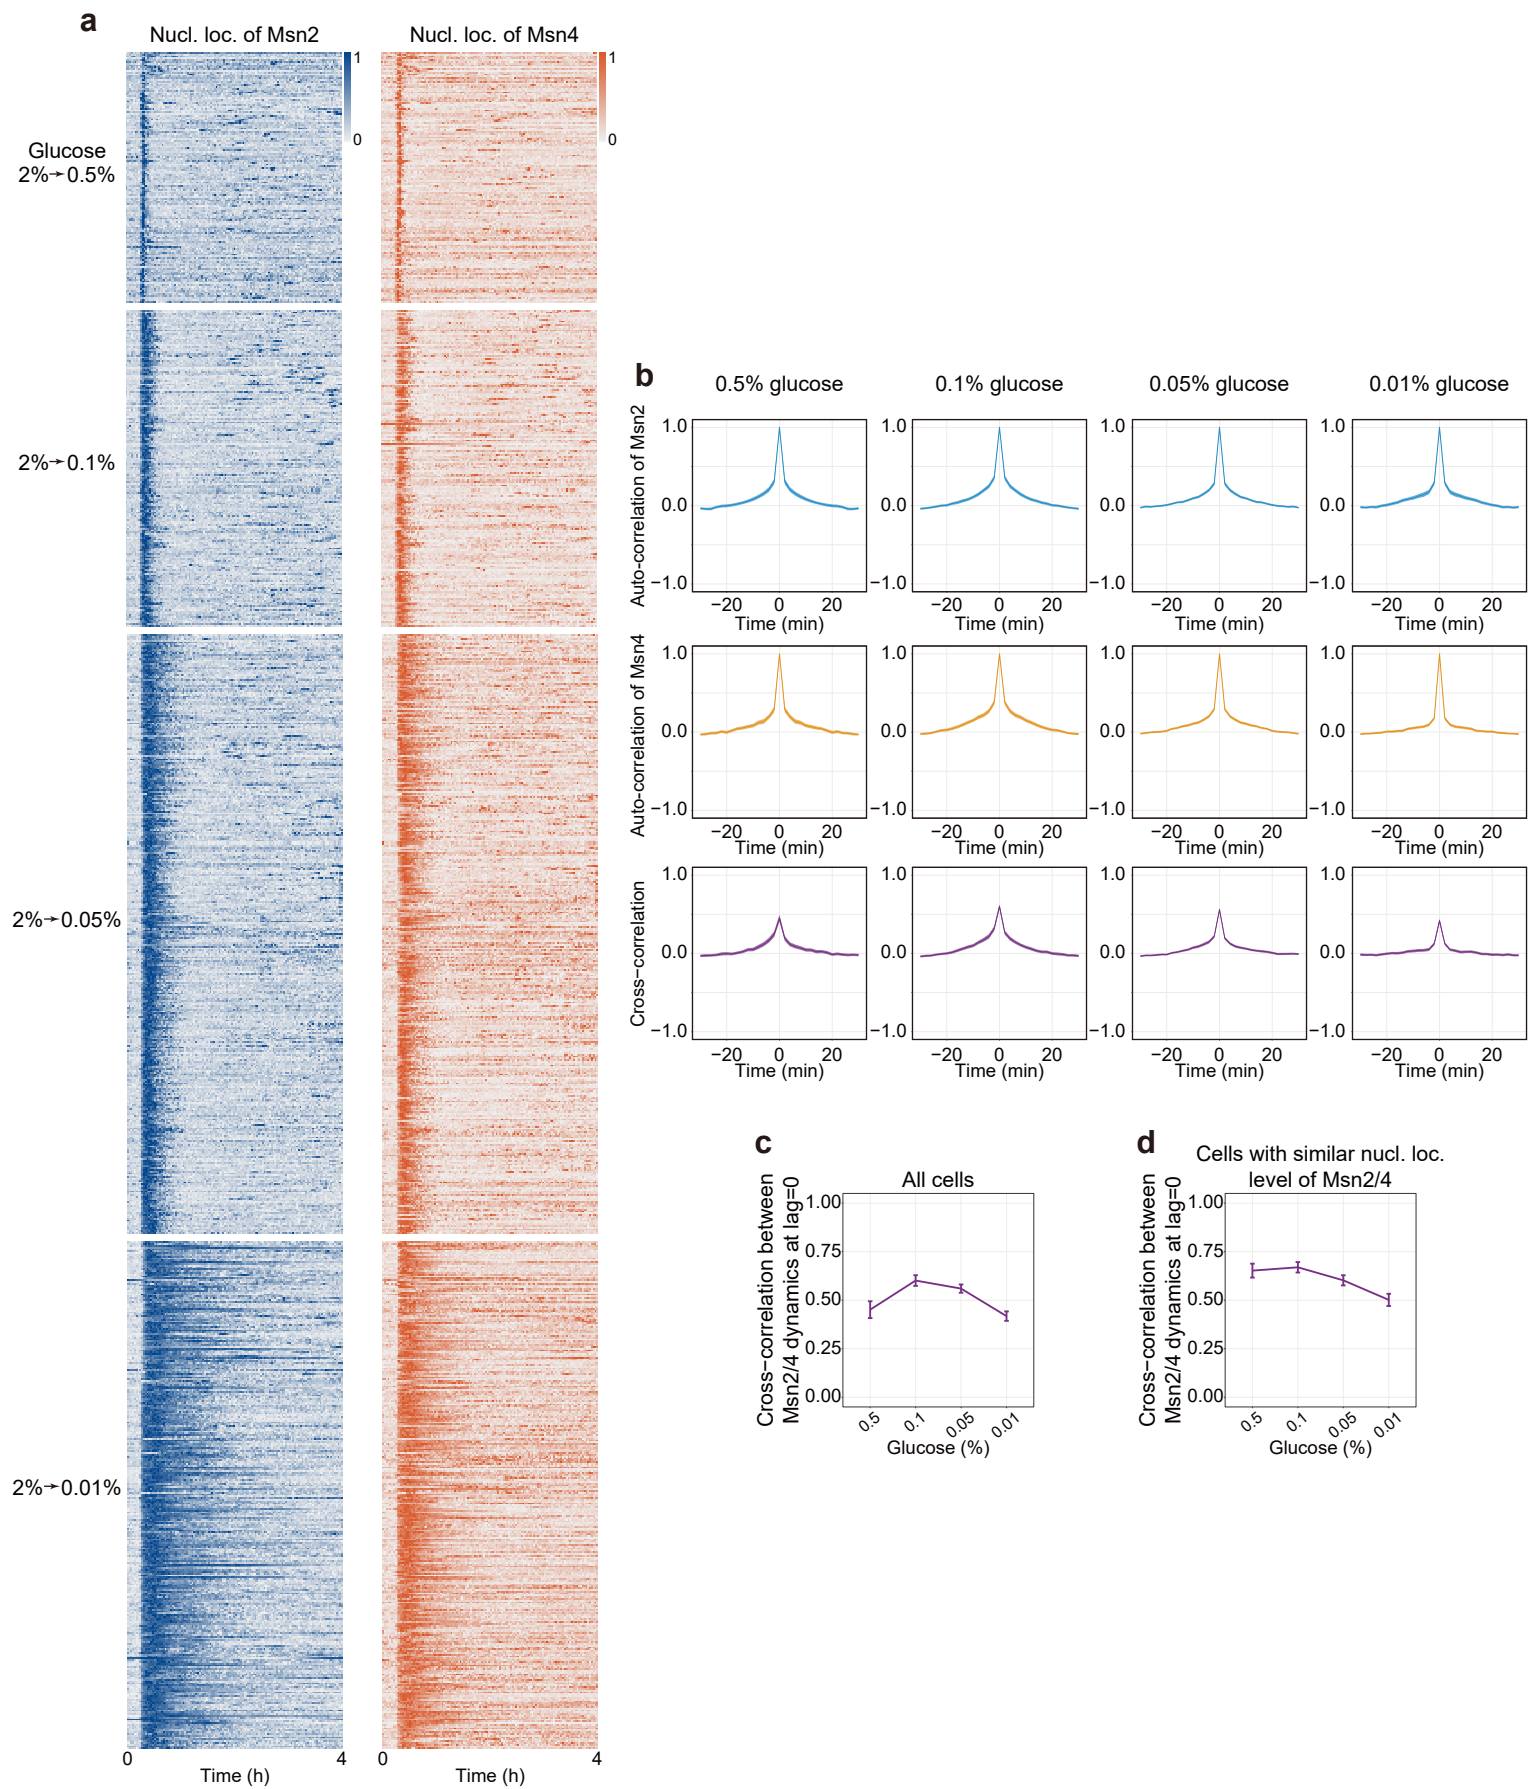

**Supplementary Fig. 2: Pulsatile dynamics of Msn2 and Msn4 in *S. cerevisiae* are non-periodic and stochastic.** (a) Single-cell trajectories of Msn2 and Msn4 nuclear localization under four glucose limitation conditions. Cells were subjected to a media switch from normal condition (2% glucose) to four levels of glucose limitation stress (0.5%, 0.1%, 0.05%, and 0.01% glucose), and the nuclear localizations of Msn2 and Msn4 were recorded and quantified. Each row represents one cell, and each trajectory of Msn2 (or Msn4) is normalized (min-max). (b) Auto-correlation analysis of Msn2/4 (blue/orange) dynamics and cross-correlation analysis between Msn2 and Msn4 (purple) dynamics from the same cells during steady-state responses. Shading indicates 95% CI and centers indicate means. (c) Cross-correlation in (b) at time lag zero. Error bars indicate 95% CIs and centers indicate means. (d) Cross-correlation at time lag zero for cells with comparable nuclear localization intensities across stress levels. To avoid the effect of pulse frequency on the calculation of cross-correlation between Msn2 and Msn4 dynamics, we sampled cells whose mean Msn2/4 nuclear localization intensities were between the first and the third quartile of all cells. Cross-correlation analysis as in (c) was performed for the chosen cells. Cell numbers are 39, 61, 91, and 69 for each stress level (from left to right). Error bars indicate 95% CIs and centers indicate means.

Supplementary Fig. 3

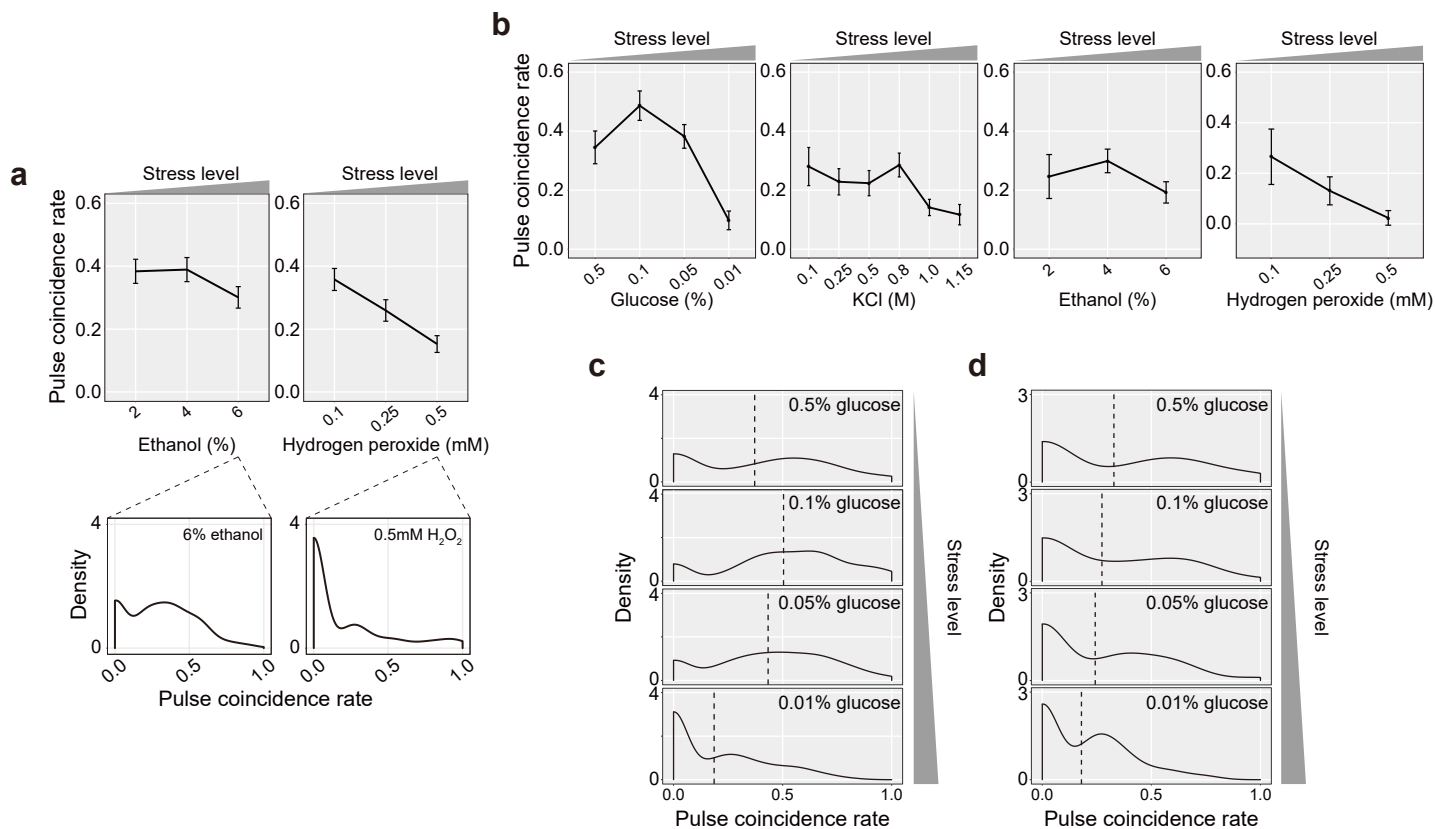

**Supplementary Fig. 3: Characterizations of the modulation of temporal relationship between Msn2 and Msn4 under natural stresses in *S. cerevisiae*.** (a) Pulse coincidence rate between Msn2 and Msn4 decreases as the level of ethanol or oxidative stress increases. Cell numbers are 54, 159, and 226 for ethanol stress conditions, and 67, 93, and 140 for oxidative stress conditions. Error bars indicate 95% CIs and centers indicate means. Pulse coincidence rate shows a bimodal distribution among single cells under the same stress condition (lower panels). (b) Pulse coincidence rate without gating pulse frequency (i.e., raw pulse coincidence rate) decreases as the stress level increases for all stress types tested. Cell numbers are 139, 176, 333, and 282 for glucose limitation stresses, 148, 182, 207, 181, 195, and 201 for osmotic stresses, 54, 159, and 226 for ethanol stresses, and 67, 93, and 140 for oxidative stresses. Error bars indicate 95% CIs and centers indicate means. (c) Distributions of single-cell pulse coincidence rate under different levels of glucose limitation stress. Dashed lines indicate means. (d) The bimodality in pulse coincidence rate distribution is not due to differences in pulse frequencies. To avoid the potential effects of pulse frequencies, we classified single cells as having high or low pulse coincidence rate and the same number of cells were then selected from both groups with the criteria that the relative differences in pulse frequencies are no more than 25%. Distributions of pulse coincidence rates for the two resulting groups of cells still display bimodality. Cell numbers are 60, 34, 80, and 90 (top to bottom).

Supplementary Fig. 4

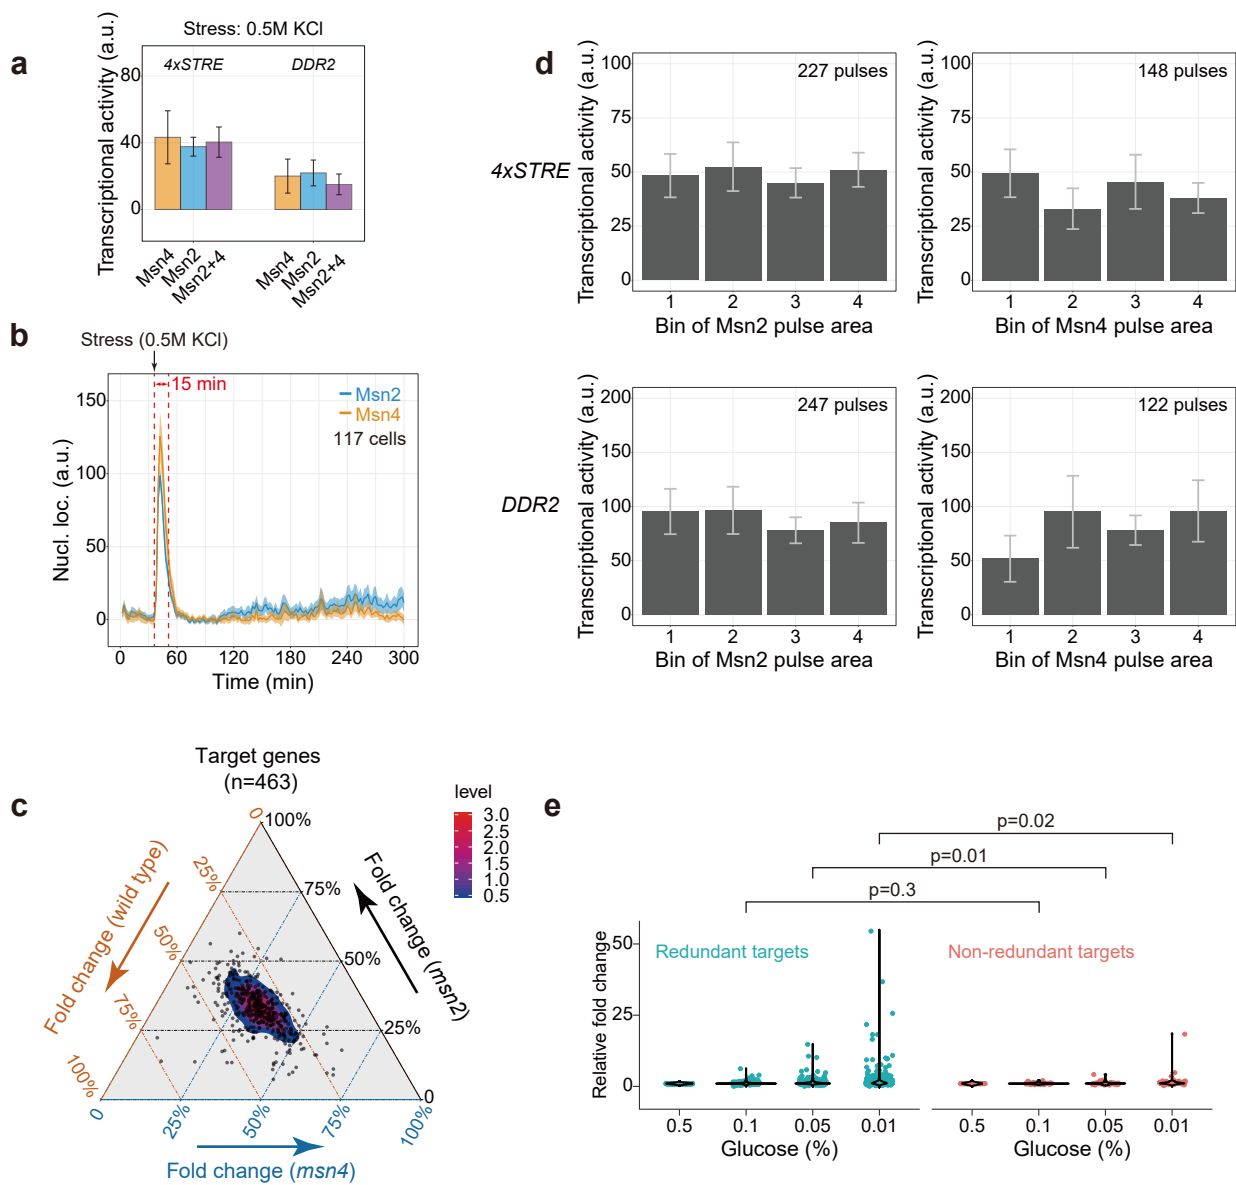

**Supplementary Fig. 4: Characterizations of functional redundancy between individual Msn2 and Msn4 pulses.** (a) Pulse-triggered averaging analysis of the transcriptional activities of PP7-based reporter genes (driven by either synthetic *4xSTRE* or natural *DDR2* promoter) in response to three types of TF dynamics under salt stress (0.5M KCl). Event numbers are 27, 289, 115, 25, 106, and 68 (from left to right respectively). Error bars indicate 95% CIs and centers indicate means. See also Supplementary Fig. 14b. (b) Average trajectories of Msn2 and Msn4 in wild type during response to sudden salt stress (0.5M KCl). Synchronized Msn2/Msn4 co-pulse across cell population was observed. Shading indicates 95% CI and centers indicate means. (c) Results from a biological replicate of Fig. 2c. (d) Transcriptional activities of PP7-based reporter genes for different doses of Msn2 or Msn4 pulses. Msn2-only and Msn4-only pulses in Fig. 2b were binned by pulse area (from small to large) and each bin has equal number of pulses. Transcriptional activities of PP7-based reporter genes (*4xSTRE* or *DDR2*) were calculated for each bin. Error bars indicate standard errors and centers indicate means. See also Supplementary Fig. 14c. (e) Results from a biological replicate of Fig. 3b. p values indicate one-sided K-S test.

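Supplementary Fig. 4c shows the deposited replicate 2 of S. cerevisiae in KCl. Over its 463 targets, the median fold change was 1.93 in wild type, 1.87 in msn2 and 1.85 in msn4. The wild-type fold change was under 2 for 239 targets (51.6%), of which 238 (99.6%) met the redundancy rule. Both deletions had a fold change over 1.2 in 341 redundant targets (73.7% of targets), against 340 (61.4%) in replicate 1. Outside the study's lists, 1350 genes had a wild-type fold change over 1.2 in replicate 2, and 95.6% of them met the rule. Matched lists of these genes had a median share of 93.1% (middle 95% 90.9 to 95.2%), below that of the targets in the one-sided test over 10000 lists (n = 463 loci, p = 1e-04, the smallest p that these lists can give). On fold change minus 1, the shares of targets and lists were 61.2 and 54.9% in replicate 1 (n = 554 loci, p = 0.0019) and 87.3 and 82.3% in replicate 2 (n = 463 loci, p = 0.0023).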

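The glucose libraries deposited as replicate 1 gave smaller differences between redundant and nonredundant targets than those of replicate 2. The Kolmogorov-Smirnov statistic D, the largest vertical distance between the cumulative distributions of the 2 classes, was 0.104 at 0.1% glucose, 0.196 at 0.05% and 0.190 at 0.01% in replicate 1. It was 0.199, 0.455 and 0.400 in replicate 2. At 0.01% glucose in replicate 1, 78 redundant targets (21.1%) and 4 nonredundant targets (6.06%) stood over 2-fold above 0.5% glucose. With the labels of the classes permuted over genes 100000 times, the one-sided permutation p-values in replicate 1 were 0.272 at 0.1%, 0.0116 at 0.05% and 0.0145 at 0.01% glucose.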

Supplementary Fig. 5

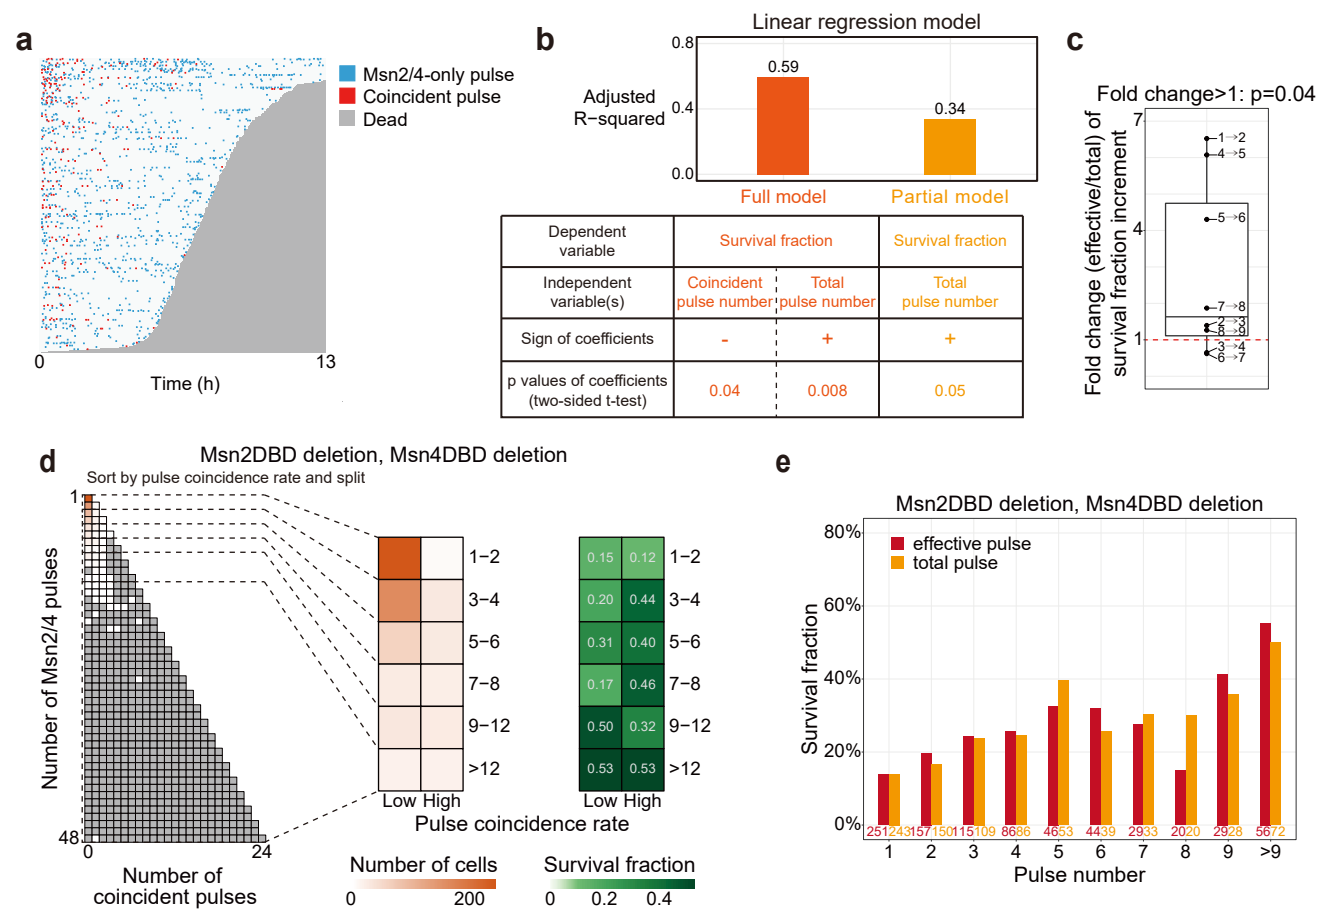

**Supplementary Fig. 5: Characterizations of the effect of temporal redundancy modulation**

**on yeast stress survival.** (a) Heat map of single-cell trajectories of 400 randomly sampled cells (out of 1676 cells) under glucose limitation stress (0.05% glucose). Cell death was identified by the DRAQ7 signal (Fig. 3c). Cells were vertically sorted by their time of death. Note that the symbols for pulses were slightly enlarged for clarity. (b) Statistical analysis showing that a linear regression model including the temporal relationship between Msn2 and Msn4 can better explain cell survival capacity with much higher adjusted R-squared (adjusted for the number of predictors in the models). Also, cell survival rate negatively correlates with the number of coincident pulses in the full model. Specifically, cells in Fig. 3d were binned by two dimensions (namely, total pulse number and coincident pulse number) and bins with greater than or equal to 20 cells were used for analysis. Dependent variable, independent variable(s), sign of coefficients and p values of coefficients (two-sided t-test) are shown in the table. (c) Adding an extra effective pulse yields a larger increase in cell survival capability compared to adding an extra total pulse in most scenarios. Fold changes of survival fraction increment between adding an extra effective pulse and adding an extra total pulse from each pulse number in Fig. 3e were calculated and shown as box plot. The box and horizontal line within the box represent interquartile range and median, the upper whisker extends from the box to the largest value no further than  $1.5 \times \text{IQR}$  (where IQR is the inter-quartile range) and the lower whisker extends from the box to the smallest value at most  $1.5 \times \text{IQR}$ . p value indicates one-sided Wilcoxon signed-rank test. (d) Transcriptional activities of Msn2 and Msn4 are necessary for the stress survival advantages for the cells with low temporal redundancy. We created a mutant strain where Msn2 and Msn4 do not contain their DNA binding domains (DBD) and performed similar experiments and analysis as in Fig. 3d. In this mutant strain, cells with low pulse coincidence rate do not have higher survival capacity as shown in Fig. 3d. Analysis similar to (b) on this dataset did not show a negative coefficient of coincident pulse number as in (b). (e) For cells with the same number of effective versus total Msn2/4 pulses in the mutant strain, the contrast in survival capability between the two groups as in Fig. 3e is abolished. Cell numbers are indicated below the bars.

Supplementary Fig. 6

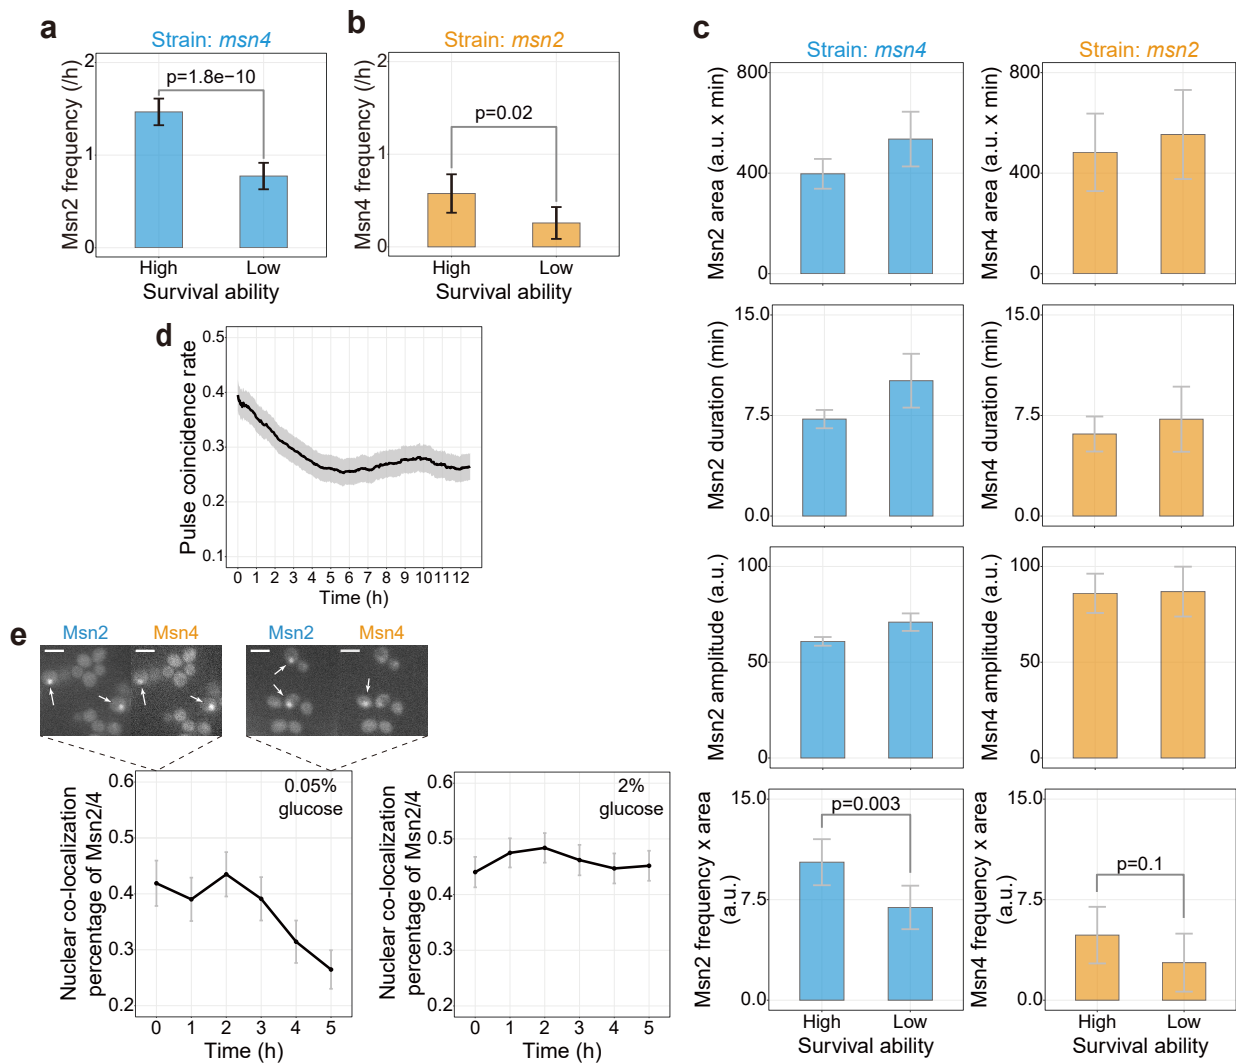

**Supplementary Fig. 6: Additional experimental results supporting the effect of temporal redundancy modulation on yeast stress survival. a-b,** Cells with higher Msn2 or Msn4 pulse frequency display higher stress survival ability. Similar assay as in Fig. 3d was performed for *msn4* (a) or *msn2* (b) strain under glucose limitation stress (0.05% glucose). The frequency of Msn2 in *msn4* (a) or Msn4 in *msn2* (b) strain during the first 8 hours of stress was calculated for each cell and cells were classified as having high or low survival ability depending on whether they survived additional 3 hours of stress. The average pulse frequency for each group was calculated and one-sided student's t-test was conducted. Error bars indicate 95% CIs. Cell numbers are 190 and 44 for (a) and (b), respectively. See also Supplementary Fig. 14d-e. (c) Msn2/4 pulse area/duration/amplitude are not positively correlated with survival ability, and increasing the nuclear accumulation (namely, pulse frequency times area) of Msn2 or Msn4 does not lead to enhanced cell survival as significantly as increasing pulse frequency alone. The average pulse area, duration, amplitude, and frequency times area for groups in (a) and (b) were calculated. Error bars indicate 95% CIs and p values indicate one-sided student's t-test. Cell numbers are 190 and 44 for *msn4* and *msn2*, respectively. See also Supplementary Fig. 14f. (d) Pulse coincidence rate between Msn2 and Msn4 along the time course under glucose limitation stress (0.05% glucose). For each time point, pulse coincidence rate between Msn2 and Msn4 before the time point was calculated for surviving cells based on the same method as in Fig. 1c. Cell number is 1672 at the start. Shading indicates 95% CI and centers indicate means. Note that such a change is likely due to the decrease in glucose concentration with time and the photo-toxicity. (e) Msn2/4 nuclear co-localization percentages over time under low glucose condition (0.05% glucose) or high glucose condition (2% glucose). Cells were cultured under either low or high glucose condition, and images were taken once per hour to quantify nuclear localizations of Msn2/4 as well as cell survival (based on DRAQ7). See Methods for details. Error bars indicate 95% CIs and centers indicate means. Cell numbers are 5263, 7611, 10271, 14602, 18975, and 21736 for 0.05% glucose, and 3191, 4506, 6661, 9178, 12330, and 18041 for 2% glucose. Example cropped snapshots are shown on the top and scale bars indicate 5  $\mu\text{m}$ .

Supplementary Fig. 7

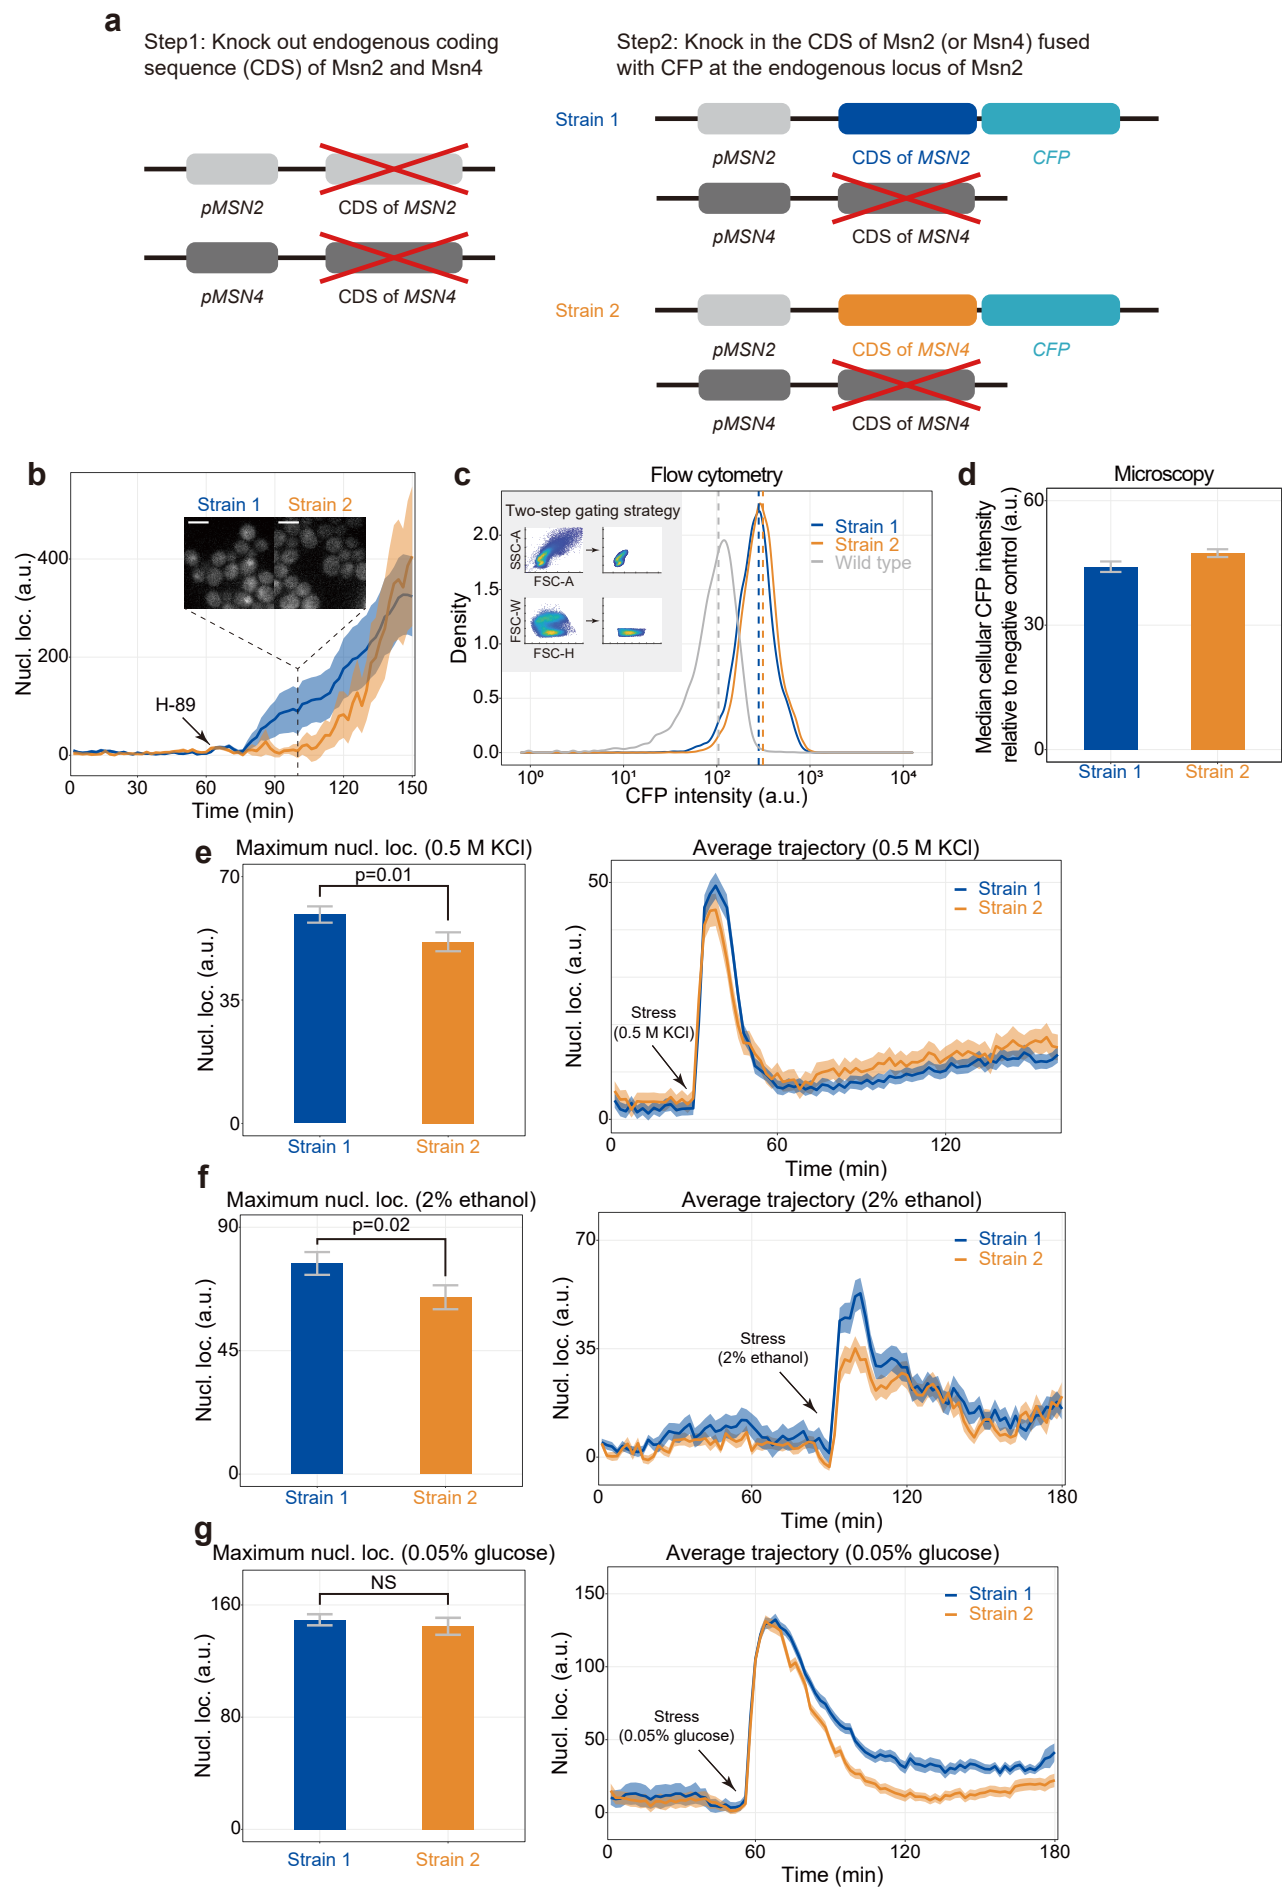

**Supplementary Fig. 7: Experimental results suggesting that PKA has a higher affinity for Msn4 than for Msn2.** (a) Construction of strains for expressing comparable levels of Msn2 versus Msn4. (b) Trajectories of nuclear localization responses from the two mutant strains to the sudden addition of PKA inhibitor (300  $\mu$ M H-89). Cell numbers are 69 and 38 for strain 1 and strain 2, respectively. Example cropped snapshots are shown. Scale bars indicate 5  $\mu$ m. Shading indicates standard error and centers indicate means. (c) CFP intensity distributions (by flow cytometry) of strain 1, strain 2, and the wild type strain (as a control). Cell numbers are 13129, 13145 and 13136 for strain 1, strain 2 and wild type, respectively. Dashed lines indicate means. (d) Fluorescence microscopy quantifications of median cellular intensities of Msn2-CFP in strain 1 and Msn4-CFP in strain 2 (after subtracting the background intensity in the wild type strain). Cell numbers are 1142 and 2560 for strain 1 and strain 2, respectively. Error bars indicate standard errors. See also Supplementary Fig. 14g. (e) Maximum nuclear localization intensities (see Methods for details) and average trajectory of nuclear localization responses of the two mutant strains to salt stress (0.5 M KCl). One-sided student's t-test was performed. Error bars and shading indicate standard errors and centers indicate means. Cell numbers are 186 and 108 for strain 1 and strain 2, respectively. See also Supplementary Fig. 14h. (f) Analogous experiments as in (e) for ethanol stress (2% ethanol). One-sided student's t-test was performed. Error bars and shading indicate standard errors and centers indicate means. Cell numbers are 93 and 64. See also Supplementary Fig. 14i. (g) Analogous experiments as in (e) for glucose limitation stress (0.05% glucose). Note that even though maximum responses were similar between the two strains, Msn2 in strain 1 showed slower nuclear export. Two-sided student's t-test was conducted for maximum nuclear localization. Error bars and shading indicate standard errors and centers indicate means. Cell numbers are 182 and 167 for strain 1 and strain 2, respectively. See also Supplementary Fig. 14j.

Supplementary Fig. 8

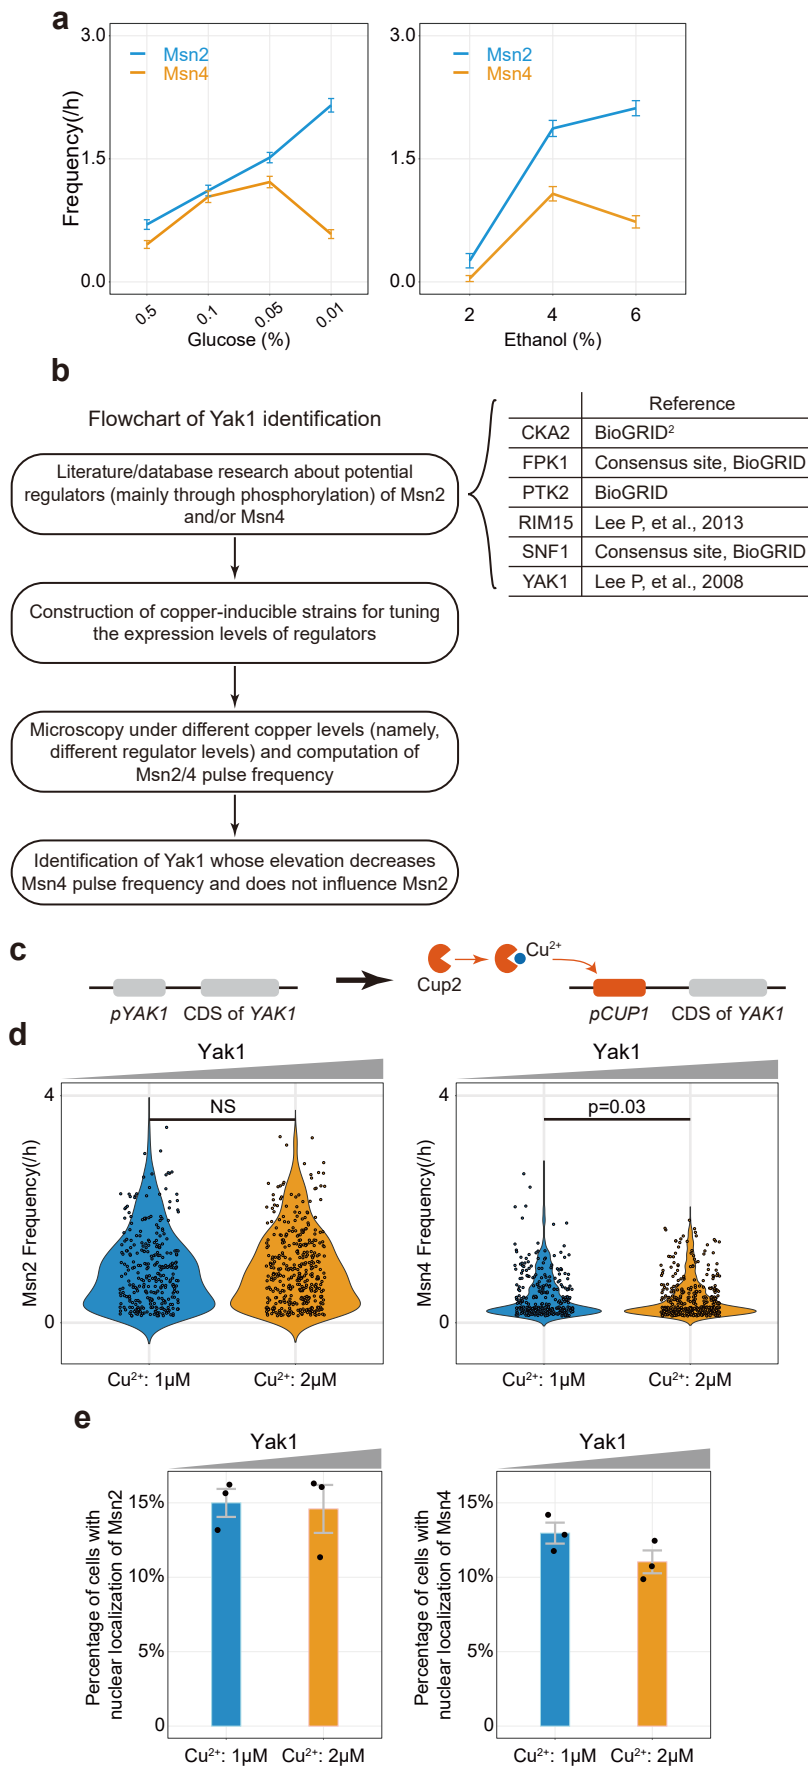

**Supplementary Fig. 8: Characterizations of the mechanism underlying temporal redundancy modulation.** (a) Biphasic dependence of Msn4 pulse frequency on stress level for both glucose limitation stress and ethanol stress. Data was replotted from Supplementary Fig. 1c. Cell numbers are 139, 176, 333, and 282 for glucose limitation stresses, and 54, 159, and 226 for ethanol stresses. Error bars indicate standard errors and centers indicate means. (b) Flowchart showing the steps involved in the identification of Yak1 as a candidate for kinase X. (c-e), Experimental evidence supporting that Yak1 could be the kinase X in our proposed model. (c) Endogenous promoter of YAK1 was replaced by copper-inducible *CUP1* promoter for perturbing Yak1 level by adding  $\text{Cu}^{2+}$  ( $\text{CuSO}_4$ ). (d) An increase in Yak1 expression level decreases the pulse frequency of Msn4 but not Msn2 under glucose limitation stress (0.05% glucose). Two-sided student's t-test was conducted for Msn2 pulse frequency and one-sided student's t-test was conducted for Msn4 pulse frequency. Cell numbers are 305 and 390 for low and high induction levels, respectively. (e) An increase in Yak1 expression level decreases the percentage of cells with nuclear localization of Msn4 but not Msn2 under glucose limitation stress (0.05% glucose). Single time-point snapshots of the mutant strain in (c) were used to quantify the nuclear localization of Msn2 and Msn4 under different induction levels. Error bars indicate standard errors of 3 biological repeats and centers indicate means. Cell numbers are 1733 and 1893 for low and high induction levels, respectively.

**a**

| Candidate models                                                                                | 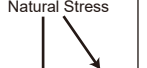 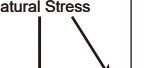 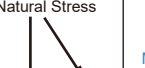 |   |     | Other models |     |
|-------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|-----|--------------|-----|
|                                                                                                 | <p>Low stress<br/> </p> <p>High stress<br/> </p>                                   |   |     |              |     |
| If compatible with the following evidences:                                                     |                                                                                                                                                                                                                                                          |   |     |              |     |
| PKA has a higher affinity for Msn4 than for Msn2 (this paper)                                   | ✓                                                                                                                                                                                                                                                        | ✓ | ✓   | Not relevant |     |
| Pulse frequency of Msn4 rather than Msn2 shows biphasic dependence on stress level (this paper) | ✓                                                                                                                                                                                                                                                        | ✓ | ✓   | Not relevant |     |
| Msn4 rather than Msn2 pulses in the absence of PKA <sup>3</sup>                                 | ✓                                                                                                                                                                                                                                                        | ✗ | ✓   | Not relevant |     |
| A kinase inhibiting Msn4 alone is identified (this paper)                                       | ✓                                                                                                                                                                                                                                                        | ✓ | ✗   | Not relevant |     |
| Additional note                                                                                 | (1)                                                                                                                                                                                                                                                      |   | (2) | (3)          | (4) |

(2) This model is possible if other kinases or phosphatases inducing Msn4 nuclear localization alone are found.

(3) No physical protein-protein interactions between Msn2 and Msn4 are found in the database and since both Msn2 and Msn4 are activated simultaneously and exhibit relatively high levels of nuclear localization under transient responses to stresses, it is also unlikely for Msn2 and Msn4 to negatively affect each other's nuclear localization in an indirect manner.

(4) Other models may also be possible if more evidences are found.

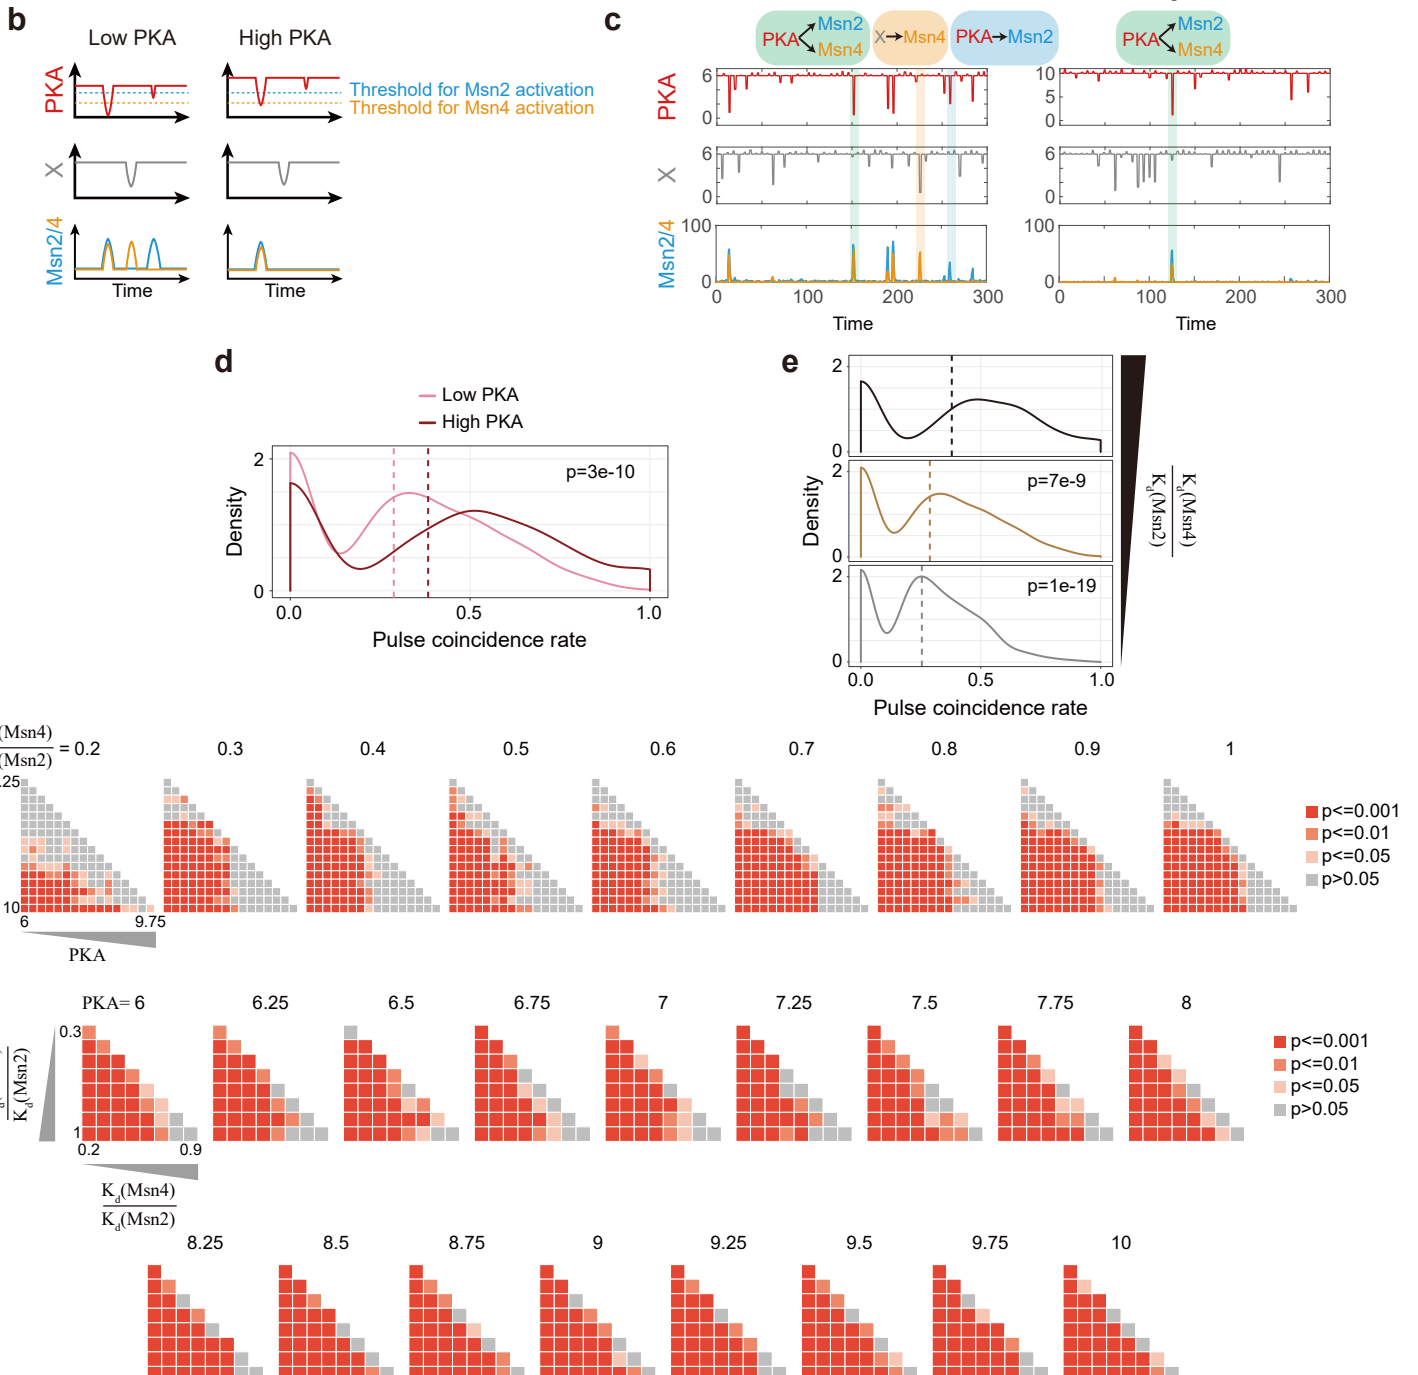

**Supplementary Fig. 9: Model predictions for extrinsic and intrinsic controls of temporal relationship between Msn2 and Msn4.** (a) Discussion about some alternative models. (b) Schematics illustrating that pulse coincidence rate increases when elevating PKA. When PKA is elevated, Msn2-only pulse is less likely to occur since the weak down-regulation of PKA can no longer reach the threshold for Msn2 activation. Meanwhile, Msn4-only pulse induced by kinase X is also less likely to occur due to the high activity of PKA and its competition with X to bind with Msn4. (c) Example simulated single-cell traces under low PKA (left panel) and high PKA (right panel). Parameters:  $K_d(\text{Msn4})/K_d(\text{Msn2}) = 0.5$ , PKA is 6 for low PKA and 10 for high PKA. (d) Model simulations for the extrinsic control of temporal relationship show that elevating PKA increases pulse coincidence rate and changes its distribution. Cell numbers are 498 and 480 for low (PKA = 7) and high (PKA = 8) PKA. Dashed lines indicate means and the p value of one-sided K-S test is shown. Parameters:  $K_d(\text{Msn4})/K_d(\text{Msn2}) = 0.3$ . (e) Model simulations for the intrinsic control of temporal relationship show that elevating PKA affinity difference (namely, decreasing  $K_d(\text{Msn4})/K_d(\text{Msn2})$ ) decreases pulse coincidence rate and changes its distribution. Dashed lines indicate means and p values of one-sided K-S test between the bottom two panels and the top panel are shown. Values of  $K_d(\text{Msn4})/K_d(\text{Msn2})$  are 0.4, 0.3, and 0.2, and cell numbers are 491, 498, and 500 (top to bottom). Additional parameters: PKA = 7. **f-g**, Elevating PKA (**f**) or decreasing PKA affinity difference (**g**, namely, increasing  $K_d(\text{Msn4})/K_d(\text{Msn2})$ ) increases pulse coincidence rate and changes its distribution under a wide range of parameter values. For each matrix element, two distributions of pulse coincidence rates were obtained from simulations using parameter values of indicated row or column value (together with the shared parameter indicated on the top of the panel), and one-sided K-S test was performed to obtain the p value. Cell numbers in all conditions are between 271 and 500.

Supplementary Fig. 10

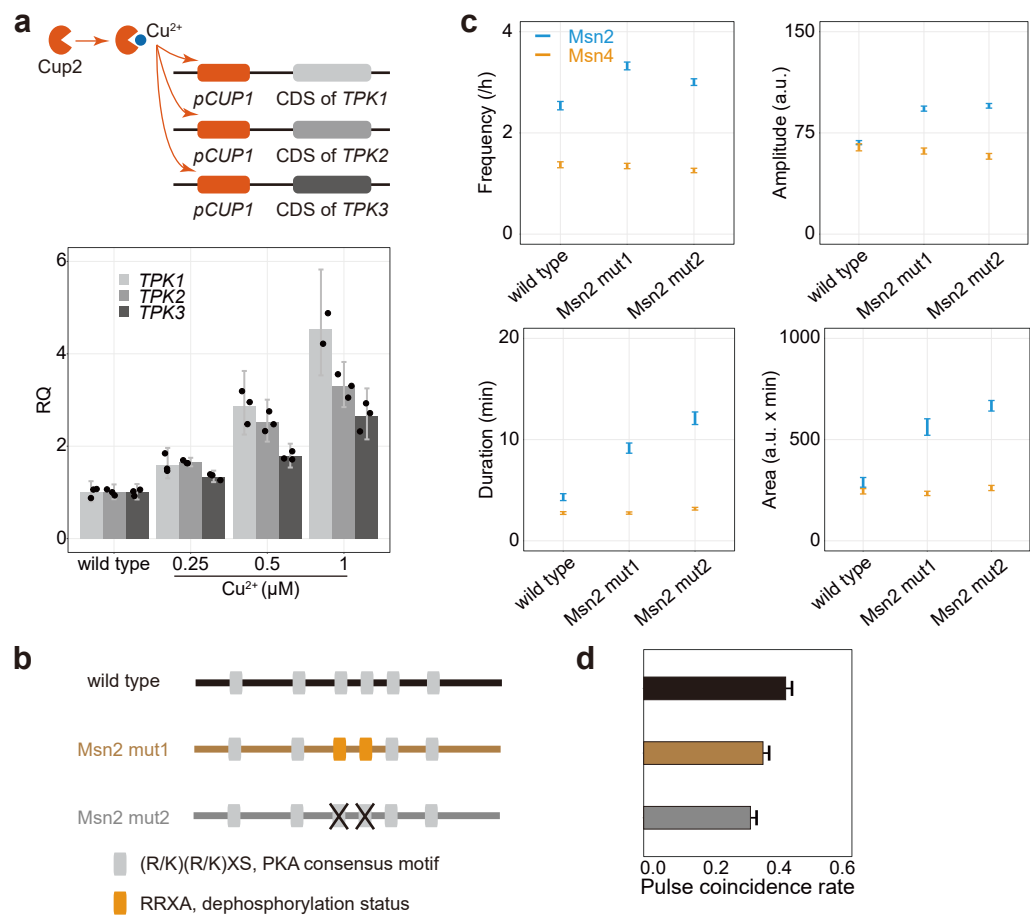

**Supplementary Fig. 10: Experimental tests for extrinsic and intrinsic controls of temporal relationship between Msn2 and Msn4.** (a) Experimental design for testing the extrinsic control of temporal relationship by altering PKA level. Endogenous promoters of *TPK1*, *TPK2* and *TPK3* (three catalytic subunits of PKA) were replaced by copper-inducible *CUP1* promoter and quantitative PCR analysis was performed under different concentrations of  $\text{Cu}^{2+}$  with wild type serving as the reference. Error bars represent 95% CIs from three technical replicates and centers indicate means. (b) Schematic of strains with Msn2 mutations for testing the intrinsic control of temporal relationship. (c) Both Msn2 mut1 and Msn2 mut2 increased the frequency, amplitude, duration and area of Msn2 pulse rather than Msn4 pulse under glucose limitation stress (0.01% glucose). Cell numbers are 525, 652, 761, and 752. Error bars indicate standard errors and centers indicate means. (d) Both Msn2 mut1 and Msn2 mut2 display decreased pulse coincidence rate between Msn2 and Msn4 relative to wild type under glucose limitation stress (0.01% glucose). Cell numbers are 525, 652, 761, and 752. Error bars indicate 95% CIs and centers indicate means. See also Supplementary Fig. 14k.

Supplementary Fig. 11

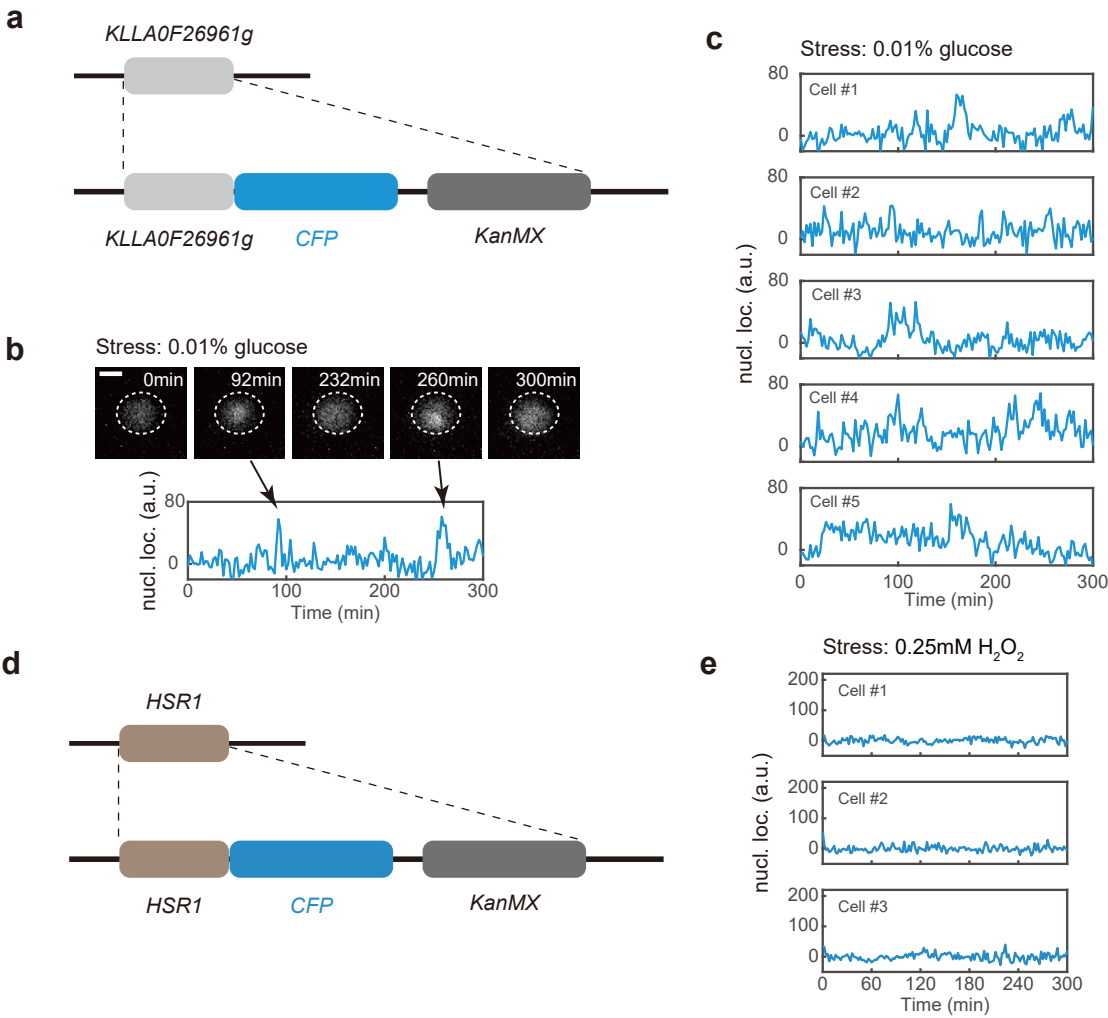

**Supplementary Fig. 11: KLLA0F26961g (Msn2/4 ortholog in *K. lactis*) exhibits pulsatile dynamics, while Hsr1 (Msn2/4 ortholog in *S. pombe*) does not.** (a) Endogenous KLLA0F26961g in *K. lactis* was fused with CFP for imaging its dynamics. (b) An example single-cell trace (out of 210 single-cell traces) showing pulsatile dynamics of KLLA0F26961g nuclear localization under glucose limitation stress (0.01% glucose). Filmstrips indicate two pulse events (arrows). White dashed circles indicate cell boundaries and scale bar indicates 2  $\mu\text{m}$ . (c) Additional single-cell traces of KLLA0F26961g-CFP nuclear localization showing pulsatile dynamics under glucose limitation (0.01% glucose). See also Supplementary Movie 3. (d) Endogenous Hsr1 in *S. pombe* was fused with CFP for imaging its dynamics. (e) Hsr1 does not exhibit pulsatile dynamics in *S. pombe*. Three example single-cell traces of Hsr1-CFP nuclear localization are shown under oxidative stress (0.25 mM  $\text{H}_2\text{O}_2$ ). See also Supplementary Movie 4.

Supplementary Fig. 12

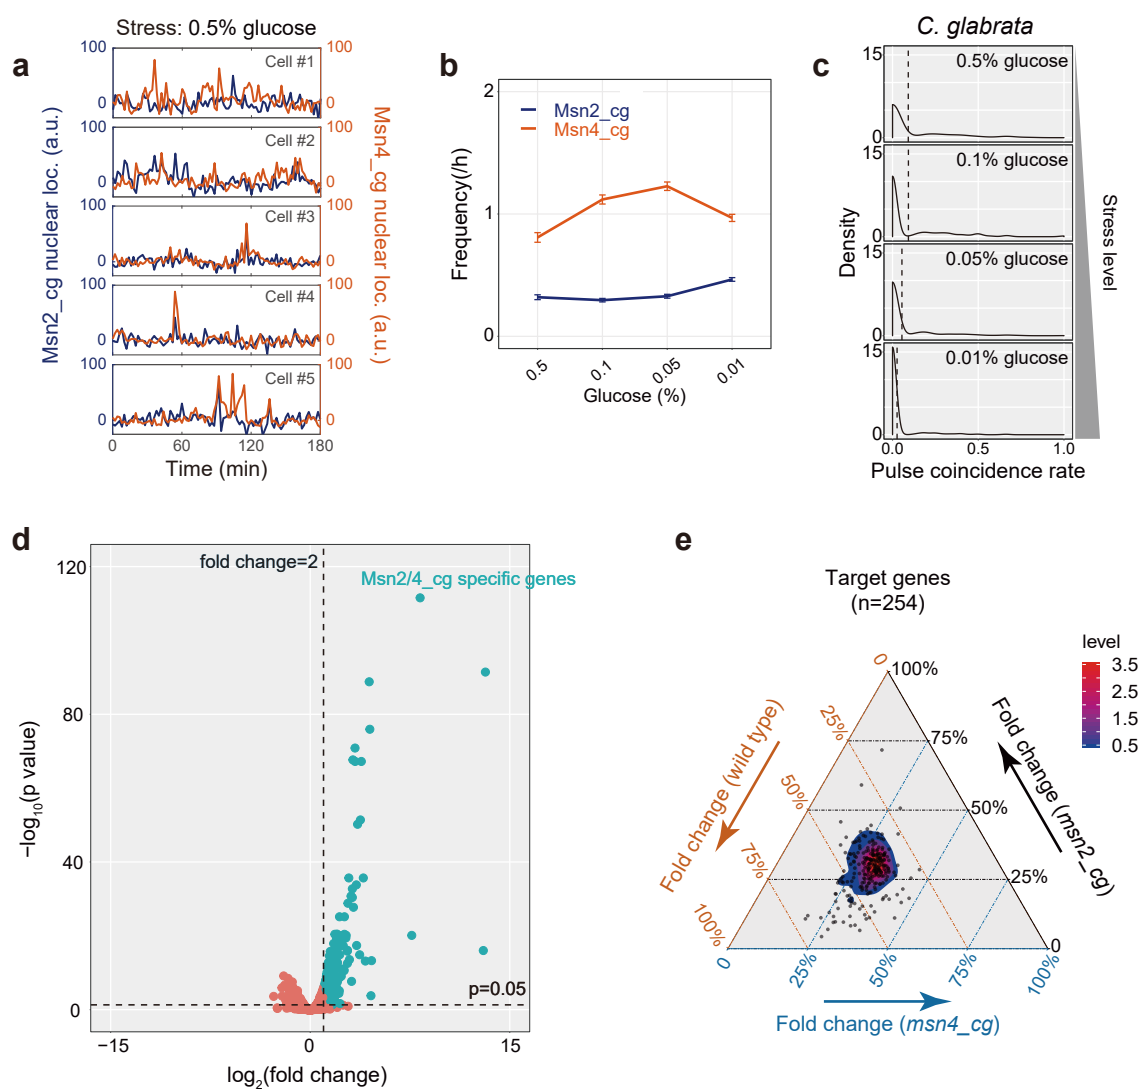

**Supplementary Fig. 12: Characterizations of temporal relationship and functional redundancy between Msn2\_cg and Msn4\_cg in *C. glabrata*.** (a) Example single-cell traces of Msn2/4\_cg nuclear localization dynamics under glucose limitation stress (0.5% glucose) in *C. glabrata*. (b) Biphasic dependence of Msn4\_cg pulse frequency on the level of glucose limitation stress. Error bars indicate standard errors and centers indicate means (n = 525, 652, 761, and 752 cells, from left to right). (c) Distributions of single-cell pulse coincidence rates between Msn2\_cg and Msn4\_cg under different levels of glucose limitation stress. Dashed lines indicate means. (d) Msn2/4\_cg target genes (Fig. 5d) were identified by differential gene expression analysis between wild type (*C. glabrata*) and *msn2\_cg msn4\_cg* under osmotic stress (0.5 M KCl, two biological replicates). 254 genes with fold changes larger than 2 and p values from *DESeq2* software smaller than 0.05 (dashed lines) were identified as Msn2/4\_cg specific genes (shown as cyan dots in volcano plot). Note that Msn2\_cg and Msn4\_cg were also identified but were excluded from the list. (e) Results from a biological replicate of Fig. 5d.

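The comparison behind Supplementary Fig. 12d was run on the deposited counts with edgeR and with DESeq2. DESeq2 called 254 genes higher in wild type than in msn2_cg msn4_cg, besides the deleted genes, and 72 genes lower. Of these 254, 252 are among the study's 254 genes, as matched through its source data. The 205 genes called by edgeR's quasi-likelihood test are all among the study's genes, and 204 of them were called by DESeq2 here. The 5 targets with the largest log2 fold change in edgeR were CAGL0J03080g (8.29), CAGL0M11000g (7.40), CAGL0B01078g (4.51), CAGL0A02211g (4.47) and CAGL0F04719g (4.45). CAGL0J03080g had 1208 ± 506 TMM-normalized CPM in wild type with KCl (SD, n = 2) and 3.83 ± 0.226 in the double deletion (SD, n = 2), with an adjusted p of 0.0027 in edgeR by Benjamini-Hochberg. CAGL0F04719g had 1673 ± 119.9 CPM in wild type (SD, n = 2) and 76.5 ± 13.2 in the double deletion (SD, n = 2), with the same adjusted p. CAGL0A02211g had 1054 ± 883 CPM in wild type (SD, n = 2) and 47.4 ± 14.2 in the double deletion (SD, n = 2), with an adjusted p of 0.0335. It was nonredundant in both replicates, with summed single-deletion fold changes of 0.520 and 0.438 of the wild-type one.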

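In the 4 libraries of Supplementary Fig. 12d, MSN2_cg (CAGL0F05995g) had 1598 and 1126 counts in wild type and 1 and 0 counts in msn2_cg msn4_cg (adjusted p = 0.0024 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MSN4_cg (CAGL0M13189g) had 26131 and 24861 counts in wild type and 3 and 5 counts in the double deletion (adjusted p = 9.3e-04). Supplementary Fig. 12e shows the libraries deposited as replicate 1, and Fig. 5d those deposited as replicate 2. In replicate 1, 34 of the 205 targets had a wild-type fold change under 2 and 11 had one under 1.2, and in replicate 2 these numbers were 36 and 13. Of the 5 targets with the largest fold change over the double deletion, CAGL0F04719g had summed single-deletion fold changes of 0.622 of the wild-type one in replicate 1 and 1.80 in replicate 2. CAGL0B01078g had 0.968 and 1.97, so that both genes were nonredundant in replicate 1 alone.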

Supplementary Fig. 13

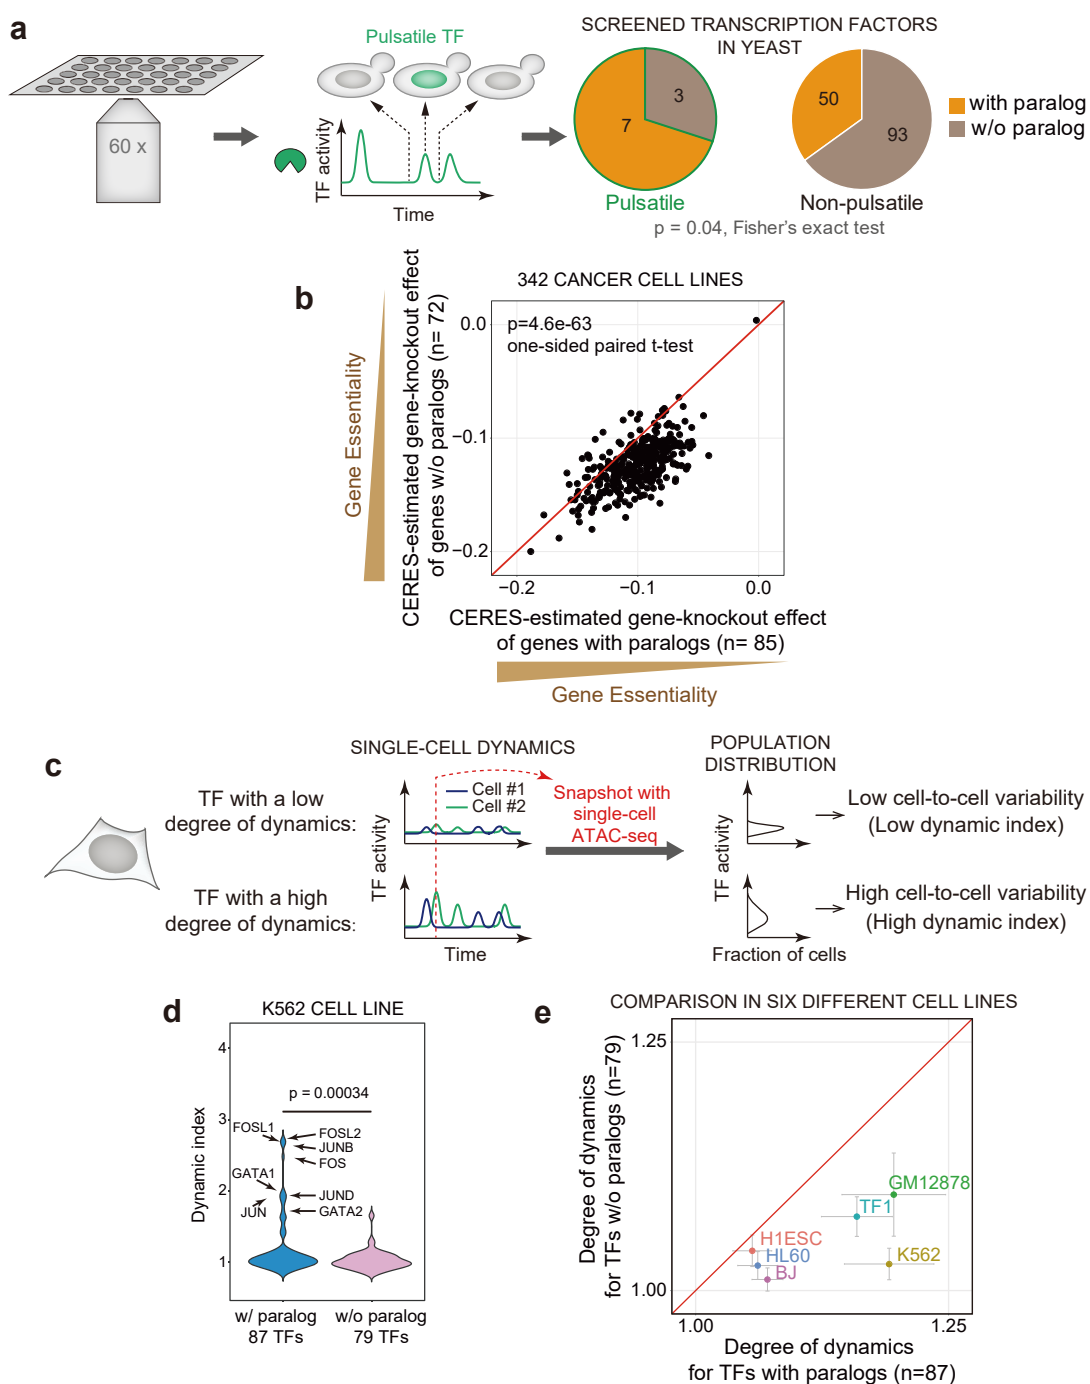

**Supplementary Fig. 13: TFs with redundant paralogs are more likely to display temporal activity dynamics than singleton TFs in both yeast and human cells.** (a) TFs with paralogs are over-represented in pulsatile transcription factors that were identified in a proteome-wide imaging-based screen in yeast<sup>4</sup>. In this assay (left panel), 10 out of 153 yeast TFs were found to be pulsatile (right panel; see middle panel for a schematic of a pulsatile TF). Classification of genes as with or without paralogs was based on Yeast Gene Order Browser<sup>5</sup>. p value of two-sided Fisher's exact test is shown. (b) Human TFs with paralogs are less essential than those without paralogs in 342 cancer cell lines, suggesting higher degrees of functional redundancy for paralogous TFs. Data was extracted from CERES-estimated gene-knockout effects in CRISPR-Cas9 essentiality screens<sup>6</sup>. Scores of 0 and -1 correspond to the median effects of nonessential and common core essential genes, respectively. Mean scores of paralogous versus non-paralogous TFs in each cell line were shown as scatter plot. (c) Schematic explaining the inference of the degree of TF dynamics (which typically requires time-lapse imaging) based on the cell-to-cell variability of TF activity in the snapshot data of a cell population (e.g., single-cell ATAC-seq data). Note that the ergodicity is assumed. (d) Dynamic indexes for paralogous human TFs versus non-paralogous TFs in K562 cell line. Dynamic indexes, or the degrees of dynamics, for TFs were adopted from a previous work<sup>7</sup> that quantified temporal dynamics using single-cell ATAC-seq data of human cell lines. Classification of TFs as either with or without paralogs was based on the literature<sup>8</sup>. p value indicates one-sided student's t-test. (e) Dynamic indexes for paralogous human TFs versus non-paralogous TFs in six human cell lines. These results suggest that human TFs with paralogs are more likely to be dynamic than those without paralogs. Error bars indicate standard errors and centers indicate means. n indicates the number of TFs. Note that the set of TFs in (b) was a subset of the TFs analyzed in the ATAC-seq data.

Supplementary Fig. 14

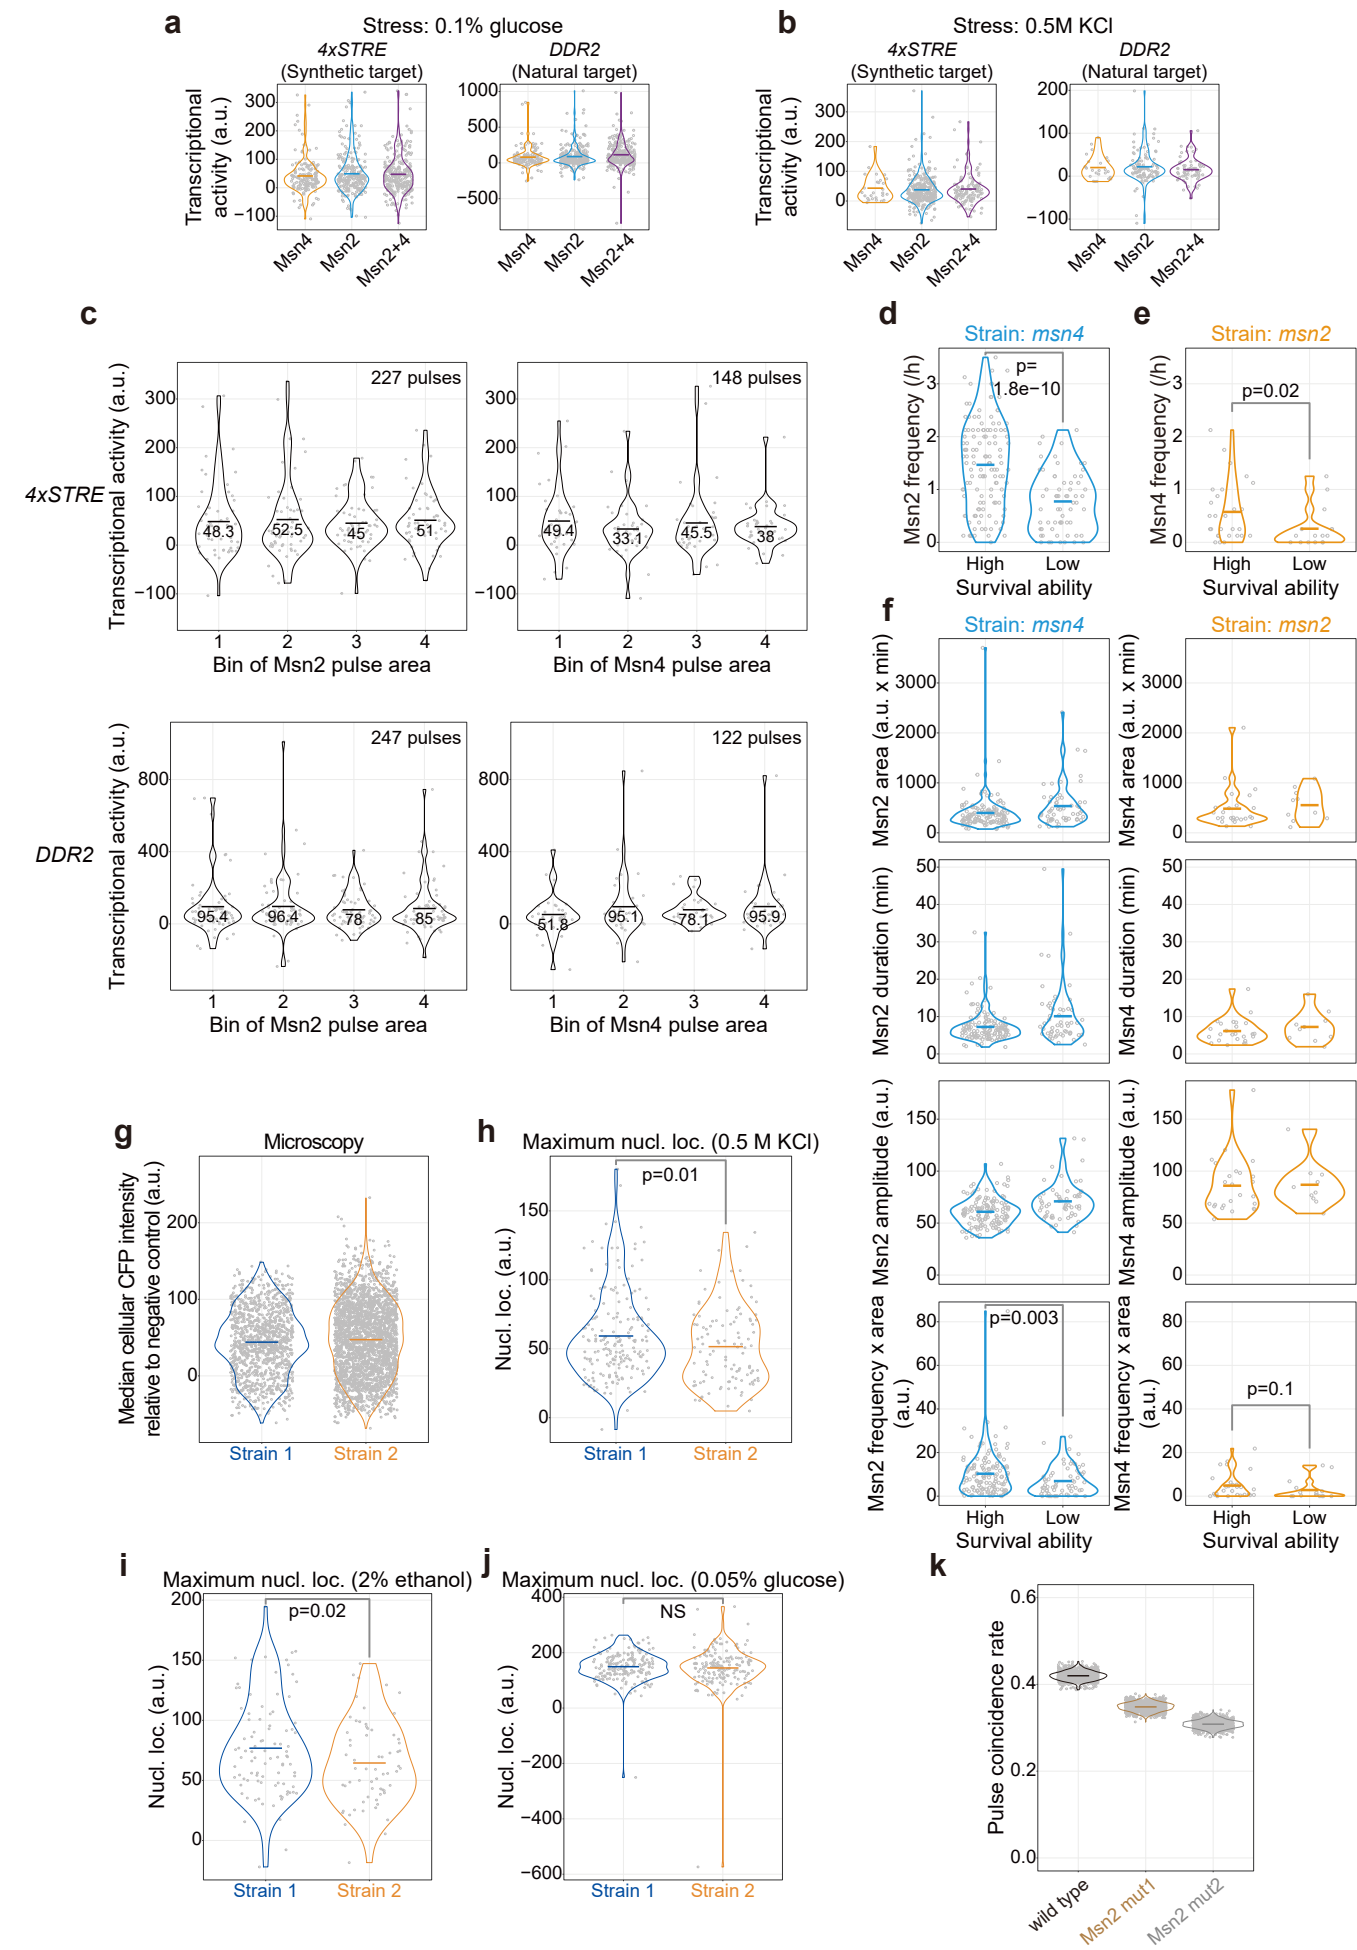

**Supplementary Fig. 14: Dot plot presentations of all bar graphs in this study.** (a) Violin plot presentation of Fig. 2b. Short horizontal lines indicate means. (b) Violin plot presentation of Supplementary Fig. 4a. Short horizontal lines indicate means. (c) Violin plot presentation of Supplementary Fig. 4d. Short horizontal lines and numbers indicate means. **d-e**, Violin plot presentations of Supplementary Fig. 6a-b. Short horizontal lines indicate means and p values indicate one-sided student's t-test. (f) Violin plot presentation of Supplementary Fig. 6c. Short horizontal lines indicate means and p values indicate one-sided student's t-test. (g) Violin plot presentation of Supplementary Fig. 7d. Short horizontal lines indicate means. (h) Violin plot presentation of Supplementary Fig. 7e. Short horizontal lines indicate means and p value indicates one-sided student's t-test. (i) Violin plot presentation of Supplementary Fig. 7f. Short horizontal lines indicate means and p value indicates one-sided student's t-test. (j) Violin plot presentation of Supplementary Fig. 7g. Short horizontal lines indicate means and two-sided student's t-test was conducted. (k) Violin plot presentation of Supplementary Fig. 10d. Short horizontal lines indicate means. Dot numbers of all figures are indicated in the legends of original figures.

**Supplementary Table 1. List of strains constructed and used in this study**

| <b>ID</b> | <b>Strain designation</b>                                                                         | <b>Strain genotype</b>                                                                                                                                                     | <b>Species</b>                   | <b>Used in figure</b>                               |
|-----------|---------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------|-----------------------------------------------------|
| 7         | <i>MSN2-CFP</i><br><i>MSN4-YFP</i>                                                                | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3</i>                                                                                                                  | <i>Saccharomyces cerevisiae</i>  | 3c-e; S5a-c, S6d-e;                                 |
| 25        | <i>MSN2-CFP</i><br><i>MSN4-YFP</i><br><i>PCP-iRFP</i><br><i>4xSTRE-24xPP7</i>                     | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3 PCP-</i><br><i>iRFP::LEU2 4xSTRE-</i><br><i>24xPP7::KANMX</i>                                                        | <i>Saccharomyces cerevisiae</i>  | 1b-d; 2a-c; 3b; 4d; S1c; S2-4; S8a; S10; S14a-c, k; |
| 48        | <i>msn2 MSN4-YFP</i>                                                                              | <i>BY4741 msn2::MET17 MSN4-YFP::CaURA3</i>                                                                                                                                 | <i>Saccharomyces cerevisiae</i>  | S6b-c; S14e-f;                                      |
| 49        | <i>msn4 MSN2-CFP</i>                                                                              | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>msn4::MET17</i>                                                                                                                       | <i>Saccharomyces cerevisiae</i>  | S6a, c; S14d, f;                                    |
| 55        | <i>MSN2-CFP</i><br><i>MSN4-YFP</i><br><i>PCP-iRFP</i><br><i>DDR2-24xPP7</i>                       | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3 PCP-</i><br><i>iRFP::LEU2 DDR2-</i><br><i>24xPP7::KANMX</i>                                                          | <i>Saccharomyces cerevisiae</i>  | 2b; S4a, d; S14a-c;                                 |
| 63        | <i>msn2 MSN4-YFP PCP-iRFP</i><br><i>4xSTRE-24xPP7</i>                                             | <i>BY4741 msn2::MET17 MSN4-YFP::CaURA3 PCP-</i><br><i>iRFP::LEU2 4xSTRE-</i><br><i>24xPP7::KANMX</i>                                                                       | <i>Saccharomyces cerevisiae</i>  | 2c; S4c;                                            |
| 66        | <i>MSN2-CFP</i><br><i>msn4 PCP-iRFP</i><br><i>4xSTRE-24xPP7</i>                                   | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>msn4::MET17 PCP-</i><br><i>iRFP::LEU2 4xSTRE-</i><br><i>24xPP7::KANMX</i>                                                             | <i>Saccharomyces cerevisiae</i>  | 2c; S4c;                                            |
| 126       | <i>MSN2-CFP</i><br><i>msn4 4xSTRE-YFP</i>                                                         | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>msn4::MET17 4xSTRE-</i><br><i>YFP(yEVenus)::KANMX</i>                                                                                 | <i>Saccharomyces cerevisiae</i>  | S7; S14g-j;                                         |
| 128       | <i>MSN2p-MSN4-CFP msn4</i><br><i>4xSTRE-YFP</i>                                                   | <i>BY4741 MSN2::MSN4-</i><br><i>CFP::spHIS5 msn4::MET17</i><br><i>4xSTRE-</i><br><i>YFP(yEVenus)::KANMX</i>                                                                | <i>Saccharomyces cerevisiae</i>  | S7; S14g-j;                                         |
| 183       | <i>HSR1-CFP</i>                                                                                   | <i>972h- HSR1-CFP::KANMX</i>                                                                                                                                               | <i>Schizosaccharomyces pombe</i> | S11e;                                               |

|     |                                                                                    |                                                                                                                                                                       |                                 |                   |
|-----|------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|-------------------|
| 184 | <i>KLLA0F26961g-CFP</i>                                                            | <i>CBS141 KLLA0F26961g-CFP::KANMX</i>                                                                                                                                 | <i>Kluyveromyces lactis</i>     | S11b-c;           |
| 189 | <i>BG2</i>                                                                         | <i>BG2(wild type)</i>                                                                                                                                                 | <i>Candida glabrata</i>         | 5d; S12d-e;       |
| 193 | <i>MSN2_cg-CFP</i><br><i>MSN4_cg-YFP</i>                                           | <i>BG2 CAGL0F05995g-CFP::KANMX</i><br><i>CAGL0M13189g-YFP::NATMX6</i>                                                                                                 | <i>Candida glabrata</i>         | 5b-c; S12a-c;     |
| 195 | <i>msn2_cg</i>                                                                     | <i>BG2 cagl0f05995g::KANMX</i>                                                                                                                                        | <i>Candida glabrata</i>         | 5d; S12e;         |
| 196 | <i>msn4_cg</i>                                                                     | <i>BG2 cagl0m13189g::NATMX6</i>                                                                                                                                       | <i>Candida glabrata</i>         | 5d; S12e;         |
| 197 | <i>msn2_cg</i><br><i>msn4_cg</i>                                                   | <i>BG2 cagl0f05995g::KANMX</i><br><i>cagl0m13189g::NATMX6</i>                                                                                                         | <i>Candida glabrata</i>         | S12d;             |
| 198 | <i>MSN2 mut2</i>                                                                   | <i>BY4741 MSN2(<math>\Delta</math>aa619-629::PVQPRK)-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3 PCP-iRFP::LEU2 4xSTRE-24xPP7::KANMX</i>                                   | <i>Saccharomyces cerevisiae</i> | 4d; S10c-d; S14k; |
| 202 | <i>MSN2 mut1</i>                                                                   | <i>BY4741 MSN2(<math>\Delta</math>aa617-620::RRPA, <math>\Delta</math>aa622-625::RRKA)-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3 PCP-iRFP::LEU2 4xSTRE-24xPP7::KANMX</i> | <i>Saccharomyces cerevisiae</i> | 4d; S10c-d; S14k; |
| 208 | <i>MSN2(<math>\Delta</math>DBD)-CFP</i><br><i>MSN4(<math>\Delta</math>DBD)-YFP</i> | <i>BY4741 MSN2(<math>\Delta</math>aa642-704)-CFP::spHIS5</i><br><i>MSN4(<math>\Delta</math>aa568-630)-YFP::LEU2</i>                                                   | <i>Saccharomyces cerevisiae</i> | S5d-e;            |
| 211 | <i>MSN2-CFP</i><br><i>MSN4-YFP</i><br><i>CUP1p-YAK1</i>                            | <i>BY4741 MSN2-CFP::spHIS5</i><br><i>MSN4-YFP::CaURA3</i><br><i>YAK1p::LEU2-CUP1p-YAK1</i>                                                                            | <i>Saccharomyces cerevisiae</i> | S8d-e;            |

**Supplementary Table 2. List of primers used in this study**

| <b>Name</b>                                         | <b>Sequence (5' to 3')</b>          |
|-----------------------------------------------------|-------------------------------------|
| MSN2-fusion-upstream-homology-arm-F                 | gtacggtgccgcttacaaat                |
| MSN2-fusion-upstream-homology-arm-R                 | aatgtctccatgtttttatgagtct           |
| MSN2-fusion-downstream-homology-arm-F               | tagaccccatTTTTtaattcg               |
| MSN2-fusion-downstream-homology-arm-R               | ataatg'gcacggaattcat                |
| MSN4-fusion-upstream-homology-arm-F                 | gctaaattggcgacttctgg                |
| MSN4-fusion-upstream-homology-arm-R                 | aaaatcacgtgcttttgtg                 |
| MSN4-fusion-downstream-homology-arm-F               | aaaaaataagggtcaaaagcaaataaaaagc     |
| MSN4-fusion-downstream-homology-arm-R               | agcaaacgtcgtaccaatcc                |
| MSN2-deletion-upstream-homology-arm-F               | ttccagcgaaagagacaggt                |
| MSN2-deletion-upstream-homology-arm-R               | tcatggtcgaccgtcatt                  |
| MSN2-deletion-downstream-homology-arm-F             | tagaccccatTTTTtaattcgatagatctt      |
| MSN2-deletion-downstream-homology-arm-R             | ataatg'gcacggaattcat                |
| MSN4-deletion-upstream-homology-arm-F               | ctttctcccacgaggttca                 |
| MSN4-deletion-upstream-homology-arm-R               | tgcgtgacgaacgaaactactattag          |
| MSN4-deletion-downstream-homology-arm-F             | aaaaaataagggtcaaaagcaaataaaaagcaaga |
| MSN4-deletion-downstream-homology-arm-R             | agcaaacgtcgtaccaatcc                |
| DDR2-fusion-upstream-homology-arm-F                 | caagggtgtcaaactcaataaa              |
| DDR2-fusion-upstream-homology-arm-R                 | ctaaatcaaaaaggccaaagca              |
| DDR2-fusion-downstream-homology-arm-F               | gaaaaacgccgcttactgccac              |
| DDR2-fusion-downstream-homology-arm-R               | ctcacatgcattacaccttggtttc           |
| MSN4-CDS-F                                          | atgctagtcttcggacctaatag             |
| MSN4-CDS-R                                          | aaaatcacgtgcttttgtgag               |
| CUP1-promoter-F                                     | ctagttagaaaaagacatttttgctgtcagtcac  |
| CUP1-promoter-R                                     | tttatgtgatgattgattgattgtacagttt     |
| TPK1-promoter-replacement-upstream-homology-arm-F   | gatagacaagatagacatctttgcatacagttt   |
| TPK1-promoter-replacement-upstream-homology-arm-R   | atgtttttaaggcccgccagcg              |
| TPK1-promoter-replacement-downstream-homology-arm-F | atgtcgactgaagaacaaaatggag           |
| TPK1-promoter-replacement-downstream-homology-arm-R | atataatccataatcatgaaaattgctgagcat   |
| TPK2-promoter-replacement-upstream-homology-arm-F   | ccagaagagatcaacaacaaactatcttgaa     |

|                                                     |                                         |
|-----------------------------------------------------|-----------------------------------------|
| TPK2-promoter-replacement-upstream-homology-arm-R   | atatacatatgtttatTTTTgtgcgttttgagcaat    |
| TPK2-promoter-replacement-downstream-homology-arm-F | atggaattcgttcagaaagggc                  |
| TPK2-promoter-replacement-downstream-homology-arm-R | ttaggaaatctttgtgacttttcagtaacg          |
| TPK3-promoter-replacement-upstream-homology-arm-F   | atgtcccaactatttcaaaagttgtacatg          |
| TPK3-promoter-replacement-upstream-homology-arm-R   | agagtatctgaaacgttgacgcaatt              |
| TPK3-promoter-replacement-downstream-homology-arm-F | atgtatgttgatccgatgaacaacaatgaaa         |
| TPK3-promoter-replacement-downstream-homology-arm-R | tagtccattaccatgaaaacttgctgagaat         |
| HSR1-fusion-upstream-homology-arm-F                 | aaagccatttgtttgtatatgtggaaaacg          |
| HSR1-fusion-upstream-homology-arm-R                 | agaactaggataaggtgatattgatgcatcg         |
| HSR1-fusion-downstream-homology-arm-F               | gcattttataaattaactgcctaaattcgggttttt    |
| HSR1-fusion-downstream-homology-arm-R               | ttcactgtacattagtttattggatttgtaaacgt     |
| KLLA0F26961g-fusion-upstream-homology-arm-F         | aggctcagaagaaaatctgcattgaatagg          |
| KLLA0F26961g-fusion-upstream-homology-arm-R         | gtgcttgtttgaagaattcgtgactct             |
| KLLA0F26961g-fusion-downstream-homology-arm-F       | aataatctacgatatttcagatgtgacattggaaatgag |
| KLLA0F26961g-fusion-downstream-homology-arm-R       | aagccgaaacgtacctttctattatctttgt         |
| MSN2_cg-fusion-upstream-homology-arm-F              | gcaaaccaaaacttctacaaccctgaaa            |
| MSN2_cg-fusion-upstream-homology-arm-R              | ttcttagttgtggaagtacttcccact             |
| MSN2_cg-fusion-downstream-homology-arm-F            | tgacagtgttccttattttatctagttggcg         |
| MSN2_cg-fusion-downstream-homology-arm-R            | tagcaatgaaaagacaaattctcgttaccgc         |
| MSN4_cg-fusion-upstream-homology-arm-F              | gaagatgctgtcctgtccgatgatga              |
| MSN4_cg-fusion-upstream-homology-arm-R              | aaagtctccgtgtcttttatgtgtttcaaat         |
| MSN4_cg-fusion-downstream-homology-arm-F            | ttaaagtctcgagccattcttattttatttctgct     |
| MSN4_cg-fusion-downstream-homology-arm-R            | tcgggggcatctaataattttccgtttca           |
| MSN2_cg-deletion-upstream-homology-arm-F            | ccgtttactcaacaatgagacgcaagtcc           |
| MSN2_cg-deletion-upstream-homology-arm-R            | ctgttcttgttgatctgtgtttggatggcc          |
| MSN2_cg-deletion-downstream-homology-arm-F          | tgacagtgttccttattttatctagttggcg         |
| MSN2_cg-deletion-downstream-homology-arm-R          | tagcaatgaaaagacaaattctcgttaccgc         |
| MSN4_cg-deletion-upstream-homology-arm-F            | cccaaatgcagagaacatgttccatgcc            |

|                                                     |                                                                              |
|-----------------------------------------------------|------------------------------------------------------------------------------|
| MSN4_cg-deletion-upstream-homology-arm-R            | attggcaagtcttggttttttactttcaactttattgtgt<br>atgttt                           |
| MSN4_cg-deletion-downstream-homology-arm-F          | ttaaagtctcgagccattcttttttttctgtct                                            |
| MSN4_cg-deletion-downstream-homology-arm-R          | tcgggggcacctaataatttccgtttca                                                 |
| MSN2_mut2-part1-F                                   | ttccagcgaaagagacaggt                                                         |
| MSN2_mut2-part1-R                                   | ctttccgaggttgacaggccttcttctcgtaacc<br>ccagcac                                |
| MSN2_mut2-part2-F                                   | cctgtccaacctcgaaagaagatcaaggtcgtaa<br>tagaatcaacaaggaact                     |
| MSN2_mut2-part2-R                                   | aatgtctccatgttttatgagctt                                                     |
| MSN2_mut1-part1-F                                   | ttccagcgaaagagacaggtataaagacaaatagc<br>ag                                    |
| MSN2_mut1-part1-R                                   | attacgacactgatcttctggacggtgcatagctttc<br>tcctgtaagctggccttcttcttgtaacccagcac |
| MSN2_mut1-part2-F                                   | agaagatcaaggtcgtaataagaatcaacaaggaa<br>ctcg                                  |
| MSN2_mut1-part2-R                                   | aatgtctccatgttttatgagctt                                                     |
| MSN2DBD-deletion-upstream-homology-arm-F            | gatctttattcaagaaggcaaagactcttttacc                                           |
| MSN2DBD-deletion-upstream-homology-arm-R            | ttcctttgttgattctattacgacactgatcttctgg                                        |
| MSN2DBD-deletion-downstream-homology-arm-F          | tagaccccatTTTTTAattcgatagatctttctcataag<br>ataattctg                         |
| MSN2DBD-deletion-downstream-homology-arm-R          | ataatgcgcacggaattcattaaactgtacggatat                                         |
| MSN4DBD-deletion-upstream-homology-arm-F            | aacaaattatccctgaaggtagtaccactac                                              |
| MSN4DBD-deletion-upstream-homology-arm-R            | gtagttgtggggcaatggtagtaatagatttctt                                           |
| MSN4DBD-deletion-downstream-homology-arm-F          | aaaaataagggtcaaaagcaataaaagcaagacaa<br>gct                                   |
| MSN4DBD-deletion-downstream-homology-arm-R          | agcaaacgtcgtaccaatccttgatgc                                                  |
| YAK1-promoter-replacement-upstream-homology-arm-F   | atcatcagcgttgacgtcatcttcatcc                                                 |
| YAK1-promoter-replacement-upstream-homology-arm-R   | gttgagtttgaggcgaaagtacacaaa                                                  |
| YAK1-promoter-replacement-downstream-homology-arm-F | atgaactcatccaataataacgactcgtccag                                             |
| YAK1-promoter-replacement-downstream-homology-arm-R | gaaggatactggccactgctatttctg                                                  |
| TPK1-qPCR-F                                         | taaggacactgggtacgggt                                                         |
| TPK1-qPCR-R                                         | ggcgtgtatcctgctagcat                                                         |
| TPK2-qPCR-F                                         | tagggttcatttggtgcgct                                                         |

|             |                           |
|-------------|---------------------------|
| TPK2-qPCR-R | gaccaccaatccaccgactt      |
| TPK3-qPCR-F | gggaactggctcatttggga      |
| TPK3-qPCR-R | agcacacaaaaactccacca      |
| ACT1-qPCR-F | tcccaggtattgccgaaagaatgc  |
| ACT1-qPCR-R | gccaagatagaaccaccaatccaga |

**Supplementary Table 3. Details of reagents used in this study**

| <b>Reagent</b>                        | <b>Company</b> | <b>Catalog number</b> |
|---------------------------------------|----------------|-----------------------|
| Yeast extract                         | OXOID          | LP0021                |
| Bacto peptone                         | BD             | 211677                |
| Glucose                               | SIGMA          | V900392-500G          |
| Yeast nitrogen base w/o amino acids   | BD             | 291940                |
| Amino acid drop-out mix               | Clontech/MP    | 630423/114550412-CF   |
| EMM2 media                            | ELITE-MEDIA    | M886-01               |
| DRAQ7 dye                             | Abcam          | ab109202              |
| Concanavalin A                        | SIGMA          | C2010-250MG           |
| Potassium chloride                    | SIGMA          | P9541-500G            |
| Hydrogen peroxide                     | SIGMA          | 88597-100ML-F         |
| H-89                                  | MCE            | HY-15979A             |
| CuSO <sub>4</sub>                     | SIGMA          | C1297-100G            |
| L-Leucine                             | SIGMA          | 61819-25G             |
| L-Histidine                           | SIGMA          | 53319-25G             |
| Uracil                                | SIGMA          | U0750-5G              |
| L-Methionine                          | SIGMA          | M9625-5G              |
| L-Tryptophan                          | SIGMA          | T0254-1G              |
| Nourseothricin Sulfate                | HARVEYBIO      | N21030-100MG          |
| Geneticin                             | Gibco          | 10131-035             |
| Frozen-EZ Yeast Transformation II Kit | Zymo Research  | T2001                 |
| HiPure HP Plant RNA Mini Kit          | Magen          | R4165-01              |
| iScript                               | Bio-Rad        | 1708890               |
| FastKing RT Kit                       | Tiagen         | KR116-01              |
| GoTaq qPCR Master Mix                 | Promega        | A6001                 |

## References

1. Zhang, R. *et al.* High-throughput single-cell analysis for the proteomic dynamics study of the yeast osmotic stress response. *Sci Rep* **7**, 42200 (2017).
2. Oughtred, R. *et al.* The BioGRID database: A comprehensive biomedical resource of curated protein, genetic, and chemical interactions. *Protein Sci* **30**, 187-200 (2021).
3. Jacquet, M., Renault, G., Lallet, S., De Mey, J. & Goldbeter, A. Oscillatory nucleocytoplasmic shuttling of the general stress response transcriptional activators Msn2 and Msn4 in *Saccharomyces cerevisiae*. *J Cell Biol* **161**, 497-505 (2003).
4. Dalal, C.K., Cai, L., Lin, Y.H., Rahbar, K. & Elowitz, M.B. Pulsatile Dynamics in the Yeast Proteome. *Curr Biol* **24**, 2189-2194 (2014).
5. Byrne, K.P. & Wolfe, K.H. The Yeast Gene Order Browser: combining curated homology and syntenic context reveals gene fate in polyploid species. *Genome Res* **15**, 1456-1461 (2005).
6. Meyers, R.M. *et al.* Computational correction of copy number effect improves specificity of CRISPR-Cas9 essentiality screens in cancer cells. *Nature Genetics* **49**, 1779-+ (2017).
7. Buenrostro, J.D. *et al.* Single-cell chromatin accessibility reveals principles of regulatory variation. *Nature* **523**, 486-490 (2015).
8. Dandage, R. & Landry, C.R. Paralog dependency indirectly affects the robustness of human cells. *Molecular Systems Biology* **15** (2019).

# Supplementary material for: Yeast cell fate control by temporal redundancy modulation of transcription factor paralogs
**Source:** Nat Commun. 2021 May 25;12:3145. doi: 10.1038/s41467-021-23425-0
**Supplement:** Supplementary file 7 — Description of additional supplementary files

Description of additional supplementary information

Title: Supplementary Movie 1.

Description: Single-cell movie of Msn2-CFP and Msn4-YFP dynamics in response to glucose limitation stress. The movie and the corresponding nuclear localization traces of the cell in Fig. 1b are shown. The switch in glucose (from 2% to 0.1%) is indicated by the arrow.

Title: Supplementary Movie 2.

Description: Single-cell movie of Msn2/4 nuclear localization dynamics and DRAQ7 signal under glucose limitation stress. The movie and the corresponding traces of Msn2/4 nuclear localization and DRAQ7 signal of the cell in Fig. 3c are shown.

Title: Supplementary Movie 3.

Description: KLLA0F26961g (ortholog of Msn2 and Msn4 in K. lactis) shows pulsatile dynamics. The movie shows the time-lapse images of CFP-fused KLLA0F26961g under glucose limitation stress (0.01% glucose). Duration of the movie is 300 minutes and scale bar indicates 2 μm.

Title: Supplementary Movie 4.

Description: Hsr1 (ortholog of Msn2/4 in S. pombe) shows no dynamics. The movie shows the time-lapse images of CFP-fused Hsr1 under hydrogen peroxide (0.25 mM) stress. Duration of the movie is 300 minutes and scale bar indicates 5 μm

# Supplementary material for: Yeast cell fate control by temporal redundancy modulation of transcription factor paralogs
**Source:** Nat Commun. 2021 May 25;12:3145. doi: 10.1038/s41467-021-23425-0
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Micro-Manager v1.4; Custom scripts are available at [https://github.com/wyzfcb/code\\_of\\_yeast\\_cell\\_fate\\_control\\_paper](https://github.com/wyzfcb/code_of_yeast_cell_fate_control_paper).

Data analysis CircularHough\_GrdEx function from Mathworks File Exchange; 7500 software v2.3 (Applied Biosystems); Trimmomatic v0.38; Tophat v2.1.1; Cufflinks v2.2.1; featureCounts v1.6.3; R package DESeq2 v1.28.1; R package clusterProfiler v3.16.1; EasyFlow (<https://antebialab.github.io/easyflow>); Custom scripts are available at [https://github.com/wyzfcb/code\\_of\\_yeast\\_cell\\_fate\\_control\\_paper](https://github.com/wyzfcb/code_of_yeast_cell_fate_control_paper).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data generated in this study have been deposited in publicly accessible databases. The processed and raw RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) database under the accession code GSE161373 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161373>]. Source data are provided with this paper. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Sample size is the number of single cells/pulses after microscopy and in the field of single-cell study, sample size larger than 50 is typically sufficient. |
| Data exclusions | Only cells with tracking errors or at the corners of the imaging field during time-lapse microscopy were discarded due to low quality.                                                                 |
| Replication     | We conducted $\geq 2$ biologically independent experiments to obtain more than $\sim 50$ single cells. All attempts at replication were successful.                                                    |
| Randomization   | This is not relevant to our study since our samples are single cells from a single colony.                                                                                                             |
| Blinding        | Blinding is not relevant to our study since our samples are single cells from a single colony.                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For flow cytometry experiments, overnight single-colony culture was diluted to OD600 = 0.005. After 4-hour culture with normal media, fluorescent intensity of CFP was measured.                                                               |
| Instrument                | BD LSRFortessa flow cytometer                                                                                                                                                                                                                  |
| Software                  | EasyFlow ( <a href="https://antebilab.github.io/easyflow">https://antebilab.github.io/easyflow</a> )                                                                                                                                           |
| Cell population abundance | This is not relevant to our study since our samples are single yeast cells from the same single colony, which indicates that they are genetically identical and pure. We just gated for singlets and the abundance is indicated in the legend. |

Gating strategy

We only gated for singlets and the gating strategy is provided as an insert in the related figure.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

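The data are RNA-seq tables of 36 libraries in 3 experiments, each group with 2 replicates. The first is S. cerevisiae wild type, msn2 and msn4 with and without 0.5 M KCl for 15 min (12 libraries). The second is wild-type S. cerevisiae at 0.5, 0.1, 0.05 and 0.01% glucose (8 libraries). The third is C. glabrata wild type, msn2_cg, msn4_cg and msn2_cg msn4_cg with and without 0.5 M KCl (16 libraries). Samples were assigned to conditions and replicates from their labels.

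For S. cerevisiae, the authors trimmed reads with Trimmomatic, aligned them to sacCer3 with Tophat and deposited FPKM from Cufflinks per locus, with the lower and upper 95% bounds in FPKM and a status for each library. The 20 status columns were not used. For C. glabrata, the authors aligned reads to CBS138 with Tophat and deposited raw featureCounts counts per gene with gene lengths. Whether the counting used strand, and how it treated reads that match several genes, is not stated, so that counts of near-identical or overlapping genes are uncertain. TPM and CPM, the fold changes (ratios), log2 values, percent shares and p-values of the re-analysis were computed from the deposited FPKM and counts. Each replicate was deposited as its own table, and nothing was pooled.

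FPKM tables hold no counts, so depth is unknown, and a count model was not used on them. In C. glabrata the totals ran from 17244767 to 23796274 counts per library. Intervals are Wilson 95% intervals over genes, which cover the sampling of genes and not the variation between cultures. Loci of several genes, without a name or listed under a repeated name were left out of tests by gene, which left 4500 genes in the KCl tables and 4698 in the glucose tables, of which 4005 and 4208 were found in the RefSeq gene table of the R64 assembly. Of 9864 single-gene loci in the KCl tables, 9847 contain the gene at its R64 position, and gene positions are given on R64. C. glabrata genes are given by the identifiers in the files.

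Tests on FPKM used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) with eBayes and a trend, over genes with at least 1 FPKM in at least 2 libraries, and the deposited table (replicate) as a block. Tests on counts used edgeR 4.0.16 with TMM, filterByExpr and the quasi-likelihood test, on the 4 libraries concerned for C. glabrata targets and on all 16 for the KCl responses, the interactions and the single deletions. A call needs a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2, except that interactions were called on the adjusted p-value alone. DESeq2 1.42.0 was run as an alternative, as the study used DESeq2. Adjusted p-values that DESeq2 gave as missing stayed missing. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the rest, and matplotlib 3.10.9 drew the figures. On simulated data with 200 changed genes at a log2 fold change of 2 or -2 in effect size, limma recovered 188 (94%) with 5 false calls among 4364 genes. EdgeR recovered 190 (95%) with 20 false calls among 5175 genes tested, and DESeq2 recovered 193 (96.5%) with 27 false calls among 5258. The matched lists, the permutation test and the matching of fold changes were tested on simulated data as well.

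S. cerevisiae targets are the study's, found by matching the fold changes in its source data to the tables. The redundancy rule that the methods give for the classes in glucose limitation was applied in both species within each replicate, then to the geometric mean. The background was 10000 lists of genes outside the study's lists with wild-type fold change over 1.2, matched on its deciles. The range in glucose limitation was compared by one-sided Kolmogorov-Smirnov tests with exact p-values, beside 100000 permutations of the class labels. Shares of the 2 species were compared by two-sided Fisher's exact tests. Binding sites of the 2 factors (CCCCT or AGGGG) were counted in the 500 bp upstream of each start codon of R64. Because the C. glabrata targets were chosen on the wild-type libraries with KCl that later comparisons share, 50 simulations with unchanged groups give the values that arise without an effect.

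The sample labels state that each culture was split, with KCl medium added to one part and the other kept as control, so stress and control libraries of the same genotype and replicate number come from the same culture. Genotypes and glucose levels share replicate numbers only. As a check, the deviations of libraries from their group means were correlated between groups. The correlation was 0.191 to 0.756 (median 0.419) over 28 pairs of groups in C. glabrata, -0.0032 to 0.396 (median 0.239) over 15 pairs in the KCl experiment of S. cerevisiae, and 0.0311 to 0.284 (median 0.207) over 6 pairs in glucose limitation. Each group has 2 libraries, and no test for single aberrant libraries and no count over other splits of the samples was run.

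Genes named in the text were fixed by a rule. They are the genes the paper names, a general stress list (CTT1, HSP12, HSP26, TKL2, SIP18, HXK1), an osmotic list (GPD1, STL1, GPP2, GRE2, ENA1), up to 5 targets nonredundant in both replicates with the lowest summed fold change relative to wild type, the 5 redundant and 3 nonredundant targets with the highest level at 0.01% glucose, and the 5 C. glabrata targets with the largest log2 fold change. Each has at least 1 FPKM or 10 counts in 1 library. A list of 18 sulfate assimilation and methionine genes and a list of 42 amino acid biosynthesis genes were added for tests. Other genes that are named were chosen after their values were seen. The result of 1 gene that the paper names is not reported.

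Alternatives covered the pseudocount, the filters, the scaling (median-ratio for FPKM, no TMM for counts), the replicate block, the moderation trend, DESeq2, the set of targets, the expression unit, the definition of redundancy, the source of the classes and leaving out each replicate or library. The gene ontology enrichment was not repeated, since no annotation of gene function was used here. The deposited single-cell measurements of the source data were not used.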

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

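The tests of the MET17 marker against the genes it replaced, of remaining activity in the double deletion, of scaling in glucose limitation and of scaling for the genes higher in the double deletion were chosen only after the result was seen. The tests of the 2 gene lists were set before it.

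The response of the MET17 marker to KCl differed between the deletion strains. MET17 (YLR303W) marks both deletions, and its log2 interaction with KCl, msn2 against msn4, was 2.36 (standard error 0.22, limma adjusted p = 0.0216 by Benjamini-Hochberg), which singled it out. It rose from 320.1 to 747 FPKM and from 357 to 651 FPKM in msn2, and fell from 287 to 96.7 FPKM and from 231 to 109 FPKM in msn4. The marker could follow the gene it replaced. At the MSN2 locus it has the values this needs, since MSN2 rises with KCl by 2.77 in wild type and 2.16 in msn4 on the log2 scale, and the marker rose by 1.04 in msn2. At the MSN4 locus it would move in msn4 as MSN4 moves elsewhere. MSN4 rose in wild type, 3.32-fold in replicate 1 and 1.24-fold in replicate 2, and moved little in msn2, with fold changes of 1.17 and 0.947. The log2 change of the marker in msn4 was -1.32, a fall that MSN4 shows in none of these 4 pairs of libraries, which argues against it there. A change of the methionine pathway in trans may lie behind the difference, but only 10 of the 18 genes of the sulfate assimilation list have a locus of their own in both tables, too few for that test, so this explanation cannot be told apart from an effect of the insertion site. The medians of those 10 genes in replicates 1 and 2 were -0.06 and -0.36 in msn2, -0.40 and -0.31 in msn4, and -0.39 and -0.47 in wild type. Gene by gene, most of the 10 had the lower change in msn4 than in msn2 in each replicate, the direction of the marker. MMP1 and MET28 had the higher change in msn4 in both replicates, and MET5 in replicate 2. Sites of insertion and promoters were not tested.

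An interaction test singled out 7 genes whose KCl response in msn4 differed from wild type and 5 whose response in msn2 differed from msn4, of 4364 tested by limma (531 and 677 at an unadjusted p-value under 0.05). Named after their values were seen, the 7 are PEX21, HOM3, BAG7, ARG56, PXP2, ARO5 and YGR160W, all with the lower response in msn4, and the 5 are PEX21, MET17, HOM3, UTP15 and NOG1, all with the lower response in msn4. Both comparisons share the msn4 libraries, so PEX21 and HOM3 are not found independently. HOM3 had a log2 change of -1.27 in wild type and -3.18 in msn4 (interaction -1.91, adjusted p = 0.0348 for msn4 against wild type). These calls depend on the fit: without the replicate block the counts were 0 and 0, and with a block for each culture they were 1 and 2, of which none is among the genes named here. ARG3, with a log2 change of -1.61 in msn4 against 0.89 in wild type, and some of these genes could belong to amino acid biosynthesis genes that stand higher in the msn4 control cultures. Only 28 of the 42 genes of that list (66.7%) have a value, which makes the test of the list void, and the explanation stays open. The median log2 ratio of the msn4 control to the wild-type control over those genes was 0.46 in replicate 1 and 0.64 in replicate 2. By the paper's strain list, msn4 also gains the marker MET17 and lacks the marker CaURA3 of wild type. No comparison here separates these markers from the loss of MSN4.

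In C. glabrata, KCl changed 1612 genes in msn2_cg msn4_cg, a genotype that the study used to choose targets and whose KCl response the paper does not describe. Of these, 1402 (87.0%) were also called in wild type, all in the same direction. Both calls come from separate control libraries. Remaining activity of the deleted genes would need their transcripts, and the highest count of a deleted gene in the double deletion libraries was 17, against 1126 or more in wild type, which argues against it. Scaling did not remove the calls, which numbered 1678 without TMM and 1637 with DESeq2. A response to KCl that needs neither paralog is a candidate explanation, as a hypothesis, since it was found and tested on the same libraries.

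With KCl, 25 genes were higher in msn2_cg msn4_cg than in wild type, which the paper does not discuss. A difference in scaling moves all genes of a library alike, but 205 genes were called the other way, higher in wild type, so 1 factor for each library cannot account for both. The log2 differences of the 25, wild type over the double deletion, were -1.01 to -2.53, while the median of all genes was -0.04, and -0.17 without TMM. Calls without TMM or with DESeq2 are no further test, since those settings move the median of all genes toward these calls or hardly at all. Of the 25, 16 fall with KCl in wild type and 3 rise. The 25 were chosen as low in the wild-type libraries with KCl, which this response shares, so a fall is favoured by the choice. No simulation gave the size of this effect. Weaker repression in the double deletion may explain the 16 that fall, as a hypothesis, and no test separated it from other effects of the deletions.

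Outside the study's target lists, 689 of 4031 genes responded to 0.01% glucose. A difference in scaling moves all genes of a library alike, but 300 of the 689 were higher and the others lower, so 1 factor for each library cannot account for both. Median-ratio scaling is no test here, since its size factors were 0.992 to 1.02. The glucose level itself is the open biological explanation. Because the 2 tables hold 2 libraries per level, growth rate at collection and glucose level cannot be separated by these data.

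In wild type, KCl changed 940 of 3900 genes outside the target lists, 359 of them higher and the others lower, which 1 scaling factor for each library cannot give. Other regulators of the osmotic response were not tested and remain open.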

How the results depend on the processing

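The alternatives named next were chosen only after the result was seen, and the others were set before the data were examined. Those chosen after seeing the data are the fits of the KCl responses and single deletions without TMM, the glucose fit without a trend, the asymptotic Kolmogorov-Smirnov p-values, CPM in place of TPM, targets called with a replicate block, the pairings of replicates drawn in the figures, and the block for each culture. For 53 comparisons, 266 values were computed under alternatives: 201 kept their direction and side of the threshold or moved less than the spread between replicates, 48 moved by more, 3 became weaker, 2 stronger and 12 reversed. For single genes, 549 values were computed, of which 492 kept their call, 56 became weaker, 1 stronger and 0 reversed. Where a result changed, the cause was not tested unless it is given.

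The interaction counts in S. cerevisiae changed with the fit. For msn4 against wild type, with 7 genes, the count was 1 without the filter on low values, 0 without the replicate block, 0 without a trend and 1 with a replicate block for each culture. For msn2 against msn4, with 5 genes, it was 0 without the replicate block, 2 without a trend and 2 with the block for each culture. In glucose limitation, 8 genes at 0.1% became 2 without the filter, and 84 genes at 0.05% became 0 without the filter, 44 without the replicate block and 53 without a trend. The KCl counts in each strain and the count at 0.01% glucose stayed within 1.5 times under all alternatives run, and the block for each culture, which pairs stress with control, changed no other count by more than that. The median log2 change over the targets in msn4, 0.62, ran from 0.60 to 0.68 across the 2 values that each left out one replicate.

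Redundant shares moved most with the definition. With 1 taken off each fold change, the S. cerevisiae share was 61.2% in replicate 1, 87.3% in replicate 2 and 77.4% for the geometric mean, and with each deletion required to keep at least 0.5 of the wild-type log2 fold change it was 55.8, 67.4 and 66.0%. In C. glabrata the first definition gave 66.3, 81.0 and 78.0%, and the second gave 75.1, 83.4 and 81.5%. The first definition asks more of each gene by construction. The second can pass a gene that fails the sum rule where the wild-type fold change is over 4. Leaving out replicate 2 or replicate 1 gave 84.8 or 97.4% in S. cerevisiae, against 96.9% for the geometric mean. These single-replicate shares run over the lists of 554 and 463 targets, and the geometric mean over 385 genes. In C. glabrata the values were 82.4 or 95.1%, against 92.7%, all over 205 targets. The pseudocount, the filter, the scaling, the wild-type threshold, the set of C. glabrata targets and the expression unit moved each share by less than the SD between replicates.

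The range in glucose limitation kept its direction and side of the threshold under the pseudocount, the filter, the scaling, the asymptotic p-value and classes from KCl replicate 1. With classes from KCl replicate 2, the order of the medians was reversed, with exact p = 0.756 at 0.05% and 0.322 at 0.01% glucose in replicate 1, p = 0.969, 0.467 and 0.794 at 0.1, 0.05 and 0.01% in replicate 2, and p = 0.758, 0.717 and 0.659 for the geometric mean. Those classes have 7 or 8 nonredundant targets. With classes from the geometric mean of the KCl replicates, the order was reversed at 0.05% in replicate 1 (exact p = 0.239), and p was 0.174 at 0.1% in replicate 2 and 0.346 at 0.1% for the geometric mean. Without replicate 2, the log2 ratio of the class medians was 0.04 at 0.1%, 0.07 at 0.05% and 0.20 at 0.01% glucose, and without replicate 1 it was 0.11, 0.53 and 0.52, against 0.11, 0.31 and 0.33 with both. To 3 digits, the value at 0.1% without replicate 2 is 0.0377.

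For C. glabrata targets, with 205 genes higher in wild type and 25 higher in the double deletion, the counts were 254 and 72 with DESeq2, 196 and 63 without TMM, 193 and 24 without the filter, 216 and 53 with all 16 libraries and 279 and 100 with the replicate block. Without TMM the median log2 difference of all genes moved from -0.04 to -0.17, and the share of genes higher in wild type among the calls changes with it. By value alone, 282 genes were over 2-fold higher in wild type and 103 in the double deletion. Across the 4 values that each left out one library these were 265 to 353 and 150 to 207, with 160 without wild type replicate 1, 198 without double deletion replicate 1 and 207 without wild type replicate 2.

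The interaction of KCl with the double deletion, 0 genes by edgeR (521 at an unadjusted p-value under 0.05), became 118 with DESeq2, 93 with the replicate block, 1 without TMM and 1 with the replicate block for each culture, and for msn4_cg (0 genes, 153 at an unadjusted p-value under 0.05) it became 4 with DESeq2. Wild type over msn2_cg had 1 gene, against 24 with DESeq2, 24 with the replicate block and 0 without TMM (557 at an unadjusted p-value under 0.05), and wild type over msn4_cg had 0 genes (517 at an unadjusted p-value under 0.05), against 39 with DESeq2 and 25 with the block. Over the 205 targets, 1 was lower in msn2_cg, against 20 with DESeq2, 22 with the block and 0 without TMM, and 0 in msn4_cg, against 22 and 13. The block changed no other count in C. glabrata by over 1.5 times. Without TMM, KCl raised 978 and lowered 906 genes in wild type against 900 and 975, 1009 and 688 in msn2_cg against 770 and 864, 1010 and 774 in msn4_cg against 830 and 871, and 957 and 721 in the double deletion against 751 and 861. The median of all genes then stood at 0.11, 0.21, 0.22 and 0.20 on the log2 scale, so directions there are relative to the scaling.

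The difference between the species, -2.40 points in replicate 1, was 5.15 points with 1 taken off each fold change and 10.3 points for the replicates of Fig. 2c and Fig. 5d. In replicate 2, -2.29 points became -6.28 and, for the replicates of Supplementary Figs. 4c and 12e, -15.0 points. For the geometric mean, -4.20 points became -3.18 with the study's own genes and CPM, which no longer passed 0.05, and 0.646 with 1 taken off. Depth limits the FPKM results in an unknown way, since those tables hold no read totals. A paired test with a p-value was not possible after leaving out a replicate, because 1 library per group is left.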

Differences from the paper's values

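The alternative that used asymptotic p-values was chosen only after the result was seen. For the Kolmogorov-Smirnov test of Fig. 3b, the exact one-sided p at 0.05% glucose was 5.8e-11, which in units of 1e-10 is 0.579, against the paper's about 2 in Fig. 3b, read by eye. At 0.01% glucose it was 1.4e-08, which in units of 1e-08 is 1.45, against the paper's about 3 in Fig. 3b, read by eye. None of the alternatives set before the data were examined closed either gap: the pseudocount gave 3.2e-11 and 1.9e-08, the filter on low values 2.3e-11 and 5.6e-09, median-ratio scaling 5.8e-11 and 1.4e-08, and classes recomputed from KCl replicate 1, from KCl replicate 2 and from their geometric mean gave 1.4e-09, 0.467 and 0.0025 at 0.05% and 1.1e-07, 0.794 and 0.0081 at 0.01%. The asymptotic p-values, chosen after seeing the values, were 2.0e-10 and 3.2e-08 and fell within the paper's at both levels.

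The paper ranks C. glabrata above S. cerevisiae in the fraction of redundant targets. Between replicates of the same deposited number the difference was -2.40 points and -2.29 points, and for the geometric mean -4.20 points. The pairing of the replicates drawn in Fig. 2c and Fig. 5d, chosen after seeing the values, gave the paper's order, with 10.3 points, and so did the definition with 1 taken off each fold change in replicate 1, with 5.15 points, and for the geometric mean, with 0.646 points.

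The paper counts 254 targets in C. glabrata. EdgeR's test called 205, and DESeq2 called 254, of which 252 are the study's. The study's list also holds CAGL0L08481g and CAGL0G02541g, and DESeq2 here called CAGL0J08976g and CAGL0K04708g in their place, genes that are named after their values were seen. The methods name FPKM or TPM as the expression unit, and the source data of Fig. 5d and Supplementary Fig. 12e matched fold changes of CPM for all 254 genes, with a largest error of 5.0e-07, and those of TPM for 0 genes.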

Other observations

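Chosen only after the result was seen were the tests of library size and of the wild-type control in C. glabrata, of noise as the source of the nonredundant class, of reads at the MSN2 locus, of which replicate the figures show, and the 3 tests of the order of strains in KCl. The others were set before the result was seen.

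Most S. cerevisiae targets met the redundancy rule, and so did most induced genes outside the lists. If induction that does not depend on the target list were the whole explanation, the targets would meet the rule no more often than matched lists. They met it more often, with p = 2.0e-04 (n = 554 loci) in replicate 1, which argues against it as the whole explanation, while the distance was small, 84.8% against a median of 78.9%. A hypothesis that redundant targets carry more binding sites was tested on the sequence. In replicate 1, 428 redundant targets had 0.895 sites per gene in the 500 bp upstream and 78 nonredundant targets had 0.641 (one-sided permutation p = 0.0250), and in replicate 2 the values were 0.923 over 401 and 1.00 over 9 genes (exact p = 0.668). The replicates point in different directions, so it cannot be told apart from no difference. Genes outside the lists had 0.40 sites.

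The redundant share differed between the replicates of S. cerevisiae by more than the sampling of genes. Different genes that pass the threshold in each replicate account for part of it: over the shared genes the share in replicate 1 was 90.1%, against 84.8% over its whole list, and in replicate 2 it was 97.4% in both cases. As the whole explanation they would leave the shares equal over shared genes, which they were not. After median-ratio scaling replicate 1 stood at 85.3%. The size factors were only 0.978 to 1.03, whereas the wild-type fold changes of replicate 1 would have to be divided by 1.81 to reach the share of replicate 2, which argues against scaling. A wild-type control of replicate 2 that already expressed the targets would stand higher against the deletion controls than in replicate 1, but the median log2 ratio was -0.11 in replicate 2 and -0.05 in replicate 1. For the part that remains over the shared genes, the variation between cultures stays open as a possible explanation.

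In C. glabrata the shares of the replicates differed as well. Scaling is unlikely to be the cause, since under TMM replicate 1 stood at 81.5% against 95.1% in replicate 2. Smaller libraries in the replicate with the lower share are not seen either, since replicate 1 had the larger libraries, with a median of 21.6 M counts against 19.6 M. A wild-type control of replicate 2 that already expressed the targets has the values it needs: over the targets, the wild-type control stood 0.71 above the double-deletion control on the log2 scale in replicate 2 and 0.37 in replicate 1, and the median wild-type fold change was lower in replicate 2. It may contribute to the higher share there, as a hypothesis from 1 control library per replicate.

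Noise of single libraries may set the nonredundant class in S. cerevisiae. Of its members in replicate 1, 3.33% were nonredundant in replicate 2, against 2.57% of redundant genes (one-sided Fisher's exact test over genes, p = 0.571). Only 0.795 shared genes are expected by chance against the 1 found, so the test has little power. On the other side, the class of KCl replicate 1 separates the glucose libraries, with exact p = 5.8e-11 in replicate 2 and 0.0116 in replicate 1 at 0.05% glucose, which noise independent between genes would not give. A deviation of 1 culture that co-regulated genes share is not excluded by these values, so noise and a real class cannot be told apart. In C. glabrata the class recurred (Fisher p = 0.0025). Whether the loss of Msn2 rather than of Msn4 lowers the fold change of nonredundant targets could not be tested, since 1 gene, ARG3, was nonredundant in both replicates, with the lower fold change in msn4.

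The larger range of redundant targets in glucose limitation may come from the rule itself. Genes outside the target lists, split by the same rule, differed in the same direction, with exact p = 4.0e-07 in replicate 1 at 0.01% glucose, so the difference is not confined to the targets. A rule that sorts genes by their response to stress would need this. Another expression level of the nonredundant targets is argued against by the permutation within 5 bins of expression, where p was 0.0466 in replicate 1 at 0.01% glucose, close to the threshold.

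The fraction of redundant targets is higher in C. glabrata than in S. cerevisiae between the replicates of the main figures. Which replicate each figure shows may explain this order, as the difference between the replicates deposited under number 1 was -2.40 points. Differences between the species, and between the ways their targets were chosen, were not excluded.

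With KCl, the targets of S. cerevisiae stood in the order msn4 over wild type over msn2 in both replicates in 91 of 302 cases (30.1%), against 469 of 3900 other genes (12.0%) and 232 of the 846 genes among these with a wild-type fold change over 1.2 in both replicates (27.4%). Targets are themselves chosen for that induction. Against the 846 genes the one-sided Fisher's exact p was 0.204 over genes, which are not replicates, and lists of them matched on the wild-type fold change had a median of 29.5%. Induction by KCl, whatever the target list, may thus explain why targets show this order more often than the 3900 genes. Chance alone gives 2.78%. The opposite order held for 37 targets (12.3%) and 805 other genes (20.6%). In the controls, the first order held for 26 targets (8.61%) and 257 other genes (6.59%). An order shared by all genes of these libraries is argued against by the 12.0% outside the lists, and the same value argues against scaling, which moves targets and other genes of a library alike. After median-ratio scaling 91 targets and 495 other genes showed the order. The median log2 difference to wild type over the targets was -0.12 and -0.04 in msn2 and 0.08 and 0.23 in msn4 in replicates 1 and 2. CTT1 reached 1753 and 1232 FPKM in wild type, 1173 and 457 in msn2 and 3372 and 3395 in msn4. The excess in msn4 was there without KCl, with medians of 0.09 and 0.22 in the controls, whereas those of msn2 in the controls were 0.01 and 0.00. The median excess in msn4 is therefore not specific to KCl, and no biological explanation was tested.

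MSN2 transcripts rose with KCl in S. cerevisiae, with a log2 change of 2.77 in wild type (standard error 0.49, limma adjusted p = 0.0032 by Benjamini-Hochberg) and 2.16 in msn4 (adjusted p = 0.0082), in all 4 cultures. Reads of a gene elsewhere in the genome that were placed at MSN2 would leave a signal in msn2. MSN2 reached at most 0.225 FPKM there, which argues against such reads. Transcripts that run across the locus cannot be judged this way, since the msn2 allele lacks the MSN2 sequence. A rise of the transcript itself may remain, as a hypothesis. TPK3 had a log2 change of -0.19 in wild type (standard error 0.20, adjusted p = 0.463), while TPK2 and YAK1 lie in merged loci in at least 1 table of the KCl experiment and were not tested there.

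Of the general stress list, CTT1, HSP12 and SIP18 were tested in the KCl experiment. In wild type CTT1 rose by 6.86 and HSP12 by 5.74 on the log2 scale (adjusted p = 4.0e-05 and 4.6e-04), and SIP18 by 2.42 (adjusted p = 0.0565). HSP26 has 2 entries, and TKL2 and HXK1 are in merged loci. Of the osmotic list, GPD1, STL1, GPP2, GRE2 and ENA1 rose in wild type by 6.28, 7.86, 5.50, 3.91 and 2.59 on the log2 scale, all in both replicates, and their summed single-deletion fold changes were 1.31 to 3.63 times the wild-type one.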
